# MLL3 regulates the *CDKN2A* tumor suppressor locus in liver cancer

**DOI:** 10.7554/eLife.80854

**Published:** 2023-06-01

**Authors:** Changyu Zhu, Yadira M Soto-Feliciano, John P Morris, Chun-Hao Huang, Richard P Koche, Yu-jui Ho, Ana Banito, Chun-Wei Chen, Aditya Shroff, Sha Tian, Geulah Livshits, Chi-Chao Chen, Myles Fennell, Scott A Armstrong, C David Allis, Darjus F Tschaharganeh, Scott W Lowe

**Keywords:** liver cancer, MLL3, chromatin, cancer, tumor suppressor, Human, Mouse

## Abstract

Mutations in genes encoding components of chromatin modifying and remodeling complexes are among the most frequently observed somatic events in human cancers. For example, missense and nonsense mutations targeting the mixed lineage leukemia family member 3 (MLL3, encoded by *KMT2C*) histone methyltransferase occur in a range of solid tumors, and heterozygous deletions encompassing *KMT2C* occur in a subset of aggressive leukemias. Although MLL3 loss can promote tumorigenesis in mice, the molecular targets and biological processes by which MLL3 suppresses tumorigenesis remain poorly characterized. Here, we combined genetic, epigenomic, and animal modeling approaches to demonstrate that one of the mechanisms by which MLL3 links chromatin remodeling to tumor suppression is by co-activating the *Cdkn2a* tumor suppressor locus. Disruption of *Kmt2c* cooperates with *Myc* overexpression in the development of murine hepatocellular carcinoma (HCC), in which MLL3 binding to the *Cdkn2a* locus is blunted, resulting in reduced H3K4 methylation and low expression levels of the locus-encoded tumor suppressors p16/Ink4a and p19/Arf. Conversely, elevated *KMT2C* expression increases its binding to the *CDKN2A* locus and co-activates gene transcription. Endogenous *Kmt2c* restoration reverses these chromatin and transcriptional effects and triggers Ink4a/Arf-dependent apoptosis. Underscoring the human relevance of this epistasis, we found that genomic alterations in *KMT2C* and *CDKN2A* were associated with similar transcriptional profiles in human HCC samples. These results collectively point to a new mechanism for disrupting *CDKN2A* activity during cancer development and, in doing so, link MLL3 to an established tumor suppressor network.

## Introduction

Hepatocellular carcinoma (HCC) is a deadly primary liver cancer with a 5 year survival rate of only 18% (Jemal et al., 2017). HCC is currently the fourth most frequent cause of cancer-related mortality worldwide, and its incidence continues to grow (Llovet et al., 2021). Genomic alterations found in HCC are highly diverse and are characterized by promoter mutations in *TERT* (telomerase reverse transcriptase), amplifications, or chromosomal gains encompassing the *MYC* oncogene, activating hotspot mutations in *CTNNB1* (β-catenin), and inactivating mutations and deletions in the *TP53* and *CDKN2A* tumor suppressor genes (2017; Schulze et al., 2015).

Among these alterations, genetic gain of *MYC* and inactivation of tumor suppressor p53 are known to cooperate to drive tumorigenesis in HCC (Molina-Sánchez et al., 2020). Mechanistically, oncogenic MYC activation triggers increased expression of the tumor suppressor ARF, one of two proteins encoded in *CDKN2A* in alternative reading frames. ARF binds to the E3 ubiquitin ligase MDM2 to prevent p53 degradation, leading to apoptosis to restrain MYC-driven tumorigenesis (Lowe and Sherr, 2003). However, it is unclear how the *CDKN2A* locus is regulated in response to MYC overexpression.

Beyond these well-studied drivers, HCC frequently harbors mutations in one or more chromatin modifying enzymes, including MLL3 (encoded by *KMT2C*; Fujimoto et al., 2012; Kan et al., 2013). MLL3 is a component of the COMPASS-like complex that has structural and functional similarities to the developmentally essential *Drosophila* Trithorax-related complex (Schuettengruber et al., 2017). This multiprotein complex controls gene expression through its histone H3 lysine 4 (H3K4) methyltransferase activity, which establishes chromatin modifications most often associated with transcriptional activation (Shilatifard, 2012). Most studies have shown that MLL3 and its paralog MLL4 (encoded by *KMT2D*) typically catalyze H3K4 monomethylation (H3K4me1) at enhancers (Herz et al., 2012; Hu et al., 2013), while the MLL1/2 complex is responsible for H3K4 trimethylation (H3K4me3) at promoters and enhancers in a locus-specific manner (Denissov et al., 2014; Rickels et al., 2016; Wang et al., 2009).

While less characterized, MLL3/4 regulation of promoter activity is emerging as an additional mechanism connecting the COMPASS-like complex to gene expression. Some publications report that H3K4me1 enrichment at promoters has been associated with gene repression (Cheng et al., 2014), and MLL3 inactivation decreases H3K4me3 levels at the promoters of metabolism-related genes in normal murine livers (Valekunja et al., 2013) and human liver cancer cells (Ananthanarayanan et al., 2011). Furthermore, a recent study in leukemia cells demonstrated that MLL3 and MLL4, in the absence of MLL 1/2 complex, are capable of binding to promoters to activate tumor suppressor genes (Soto-Feliciano et al., 2023). These divergent results suggest that the genomic binding pattern and functions of MLL3 are highly context dependent.

Notably, HCC also harbors mutations in *KMT2D* (Cleary et al., 2013), while KDM6A/UTX, an H3K27 demethylase within the COMPASS-like complex, has been functionally established as a potent tumor suppressor in pancreatic and liver cancers (Revia et al., 2022). These observations suggest that epigenetic-based mechanisms of gene regulation controlled by the MLL3 complex may constrain HCC development. However, because chromatin regulators such as ARID1A often exhibit context-specific tumor suppressive and oncogenic roles in liver cancer development (Sun et al., 2017), it is unclear whether MLL3 is a bona fide tumor suppressor in HCC. We therefore employed mouse models of HCC to investigate the molecular targets of MLL3 and the biological processes it affects.

## Results

### MLL3 is a tumor suppressor in *Myc*-driven liver cancer

To better understand the functional significance of genes commonly inactivated in HCC, including a number of chromatin regulators, we selected 12 genes with recurrent inactivating mutations in human HCC (Cancer Genome Atlas Research Network, 2017; Ahn et al., 2014; Fujimoto et al., 2012; Figure 1—figure supplement 1A) and performed a CRISPR-based in vivo screen to determine whether they behave as tumor suppressors in HCC. Specifically, the screen tested whether loss of each of these 12 genes would drive hepatic tumorigenesis in cooperation with *Myc*—one of the most frequently gained and/or amplified oncogenes in HCC (Huang et al., 2014). We applied hydrodynamic tail vein injection (HTVI) in wild-type mice to directly introduce genetic manipulations into adult hepatocytes in vivo (Bell et al., 2007). We introduced both a transposon vector for stable genomic integration of oncogenic *Myc* cDNA and plasmids designed for transient expression of Cas9 and single guide RNAs (sgRNAs; a mix of two for each gene; Figure 1B; Largaespada, 2009; Moon et al., 2019; Tschaharganeh et al., 2014; Xue et al., 2014). 3 months after HTVI, only sg*Kmt2c* resulted in liver tumor formation with high penetrance (Figure 1—figure supplement 1B), suggesting that MLL3 likely acts as a tumor suppressor to constrain Myc-driven liver cancer. Supporting this idea, *KMT2C* mutations co-occur with *MYC* genomic gains and amplifications in human HCC tumors (Figure 1A).

**Figure 1.**
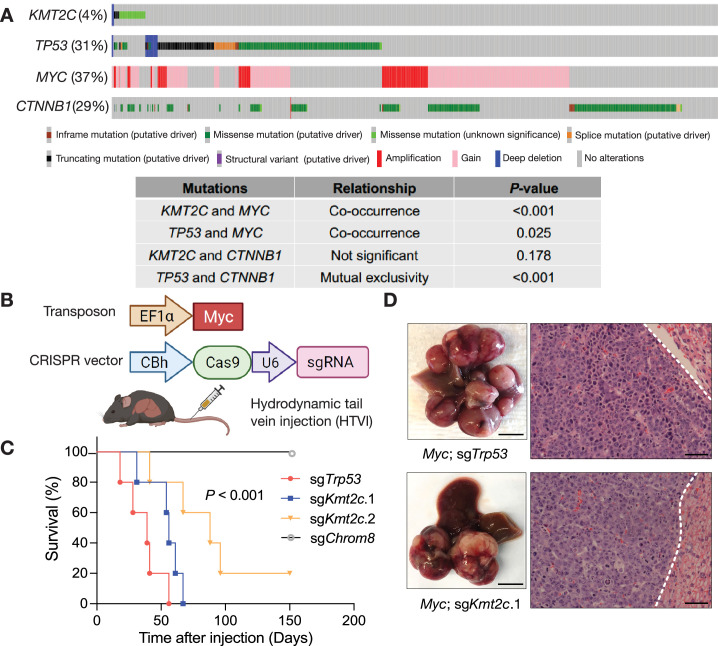
MLL3 constrains *Myc*-driven liver tumorigenesis. (**A**) Oncoprints displaying genomic mutations and deletions of *KMT2C* and *TP53*, gains and amplifications of *MYC*, and activating *CTNNB1* mutations in merged publicly available datasets (TCGA, MSK, INSERM, RIKEN, AMC, and MERCi) of 1280 sequenced hepatocellular carcinomas, and the table showing their relationships. p-Values were calculated by Fisher exact tests. (**B**) Schematic for hydrodynamic tail vein injection (HTVI) of gene delivery into murine livers. Vectors permitting stable expression of *Myc* transposon (top) and transient expression of Cas9 and single guide RNAs (sgRNAs) targeting putative tumor suppressors (bottom) via sleeping beauty transposase were introduced into hepatocytes by HTVI. (**C**) Survival curves of mice injected with *Myc* transposon and pX330 expressing two independent sgRNAs targeting *Kmt2c* after HTVI (*Myc;* sg*Kmt2c*.1, n=5; *Myc;* sg*Kmt2c*.2, n=5). *Myc;* sg*Trp53* (n=5), and *Myc;* sg*Chrom8* (n=5) serve as controls. Survival curves were compared using log-rank tests. (**D**) Representative images (left, liver macro-dissection, scale bar: 0.5 cm; right, H&E staining, scale bar: 100 μm) of mouse liver tumors generated by HTVI delivery of *Myc* transposon and in vivo gene editing. The dashed lines indicate the boundaries between liver tumors and non-tumor liver tissues.

**Figure 1—figure supplement 1.**
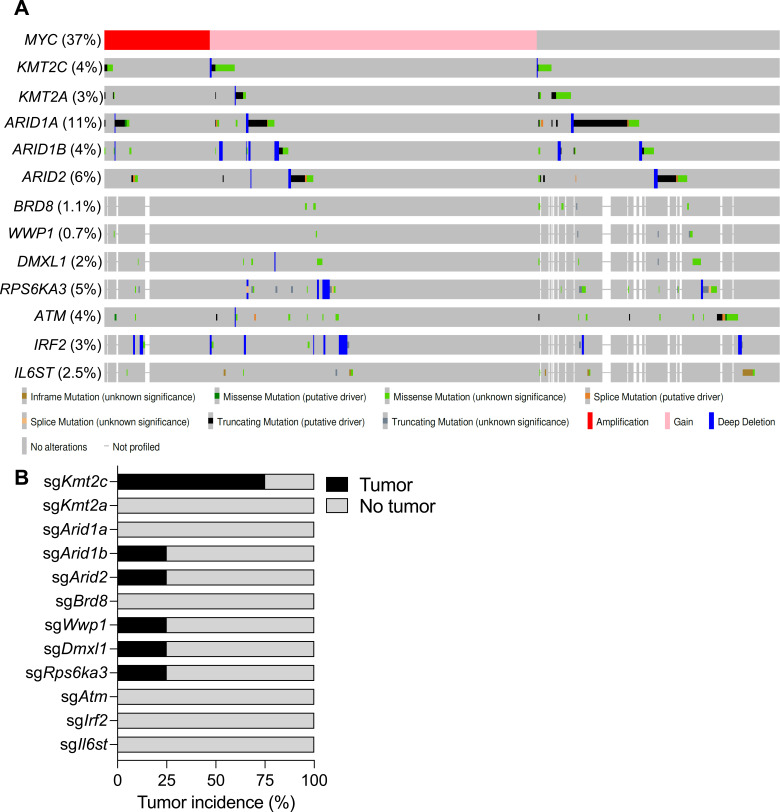
In vivo screen identifies MLL3 as a tumor suppressor in Myc-driven liver cancer. (**A**) Oncoprints displaying genomic gains and amplifications of *MYC* oncogene, and mutations and deletions of 12 candidate tumor suppressor genes in merged publicly available datasets (TCGA, MSK, INSERM, RIKEN, AMC, and MERCi) of 1280 sequenced hepatocellular carcinomas. (**B**) Liver tumor incidence in mice after hydrodynamic tail vein injection (HTVI) of *Myc* transposon and single guide RNAs (sgRNAs) targeting each candidate gene (n=4 mice per group).

**Figure 1—figure supplement 2.**
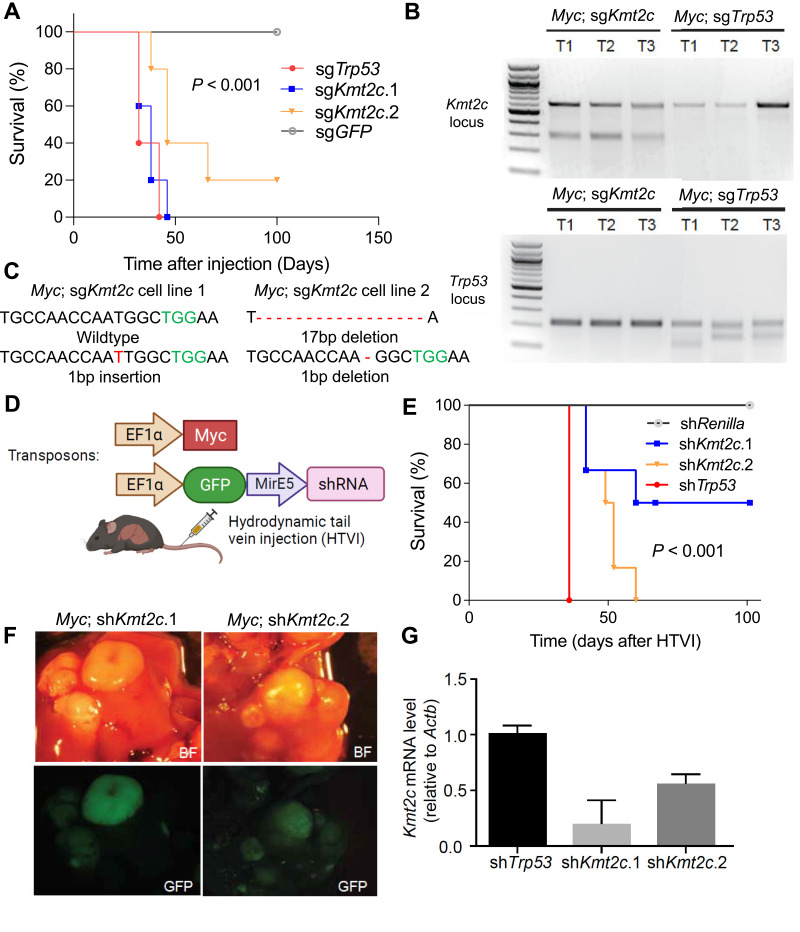
Suppression of *Kmt2c* by CRISPR or RNAi promotes *Myc*-driven liver cancer. (**A**) Survival curve of a second cohort of mice injected with *Myc* transposon and pX330 expressing two independent single guide RNAs (sgRNAs) targeting *Kmt2c* (*Myc;* sg*Kmt2c*.1, n=5; *Myc;* sg*Kmt2c*.2, n=5). *Myc;* sg*Trp53* (n=5), and *Myc;* sg*GFP* (n=5) served as controls. Survival curves were compared using log-rank tests. (**B**) Surveyor assay of PCR amplicons flanking predicted *Kmt2c* and *Trp53* CRISPR cleavage sites in *Myc;* sg*Kmt2c* and *Myc;* sg*Trp53* cells. The ratio of intensity of the lower bands (containing indels) to that of the upper band (untargeted) provides an estimate of the efficiency of CRISPR-Cas9 cleavage at the *Kmt2c* and *Tpr53* loci. (**C**) Sanger sequencing of the CRISPR-targeted *Kmt2c* locus from two independently derived cell lines using two different sg*Kmt2c*. The (protospacer adjacent motif)PAM-sequence is indicated in green; indels are indicated in red. (**D**) Schematic for hydrodynamic tail vein injection (HTVI) for in vivo gene silencing in mouse livers. HTVI was used to introduce transposons enforcing stable expression of *Myc* and (green fluorescent protein)GFP-linked, constitutive shRNAs(small hairpin RNAs) targeting genes of interest. (**E**) Survival curve of mice injected with transposon vectors expressing Myc oncogene and two independent shRNAs targeting *Kmt2c* (*Myc;* sh*Kmt2c*.1, n=6; *Myc;* sh*Kmt2c*.2, n=6), *Trp53* (*Myc;* sh*Trp53*, n=3), or Renilla luciferase (*Myc*; sh*Ren*, n=3). Survival curves were compared using log-rank tests. (**F**) Representative images of tumor nodules expressing shRNA-linked GFP in mice transduced with *Myc;* sh*Kmt2c*. BF: bright field. (**G**) *Kmt2c* mRNA expression measured by qPCR in the indicated tumor tissues. Values are mean ± SD from experimental triplicates in three different tumors of each group. Figure 1—figure supplement 2—source data 1.Original gel for surveyor assays in Figure 1—figure supplement 2B.

**Figure 1—figure supplement 3.**
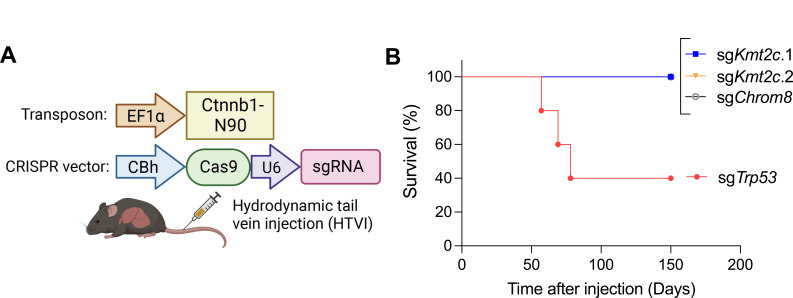
MLL3 loss does not cooperate with CTNNB1 oncogene to drive liver cancer. (**A**) Schematic for hydrodynamic tail vein injection (HTVI) of gene delivery into murine livers. Vectors permitting stable expression of constitutively active β-catenin (*Ctnnb1-N90*) transposon (top) and transient expression of Cas9 and single guide RNAs (sgRNAs) targeting putative tumor suppressors (bottom) via sleeping beauty transposase were introduced into hepatocytes by HTVI. (**B**) Survival curves of mice injected with *Ctnnb1-N90* transposon and pX330 expressing two independent sgRNAs targeting *Kmt2c* (*Myc;* sg*Kmt2c*.1, n=5; *Myc;* sg*Kmt2c*.2, n=5). *Myc;* sg*Trp53* (n=5), and *Myc;* sg*Chrom8* (n=5) served as controls.

To validate and extend the results from the screen, we applied the same approach to test whether the screen phenotype could be recapitulated with oncogenic *Myc* and single *Kmt2c*-targeted sgRNAs (Figure 1B). Mice injected with an *Myc* cDNA transposon combined with either of two independent Cas9/*Kmt2c* sgRNAs (*Myc*; sg*Kmt2c*.1 or *Myc*; sg*Kmt2c*.2) developed liver tumors, with a slightly later onset and slightly longer survival than mice receiving the *Myc* transposon combined with an sgRNA targeting *Trp53* (*Myc*; sg*Trp53*; Figure 1C and D). In contrast, mice injected with *Myc* and a control sgRNA (sg*Chrom8*) did not succumb to disease over the observation period (Figure 1C). These findings were confirmed in an independent cohort of mice (Figure 1—figure supplement 2b). Analyses of tumor-derived genomic DNA revealed insertions and deletions (indels) in either *Kmt2c* or *Trp53* depending on the genotype of tumor-derived cells (Figure 1—figure supplement 2B). DNA sequencing of the CRISPR-targeted region from two independent *Myc*; sg*Kmt2c* tumors revealed indels predicted to generate premature stop codons (Figure 1—figure supplement 2C). In one case, the indel was heterozygous, implying that even partial suppression of *Kmt2c* can promote tumorigenesis. In support of this, GFP-linked *Kmt2c* shRNAs efficiently cooperated with *Myc* overexpression to drive liver cancer, producing tumors with 50–80% reduction in *Kmt2c* mRNA expression (Figure 1—figure supplement 2D–G). sh*Kmt2c*.2 resulted in less potent knockdown than sh*Kmt2c*.1 yet produced faster tumor formation, suggesting that, as in acute myeloid leukemia (Chen et al., 2014), MLL3 can likely act as a haploinsufficient tumor suppressor in liver cancer (Figure 1—figure supplement 2E, G).

Apart from *MYC*, *CTNNB1* (β-catenin) is a frequently mutated oncogene in human HCC (Rebouissou et al., 2016), although the co-occurrence between *CTNNB1* and *KMT2C* mutations was not statistically significant (Figure 1A). To test whether MLL3 loss can cooperate with oncogenic *CTNNB1* to promote liver tumorigenesis, we performed analogous HTVI of a transposon vector expressing constitutively active β-catenin (*Ctnnb1*-N90; Tward et al., 2007) in combination with *Kmt2c*- or *Trp53*-targeted sgRNAs (Figure 1—figure supplement 3A). However, no tumor formation was observed in mice that received the *Kmt2c*-targeted sgRNAs (Figure 1—figure supplement 3B), indicating that unlike p53, the tumor-suppressive role of MLL3 is specific to the oncogene and contexts.

### MLL3 loss alters the chromatin landscape of liver cancer cells

MLL3 and MLL4 are histone methyltransferases that can deposit the H3K4 monomethylation mark at genomic enhancers and intergenic regions during organ development (Hu et al., 2013). However, more studies indicate that MLL3 and MLL4 are also capable of binding to promoter regions (Chen et al., 2014; Dhar et al., 2016; Wang et al., 2010), especially in the context of cancer (Soto-Feliciano et al., 2023). To determine the genomic binding patterns of MLL3 in HCC, we performed MLL3 chromatin immunoprecipitation (ChIP)-sequencing (ChIP-Seq) analysis in *Myc*; sg*Kmt2c* (sg*Kmt2c*.1 which generates heterozygous or homozygous indels) and *Myc*; sg*Trp53* liver cancer cell lines. Compared to the sg*Trp53* cells, sg*Kmt2c* cells had a marked reduction in MLL3 chromatin binding at a subset of genomic loci (Figure 2A). Approximately 40% of the peaks that were selectively lost in *Kmt2c*-deficient cells occurred at promoter regions, whereas unchanged MLL3 peaks between the two genotypes were more likely to be within intergenic regions (Figure 2B, Figure 2—figure supplement 1). Therefore, our data suggest that, beyond the canonical action of MLL3 at gene enhancers, MLL3 can also occupy promoter regions in *Myc*-induced liver cancer. Of note, the residual ChIP-seq signal observed in the sg*Kmt2c* cells most likely reflects the binding of MLL4 and/or remnant MLL3 since the antibody used in these experiments can recognize both MLL3 and MLL4 proteins (Dorighi et al., 2017). Nonetheless, the downregulated peak signals in *Myc*; sg*Kmt2c* cells were specifically due to MLL3 disruption.

**Figure 2.**
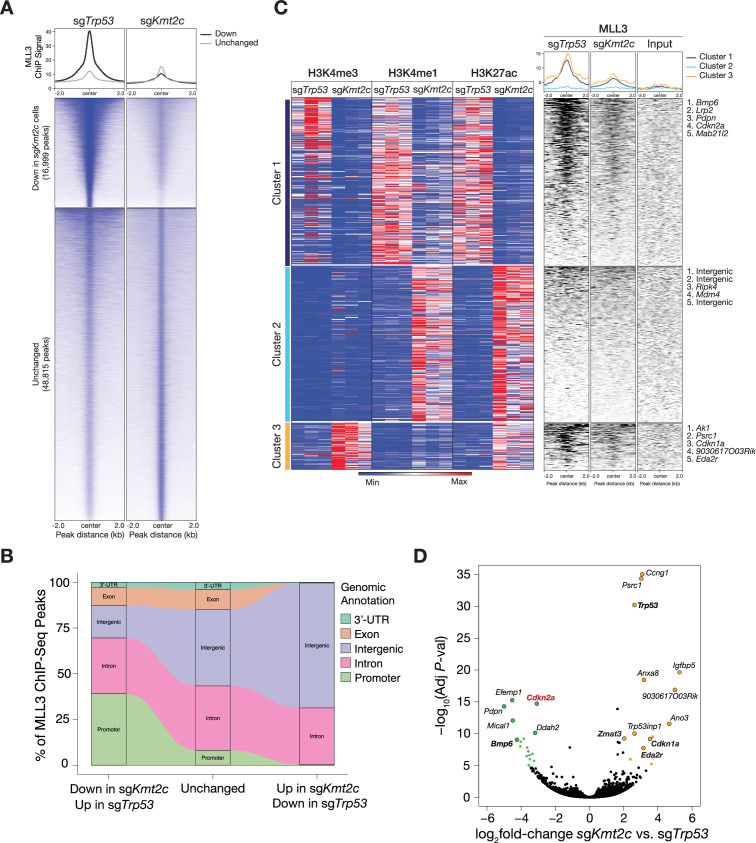
MLL3 disruption alters the chromatin and transcriptional landscape of liver cancer cells. (**A**) Tornado plots showing MLL3 chromatin immunoprecipitation-sequencing (ChIP-Seq) signal (peaks) that were down or remained unchanged in *Myc*; sg*Kmt2c* cells relative to *Myc*; sg*Trp53* cells. Center: transcriptional start site (TSS). (**B**) Alluvial plot showing the percentages of MLL3 ChIP-Seq peaks in different genomic elements in *Myc*; sg*Kmt2c* vs *Myc*; sg*Trp53* cells, including 16,999 peaks down, 48,815 peaks unchanged, and 265 peaks up in sg*Kmt2c* cells. Promoter regions were defined as TSS±2 kb. (**C**) Heatmaps of histone modification ChIP-Seq signals (H3K4me3, H3K4me1, H3K27ac, left panel) and MLL3 ChIP-Seq signal (right panel) at promoter or intergenic regions in three independent *Myc;* sg*Kmt2c* and *Myc;* sg*Trp53* liver tumor-derived cell lines. Cluster 1: loss of promoter and enhancer activity (loss of H3K4me3, H3K4me1, and H3K27ac); cluster 2: gain of enhancer activity (gain of H3K4me1 and H3K27ac); and cluster 3: gain of promoter activity (increase of H3K4me3). Representative top five loci for each cluster were listed on the right. (**D**) Volcano plot of differentially expressed genes revealed by RNA-sequencing of three independent *Myc;* sg*Kmt2c* and *Myc;* sg*Trp53* hepatocellular carcinoma (HCC) cell lines. Genes in sg*Kmt2c* cells with more than twofold expression change and exceeding adjusted p-value<10^–5^ are color-labeled (orange: upregulated; green: downregulated). Some differentially expressed genes are labeled with gene symbols, and p53 targets are bolded.

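All 17 genes labelled in Fig. 2D could be tested, 11 of them higher in the sg*Kmt2c* lines and 6 lower. In all 17 the lines of the genotypes did not overlap. The study labelled these genes on the same samples, so their separation is not independent evidence and the 10% that chance gives for unselected genes is no measure of it. An adjusted p-value under 0.05 was reached by 11 genes and under 0.1 by 16 (limma). None reached 1e-05, the threshold of the plot, while all 17 had an unadjusted p-value under 0.05. In the authors' deposited table (DESeq2) each has an adjusted p-value under 1e-05, except *Pdpn* and *Bmp6*, which have none there. *9030617O03Rik* changed most among the higher genes past the threshold, from 0.346 ± 0.390 RPKM (SD, n = 3 lines) in the sg*Trp53* lines to 30.2 ± 3.8 RPKM (SD, n = 3) in the sg*Kmt2c* lines. Its log2 fold change was 4.56 (standard error 0.289, adjusted p = 0.00963 from limma). The log2 fold change was 3.62 for *Eda2r* (adjusted p = 0.0359), 3.27 for *Anxa8* (adjusted p = 0.0223) and 2.92 for *Psrc1* (adjusted p = 0.00963, all from limma). Among the lower genes, *Efemp1* fell from 43.5 ± 20.2 to 0.858 ± 0.582 RPKM (SD, n = 3 each), a log2 fold change of -4.55 (adjusted p = 0.0246 from limma). *Ddah2* had a log2 fold change of -3.06 (adjusted p = 0.0264 from limma). *Mical1*, with 0, 0 and 2 reads in the sg*Kmt2c* lines, was at least 23.3-fold lower (adjusted p = 0.0444 from limma). *Trp53inp1* and *Igfbp5* fell just short at an adjusted p-value of 0.0503 each (limma). *Ano3* was the gene above 0.1 (adjusted p = 0.255 from limma). It had 0, 0 and 1 reads in the sg*Trp53* lines against 73, 66 and 36, so it was at least 28.0-fold higher in the sg*Kmt2c* lines.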

**Figure 2—figure supplement 1.**
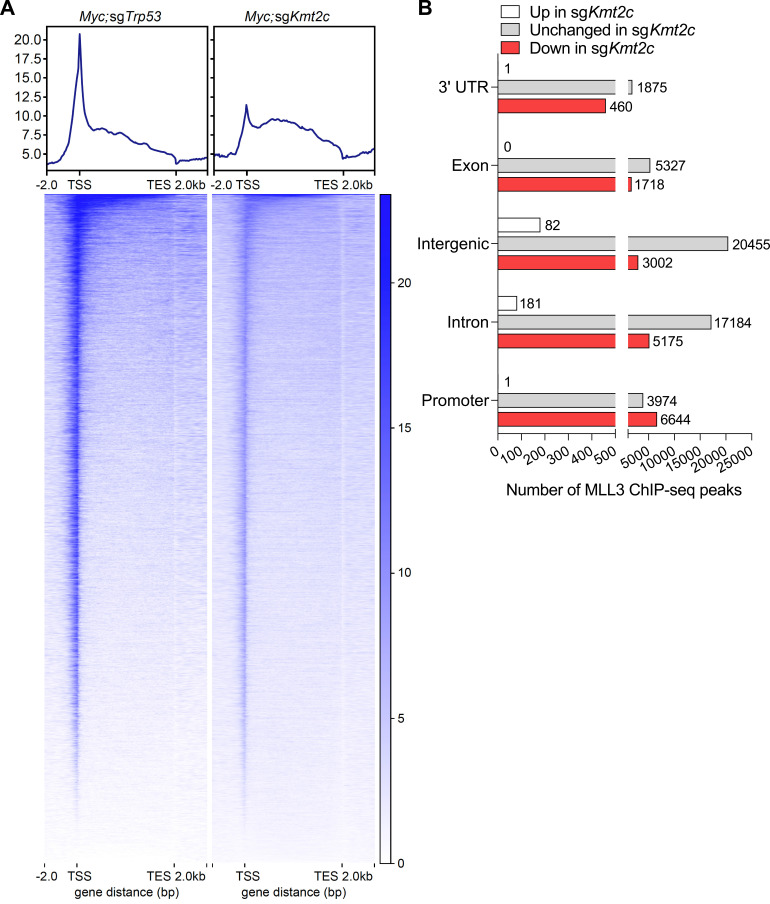
MLL3 deficiency disrupts its binding at promoters in liver cancer cells. (**A**) Tornado plots showing MLL3 chromatin immunoprecipitation-sequencing (ChIP-Seq) signals at promoter regions in *Myc*; sg*Trp53* and *Myc*; sg*Kmt2c* cells. Promoter regions were defined as transcriptional start sites (TSS)±2 kb. TES, transcription end sites. (**B**) Distribution graph of MLL3 binding peaks in different genomic regions and the changes based on the liver cancer genotypes.

**Figure 2—figure supplement 2.**
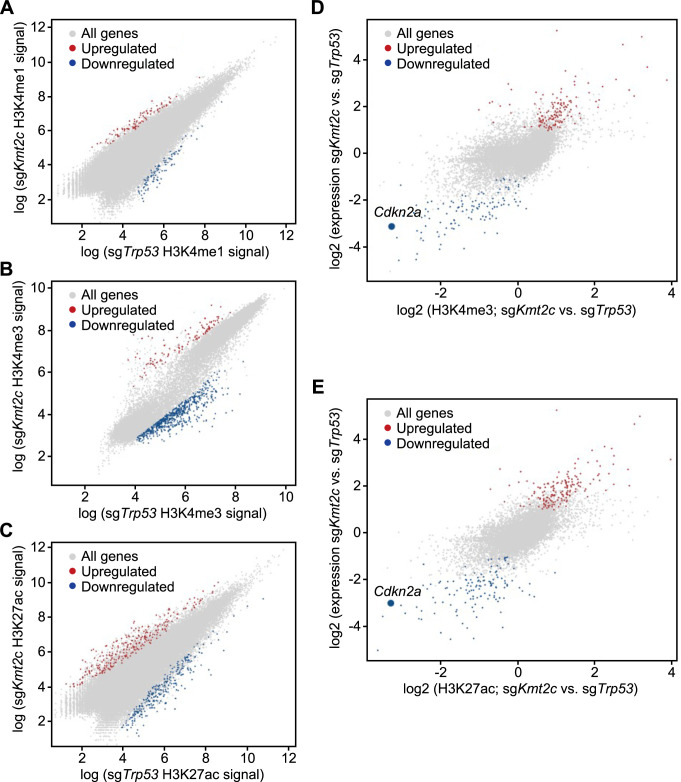
MLL3 disruption impacts transcriptional and histone modification profiles in liver tumors. (**A–C**) Scatter plots comparing chromatin immunoprecipitation-sequencing (ChIP-Seq) signals for (**A**) H3K4me1, (**B**) H3K4me3, and (**C**) H3K27ac in *Myc;* sg*Kmt2c* (y-axis) and *Myc;* sg*Trp53* (x-axis) liver tumor-derived cell lines. (**D and E**) Scatter plots comparing RNA-seq (y-axis) and ChIP-Seq signals (x-axis) for (**D**) H3K4me3 and (**E**) H3K27ac in *Myc;* sg*Kmt2c* hepatocellular carcinoma (HCC) cell lines.

Similar to the *Drosophila* Trithorax-related complex (Schuettengruber et al., 2017), the mammalian MLL3 and MLL4 complexes facilitate gene transcription by establishing permissive modifications on histone H3K4 via the MLL3 and MLL4 methyltransferase (Shilatifard, 2012). To determine whether MLL3 disruption impacts the local or global chromatin landscape of HCC cells, we performed ChIP-Seq analyses for H3K4 methylation and H3K27 acetylation in six independently derived tumor cell lines: three each for *Myc*; sg*Kmt2c* and *Myc*; sg*Trp53* (Figure 2C). Cluster analysis on genomic areas revealed three clusters of genomic loci that showed enrichment or depletion between *Myc*; sg*Kmt2c* and *Myc*; sg*Trp53* tumor cells for each tested histone modification (Figure 2C, Figure 2—figure supplement 2A–C). Loci in cluster 1 (reduced H3K4me3, H3K4me1, and H3K27ac in sg*Kmt2c* cells) showed the most pronounced differences in chromatin modifications between the two liver tumor genotypes. In contrast, the loci in cluster 2 showed increased H3K4me1 and H3K27ac marks, most of which mapped to intergenic regions. The loci in cluster 3 showed increased H3K4me3 and included some p53 target genes such as *Cdkn1a* and *Eda2r*.

To determine whether these drastic changes in the chromatin landscape were associated with changes in MLL3 binding, we integrated the chromatin modifications results with our MLL3 ChIP-Seq results (Figure 2C). Interestingly, the loci in cluster 1, which displayed the most substantial changes in histone modifications, involved genes that showed enriched MLL3 binding in *Myc*; sg*Trp53* cells compared to the *Myc*; sg*Kmt2c* genotype. These data support a model whereby MLL3 binding to these loci facilitates the acquisition of a chromatin environment conducive for active gene transcription.

### MLL3 regulates specific tumor suppression programs in liver cancer cells

Transcriptional profiling helped hone in on potentially critical targets of MLL3. Specifically, we determined the output of these chromatin landscape changes by transcriptional profiling of the same set of *Myc*; sg*Trp53* and *Myc*; sg*Kmt2c* liver cancer cell lines described above. 

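RNA was sequenced from 6 cell lines, each grown out of a mouse liver tumor that had been started by a *Myc* transposon together with a CRISPR-Cas9 plasmid. The guide RNA of that plasmid targeted *Kmt2c* in 3 of the lines (*Myc*; sg*Kmt2c*) and *Trp53* in the other 3 (*Myc*; sg*Trp53*), so neither genotype has both genes intact. The authors aligned the reads to GRCm38 with STAR, counted them per gene with HTSeq and deposited RPKM values, which are reads per kilobase of a listed transcript length, scaled to the reads of the library. Multiplied by that length, 100% of the values above 0 were whole multiples of a single step per library, so the reads behind each value could be recovered. The sg*Trp53* libraries held 6088680, 5312182 and 6878625 reads on the listed genes (replicates 1, 2 and 3). The sg*Kmt2c* libraries held 4704539, 3680068 and 4268080 reads, so each was shallower than every sg*Trp53* library. The paper states that 5000000 to 10000000 reads were acquired per sample, and the totals used here are the reads assigned to genes. At a transcript length of 2 kb, a single read was worth between 0.0726 and 0.136 RPKM in these libraries. Genes with an RPKM of at least 1 in at least 3 of the 6 libraries were tested with limma on log2(RPKM + 1), with a mean-variance trend and Benjamini-Hochberg adjustment over all genes tested. Fold changes are on that scale, which understates the change of genes with low values. In a comparison of 3 lines with 3, an exact two-sided permutation test of a single gene cannot give a p-value under 0.1. The targeted genes were read first. *Trp53* lay at 17.2, 17.6 and 19.4 RPKM in the sg*Trp53* lines and at 92.2, 124 and 121 RPKM in the sg*Kmt2c* lines, on the side of its label in every library. *Kmt2c* transcript overlapped between the genotypes, at 24.2, 18.4 and 19.2 RPKM in the sg*Trp53* lines and 19.7, 25.0 and 9.51 RPKM in the sg*Kmt2c* lines. The sample labels give sg*Kmt2c* replicates 2 and 3 the line names 2A and 2T1, while the paper's resource table states that the 3 lines of each genotype came from different mice, and they were treated as independent. Choices that could change the numbers include the pseudocount, the filter on low values, the adjustment of p-values and which lines entered the comparison.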

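Of the 11617 genes tested, 15 differed between the genotypes at an adjusted p-value under 0.05. In the sg*Kmt2c* lines 6 of them were higher by a log2 fold change over 2 (*9030617O03Rik*, *Eda2r*, *Anxa8*, *Ccng1*, *Psrc1* and *Trp53*). The other 9 were lower by a log2 fold change under -2 (*Efemp1*, *Pdpn*, *Igf2*, *Cdkn2a*, *Nox4*, *Ddah2*, *Mxra7*, *Fabp3* and *Mical1*). Their adjusted p-values lay between 0.00963 and 0.0494 (limma, Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05, the alternative that moved these counts most, 44 genes were higher and 100 lower beyond the same fold changes. Without any fold-change threshold, 997 genes (8.58%) had an unadjusted p-value under 0.05, where 581 would by chance. The values of the genotypes did not overlap in 1877 genes, or 16.2% of those tested, against the 10% that chance gives with 3 lines in each genotype. No gene had an adjusted p-value under 0.05 in 5 of the 6 fits that each left out a single library. In those 5 fits between 563 and 1477 genes had an unadjusted p-value under 0.05. Without sg*Kmt2c* replicate 1, 5 genes were higher and 3 lower at the main thresholds, and 7 of the 15 genes were among them (*9030617O03Rik*, *Anxa8*, *Ccng1*, *Psrc1*, *Trp53*, *Efemp1* and *Cdkn2a*).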

Despite the broad binding of MLL3 across the genome, we found only 248 differentially expressed genes (DEGs): 132 significantly upregulated (p<0.05, log_2_ fold-change >2) and 116 significantly downregulated (p<0.05, log_2_ fold-change <−2) in *Myc*; sg*Kmt2c* liver tumor cells compared to *Myc*; sg*Trp53* controls.

As predicted, transcripts encoding p53 and p53 target genes such as *Ccng1*, *Cdkn1a*, and *Zmat3* (Bieging-Rolett et al., 2020) were upregulated in *Myc*; sg*Kmt2c* cells, consistent with nonsense-mediated decay of truncated p53 transcripts and a concomitant reduction in p53 effector genes. 

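*Trp53*, on chromosome 11 of GRCm38 from 69580359 to 69591873, had a mean of 18.1 ± 1.17 RPKM (SD, n = 3 lines) in the sg*Trp53* lines and 112 ± 17.4 RPKM (SD, n = 3) in the sg*Kmt2c* lines. The log2 fold change was 2.56 (standard error 0.192, adjusted p = 0.0140 from limma). *Ccng1* (chromosome 11, from 40748552 to 40755311) rose from 17.8 ± 1.49 to 154 ± 31.6 RPKM (SD, n = 3 each), a log2 fold change of 3.03 (standard error 0.205, adjusted p = 0.00963 from limma). *Cdkn1a* (chromosome 17, from 29090979 to 29100722) lay at 20.3 ± 14.5 RPKM in the sg*Trp53* lines, where it ranged from 7.54 to 36.1, and at 258 ± 39.2 RPKM in the sg*Kmt2c* lines. Its log2 fold change of 3.84 (standard error 0.508) did not pass the threshold across all genes (adjusted p = 0.0680 from limma). *Zmat3* (chromosome 3, from 32334792 to 32366014) lay at 7.07 ± 1.17 and 29.5 ± 6.53 RPKM, a log2 fold change of 1.90 (standard error 0.250, adjusted p = 0.0662 from limma). For each of these genes all 3 sg*Kmt2c* lines lay above all 3 sg*Trp53* lines (exact permutation test, two-sided p = 0.1, the smallest that 3 lines against 3 allow). A list of 35 p53 target genes, *Ccng1*, *Cdkn1a* and *Zmat3* included, was written before the data were examined and had 34 tested members. Their median log2 fold change was 1.27, and 32 of the 34 were higher in the sg*Kmt2c* lines. The lines of the genotypes did not overlap in 24, higher in 23 of them, where chance separates 10% of genes. The number past an adjusted p-value under 0.05 was 3 over all genes tested and 21 when adjusted over the list alone. As a set, the targets were higher by limma's camera test with a preset correlation of 0.01 (p = 8.03e-28), by fry (p = 2.28e-05) and by camera with the correlation estimated from the data (p = 2.28e-04). Without the members labelled in Fig. 2C or 2D, 28 genes remained, with a median of 1.01. The alternative that moved the median most, limma voom on the recovered reads, gave 1.54.

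**Figure D1:**
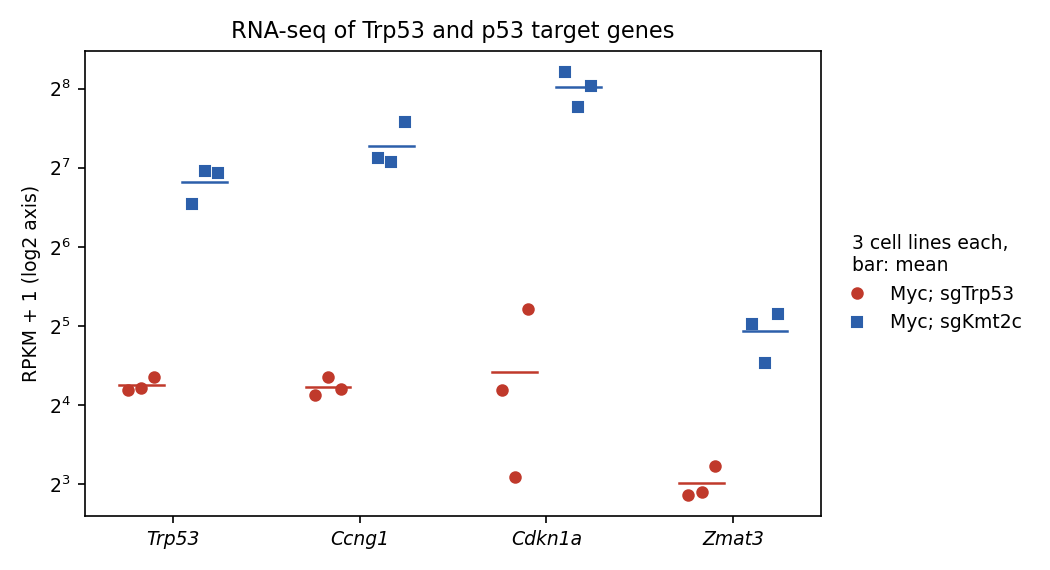
RPKM + 1 of *Trp53*, *Ccng1*, *Cdkn1a* and *Zmat3* on a log2 axis. Each point is a cell line (circles, *Myc*; sg*Trp53*; squares, *Myc*; sg*Kmt2c*; 3 lines each) and each bar a mean, and for each gene all squares lie above all circles.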

Strikingly, some of the downregulated genes in *Myc*; sg*Kmt2c* lines mapped to loci enriched in cluster 1, including *Cdkn2a*, *Bmp6*, and *Lrp2* (Figure 2C–D, Figure 2—figure supplement 2D, E). 

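*Bmp6*, on chromosome 13 of GRCm38 from 38345716 to 38499728, lay at 20.0 ± 12.0 RPKM (SD, n = 3 lines) in the sg*Trp53* lines and 0.655 ± 0.472 RPKM (SD, n = 3) in the sg*Kmt2c* lines. The latter rested on 10, 1 and 10 reads. Its log2 fold change was -3.57 (standard error 0.453, adjusted p = 0.0611 from limma). *Lrp2*, on chromosome 2 from 69424340 to 69586065, lay at 27.5 ± 14.4 and 0.339 ± 0.496 RPKM, a log2 fold change of -4.30 (standard error 0.524, adjusted p = 0.0563 from limma). Neither gene passed an adjusted p-value under 0.05. Among the sg*Trp53* lines *Bmp6* ranged from 12.4 to 33.9 RPKM and *Lrp2* from 10.9 to 35.9 RPKM. *Cdkn2a* fell from 427 ± 23.1 to 40.6 ± 16.9 RPKM (SD, n = 3 each) and passed it. *Pdpn*, also labelled in cluster 1 of Fig. 2C, had 122, 110 and 287 reads in the sg*Trp53* lines and 0, 0 and 1 in the sg*Kmt2c* lines, which makes it at least 38.3-fold lower (adjusted p = 0.0246 from limma, and above 0.05 in each fit that left out a line). *Mab21l2*, the remaining gene labelled there, was too low to be tested. It had 1, 5 and 64 reads in the sg*Trp53* lines against 0, 1 and 1 in the sg*Kmt2c* lines, so its lines overlapped and its difference rests on sg*Trp53* replicate 3 (exact permutation test, two-sided p = 0.3). For *Bmp6*, *Lrp2*, *Cdkn2a* and *Pdpn* all sg*Kmt2c* lines lay under all sg*Trp53* lines (exact permutation test, two-sided p = 0.1 for each).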

Of note, sg*Kmt2c* did not lead to compensatory changes in the transcript levels of other major components of the COMPASS-like complexes, including Mll4 (*Kmt2d*), Utx (*Kdm6a*), Mll1 (*Kmt2a*), and Mll2 (*Kmt2b*; Figure 3—figure supplement 1A), suggesting that the alterations in MLL3 binding, histone modification, and transcription were specifically attributed to MLL3 disruption.

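None of the 4 subunits passed an adjusted p-value under 0.05, in the fit reported here or under any alternative tried, and in the fit reported here none had an unadjusted p-value under 0.05 either. With the 95% confidence interval from limma, the log2 fold change in the sg*Kmt2c* lines was 0.23 for *Kmt2d* (-0.42 to 0.88, adjusted p = 0.802). For *Kdm6a* it was 0.51 (-0.13 to 1.16, adjusted p = 0.635 from limma), and all 3 sg*Kmt2c* lines lay above all 3 sg*Trp53* lines, at 13.9 ± 2.40 against 9.56 ± 2.53 RPKM (SD, n = 3 each). *Kmt2a* gave -0.51 (-1.22 to 0.21, adjusted p = 0.669 from limma) and *Kmt2b* -0.09 (-0.58 to 0.39, adjusted p = 0.895 from limma). The intervals leave room for a change of more than 2-fold in *Kdm6a* and *Kmt2a* and exclude it for *Kmt2d* and *Kmt2b*. *Kmt2c* itself had a log2 fold change of -0.27 (-1.13 to 0.60, adjusted p = 0.819 from limma), which rests on sg*Kmt2c* replicate 3: without that line it was 0.11.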

We reason that the mediators of MLL3 actions in tumor suppression should be within cluster 1 with reduced transcription and MLL3 binding in *Kmt2c*-deficient cells. To further characterize the gene repertoire directly regulated by MLL3 genomic binding, we integrated the results of MLL3 ChIP-seq and RNA-seq. Specifically, we selected downregulated DEGs that show concordant decreased binding of MLL3 in *Myc*; sg*Kmt2c* lines and subjected them to gene ontology analysis. Apart from the cluster 1 genes noted above, the integrative analysis revealed multiple MLL3-regulated tumor suppressive programs (Figure 3A, Figure 3—figure supplement 1B), including both cell-autonomous mechanisms (cellular metabolism) and non-autonomous mechanisms (interaction with extracellular matrix and immune system).

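Of the integrated data, only the RNA-seq was analysed here, for the 32 genes drawn in Fig. 3A, which the study selected on these same samples. The mean RPKM was lower in the sg*Kmt2c* lines for all 32, and in 31 every sg*Kmt2c* line lay under every sg*Trp53* line. That selection favours separated genes, so the 10% that chance gives for unselected genes is no measure of it. Low values left 20 of the genes testable, and all 20 had a negative log2 fold change, from -5.44 (*Bst1*) to -1.60 (*Il1r1*). The median was -2.50, or -3.12 with the 3 genes whose sg*Kmt2c* libraries all lay at or under 3 reads set to their bound. At the thresholds that the paper's methods give for integrating the data, an adjusted p-value under 0.1 and a fold change over 1.5, 7 genes passed over all genes tested (*Lrp2*, *Sirpa*, *Igf2*, *Bmp6*, *Cdkn2a*, *Fhod3* and *Fabp3*). Adjusted over the list alone all 20 passed, which is not independent evidence because the list was chosen on these samples. In the authors' deposited table (DESeq2) every tested gene that fell short here passes both thresholds, which the selection favours. Their adjusted p-values there run from 9.85e-06 (*Gdnf*) to 0.0891 (*Col1a1*), while *Lrp2*, *Igf2* and *Bmp6* have none. That table rests on the same reads, so the shortfall lies with the test used here. The count over all genes tested was moved most by the choice of lines. It was 0 with sg*Kmt2c* replicates 2 and 3 counted as a single sample, where 1053 of all genes tested had an unadjusted p-value under 0.05. It was also 0 without sg*Trp53* replicate 1 and without sg*Trp53* replicate 3 (764 and 563 genes), 1 without sg*Trp53* replicate 2 or sg*Kmt2c* replicate 2, 2 without sg*Kmt2c* replicate 1 and 6 without sg*Kmt2c* replicate 3. *Igf2* (chromosome 7, from 142650766 to 142666816) lay at 17.9 ± 8.57 RPKM (SD, n = 3 lines) in the sg*Trp53* lines, and had 0, 0 and 15 reads in the sg*Kmt2c* lines. Its log2 fold change was -3.83 (standard error 0.432, adjusted p = 0.0494 from limma). *Fabp3* had 36, 50 and 39 reads against 1, 0 and 2, at least 9.74-fold lower (adjusted p = 0.0494 from limma). *Col1a1* was the gene whose lines overlapped, at 0.470, 23.2 and 39.2 RPKM in the sg*Trp53* lines and 0.215, 2.01 and 1.74 RPKM in the sg*Kmt2c* lines (exact permutation test, two-sided p = 0.3).

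**Figure D2:**
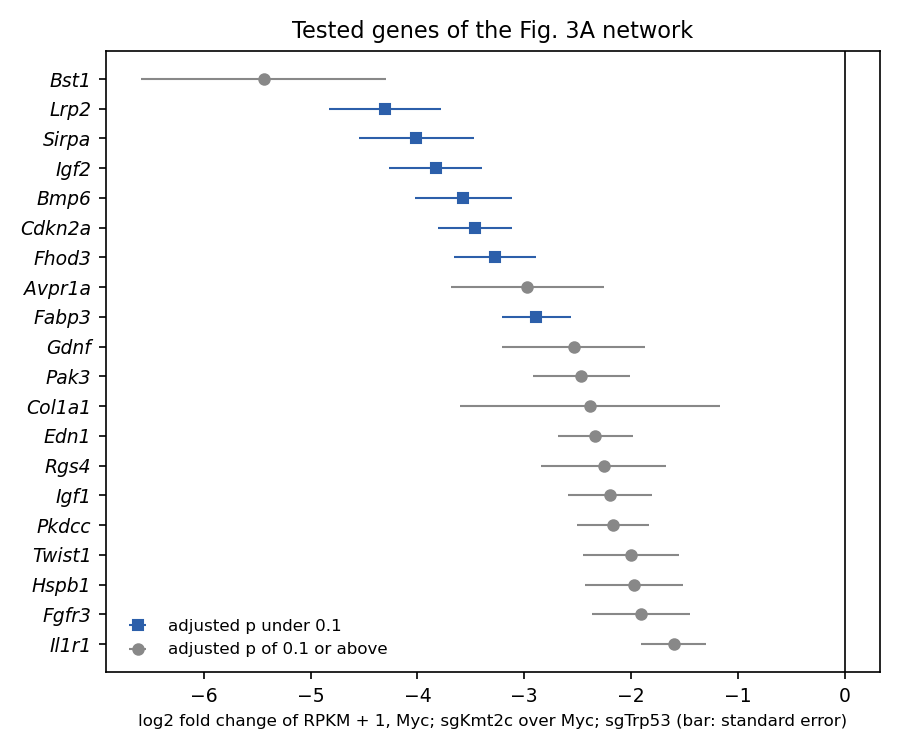
Log2 fold change of RPKM + 1 in the *Myc*; sg*Kmt2c* over the *Myc*; sg*Trp53* lines for the 20 tested genes of the Fig. 3A network. Points are estimates from 3 lines per genotype and bars the standard error; squares mark the 7 genes with an adjusted p-value under 0.1, and all points lie left of 0.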

**Figure 3.**
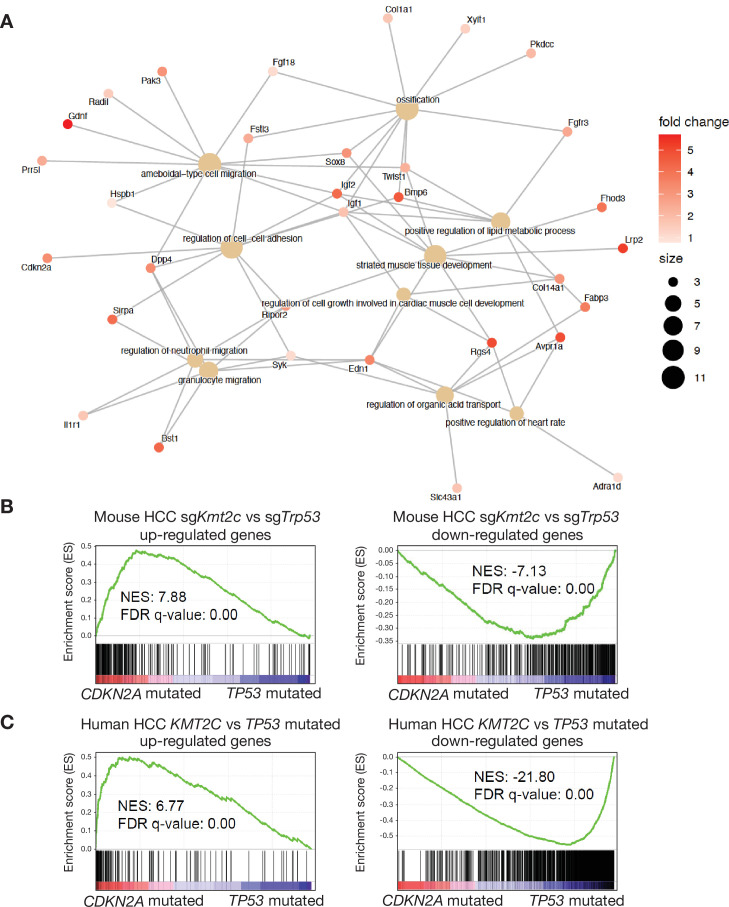
MLL3 regulates specific transcription programs including tumor suppressor CDKN2A. (**A**) Network plot showing the major biological processes and related genes directly regulated by MLL3 binding. p-Values and cluster sizes were calculated by the integrative analyses of RNA-seq and MLL3 chromatin immunoprecipitation-sequencing (ChIP-Seq), as detailed in the Materials and methods. (**B**) Gene set enrichment analysis (GSEA) plots of transcriptional signatures derived from mouse hepatocellular carcinomas (HCCs; *Myc*; sg*Kmt2c* vs *Myc*; sg*Trp53*) against transcriptomics of HCCs with *CDKN2A* vs *TP53* mutations. (**C**) GSEA plots of transcriptional signatures derived from *KMT2C* mutated/deleted human HCCs against the ones with *CDKN2A* mutations or homozygous deletions. HCCs with *TP53* mutations were used as the controls for both comparisons. Normalized enrichment scores (NES) and false discovery rate (FDR) q-values were calculated by GSEA.

**Figure 3—figure supplement 1.**
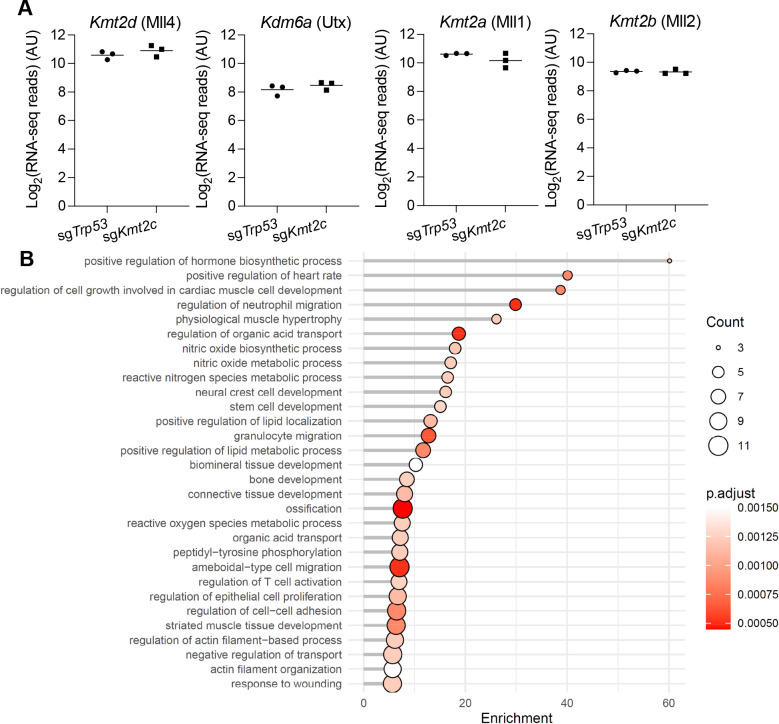
MLL3 loss impacts specific transcription programs. (**A**) Log2-transformed RNA-seq reads of *Kmt2d*, *Kdm6a*, *Kmt2a*, and *Kmt2b* in *Myc;* sg*Trp53* and *Myc;* sg*Kmt2c* liver cancer cells. (**B**) Gene ontology enrichment plot listing the biological processes regulated by direct MLL3 binding. Adjusted p-values and cluster sizes were calculated by the integrative analyses of RNA-seq and MLL3 chromatin immunoprecipitation-sequencing (ChIP-Seq), as detailed in Materials and methods.

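For the panel of COMPASS-like subunits, the reads recovered from the deposited values were divided by median-of-ratios size factors and put on the log2 scale. *Kmt2d* had a mean of 10.57 ± 0.285 log2 reads (SD, n = 3 lines) in the sg*Trp53* lines and 10.89 ± 0.421 (SD, n = 3) in the sg*Kmt2c* lines (exact permutation test, two-sided p = 0.4). *Kdm6a* had 8.07 ± 0.405 and 8.71 ± 0.299 log2 reads (exact permutation test, p = 0.1, the smallest possible). *Kmt2a* had 10.60 ± 0.0847 and 10.14 ± 0.536 (exact permutation test, p = 0.4), and *Kmt2b* 9.29 ± 0.0843 and 9.27 ± 0.167 (exact permutation test, p = 0.8). The fewest reads behind any of these values were the 275 on *Kdm6a* in sg*Trp53* replicate 3.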

**Figure 3—figure supplement 2.**
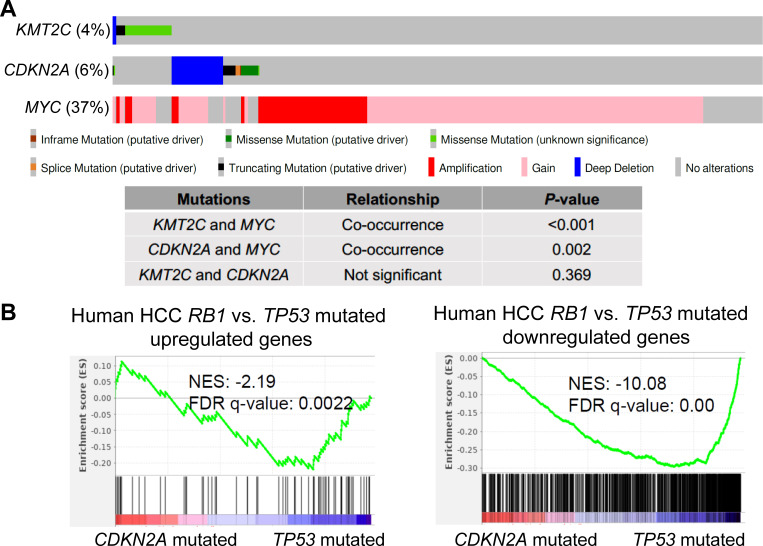
*CDKN2A* and *KMT2C* mutations cause similar transcriptional changes in human hepatocellular carcinoma (HCC). (**A**) Oncoprints displaying the genomic alterations of *MYC* (gains and amplifications) and *KMT2C* and *CDKN2A* (mutations and deletions) in 1280 human HCCs, and a table showing their relationships. p-Values were calculated by Fisher Exact tests. (**B**) Gene set enrichment analysis (GSEA) plots of transcriptional signatures from *RB1* mutated/deleted human HCCs against the ones with *CDKN2A* mutations or homozygous deletions. HCCs with *TP53* mutations were used as the controls for both comparisons. Normalized enrichment scores (NES) and False discovery rate (FDR) q-values were calculated by GSEA.

### *KMT2C* and *CDKN2A* mutations result in similar transcriptomes in human HCC

One genomic locus that stood out in our integrative analysis was *Cdkn2a*, which encompasses both the p16/Ink4a and p19/Arf (p14 in human) tumor suppressors (Gil and Peters, 2006). *CDKN2A* is located on the human chromosome 9p and is deleted or epigenetically silenced in many cancer types (Sherr, 2012), including HCC (2017). While MLL3 likely regulates a plethora of genes that contribute to its tumor-suppressive potential, the well-defined and potent antitumor functions of *Cdkn2a*-encoded proteins make them attractive candidates as functionally relevant MLL3 effectors.

Furthermore, in our analysis publicly available genomic data on 1280 HCC samples, we found that *CDKN2A* alterations, like *KMT2C* alterations, showed significant co-occurrence with *MYC* gains and amplifications. However, we were unable to conduct a meaningful test of mutual exclusivity between *CDKN2A* and *KMT2C* alterations (Figure 3—figure supplement 2A), given the constraints of sample size and the modest frequencies of alteration in each gene. Further dissection of transcriptional profiling datasets from human and mouse HCCs harboring known gene alterations using gene set enrichment analysis (GSEA) revealed that human tumors with *CDKN2A* deletions transcriptionally resembled both mouse and human HCC harboring *KMT2C* alterations (Figure 3B and C) but not those harboring *RB1* loss (Figure 3—figure supplement 2B), even though the tumor suppressor RB1 is regulated by CDKN2A/p16^INK4A^ and their genomic alterations exhibit mutual exclusivity in multiple cancer types (Knudsen et al., 2020). While we cannot rule out the possibility that other factors drive these associations, our results support a biologically meaningful relationship between MLL3 and CDKN2A.

### *Cdkn2a* locus is a genomic and transcriptional target of MLL3 in liver cancer

To explore the relationship between MLL3 and *Cdkn2a* locus in more detail, we tested whether genes encoded by *Cdkn2a* were direct targets of MLL3-regulated transcription. Indeed, *Cdkn2a* is a cluster 1 locus that, in *Myc*; sg*Kmt2c* cancer cells, displays significant reduction in (1) expression, (2) H3K4me1/3 and H3K27ac levels, and (3) MLL3 binding at the *Cdkn2a* promoter compared with *Myc*; sg*Trp53* cells (Figure 2C–D, Figure 4A). Of note, MLL3 binding peaks were also observed within the gene body of *Cdkn2a*. The differential expression of Ink4a and Arf was confirmed by qPCR, immunoblotting, and ChIP-qPCR analyses on multiple *Myc*; sg*Kmt2c* and *Myc*; sg*Trp53* liver cancer lines (Figure 4B, Figure 4—figure supplement 1A, B). These results imply that *Cdkn2a* locus is a genomic and transcriptional target of MLL3 in liver cancer cells.

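*Cdkn2a* lies on chromosome 4 of GRCm38 from 89274471 to 89294653. The deposited table has a single value for the gene, so the transcripts of Ink4a and Arf are not told apart. It stood at 405, 451 and 424 RPKM in the sg*Trp53* lines, from 2103, 2043 and 2491 reads. In the sg*Kmt2c* lines it stood at 21.2, 49.3 and 51.3 RPKM, from 85, 155 and 187 reads, so it was reduced but still transcribed in each of them. The log2 fold change was -3.46 (standard error 0.349, 95% confidence interval -4.29 to -2.63, adjusted p = 0.0359 from limma). Every sg*Kmt2c* line lay under every sg*Trp53* line (exact permutation test, two-sided p = 0.1, the smallest possible here). With each line left out in turn the log2 fold change stayed between -3.68 and -3.06, and the value nearest 0 was that without sg*Kmt2c* replicate 1. The adjusted p-value was above 0.05 in 5 of those 6 fits (limma). Over all alternatives it ranged from 0.00730 without sg*Kmt2c* replicate 1 to 0.202 without sg*Trp53* replicate 1. The neighbouring genes overlapped between the genotypes. *Cdkn2b*, from 89306289 to 89311032, had 18.6 ± 1.37 RPKM (SD, n = 3) in the sg*Trp53* lines and 14.9 ± 12.6 RPKM (SD, n = 3) in the sg*Kmt2c* lines, with a log2 fold change of -0.59 (adjusted p = 0.749 from limma). It lay above every sg*Trp53* line in sg*Kmt2c* replicate 1 (29.4 RPKM) and under every one in replicates 2 and 3 (9.15 and 6.21 RPKM). *Mtap*, from 89137122 to 89181081, had a log2 fold change of -0.32, and *Klhl9*, from 88718292 to 88722465, of -0.37 (adjusted p = 0.780 and 0.738 from limma). From lower expression, reduced histone marks and MLL3 binding at the promoter, and qPCR, immunoblots and ChIP-qPCR of Ink4a and Arf, the paper proposes that MLL3 targets the *Cdkn2a* locus. Its further evidence comes from suppressing *Kmt2c* in sg*Trp53* and sg*Axin1* cells, activating *KMT2C* in human HLE cells and restoring *Kmt2c* in liver progenitor cells. Only the RNA-seq was analysed here.

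**Figure D3:**
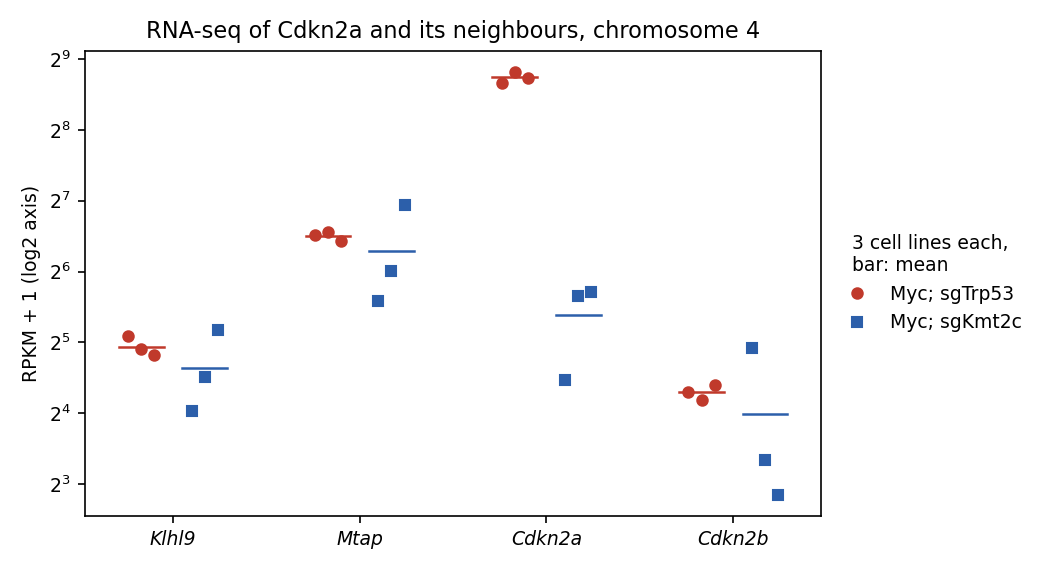
RPKM + 1 on a log2 axis for *Klhl9*, *Mtap*, *Cdkn2a* and *Cdkn2b*, in their order along chromosome 4. Each point is a cell line (circles, *Myc*; sg*Trp53*; squares, *Myc*; sg*Kmt2c*; 3 lines each) and each bar a mean; circles and squares are separate for *Cdkn2a* and overlap for its neighbours.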

**Figure 4.**
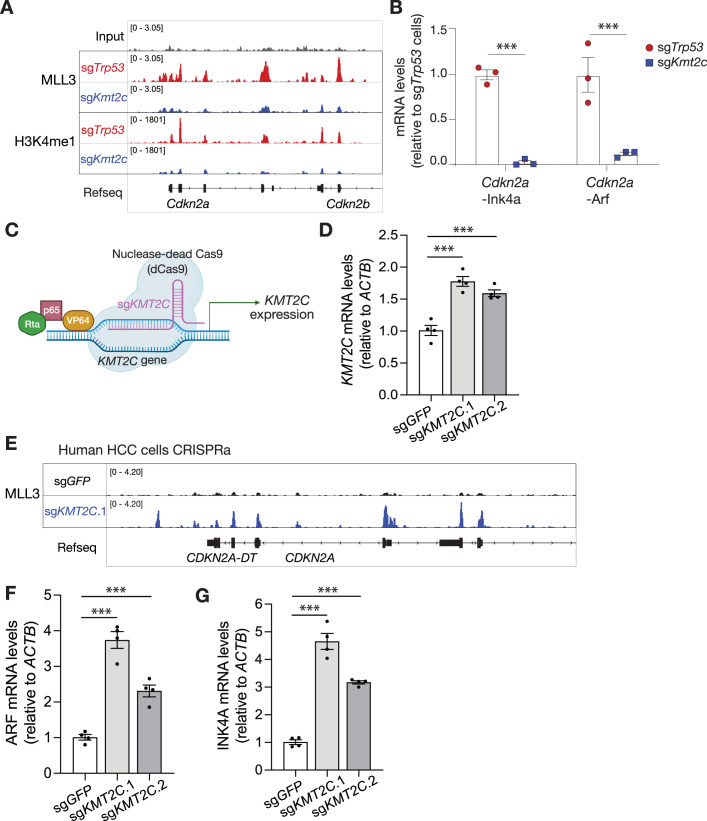
*CDKN2A* locus is a genomic and transcriptional target of MLL3 in liver cancer. (**A**) Genome browser tracks for MLL3 and H3K4me1 chromatin immunoprecipitation-sequencing (ChIP-Seq) in *Myc;* sg*Trp53* (red) and *Myc;* sg*Kmt2c* (blue) hepatocellular carcinoma (HCC) cell lines at the *Cdkn2a* locus. (**B**) qPCR analysis for mRNA expression of Ink4a and Arf from three independent *Myc;* sg*Kmt2c* and *Myc;* sg*Trp53* HCC lines (n=3 cell lines each genotype). Values are shown as mean ± SD. ***=p<0.001 (unpaired two-tailed t-test). (**C**) Schematic for CRISPR activation (CRISPRa) system of nuclease-dead Cas9 (dCas9) and VP64-p65-Rta (VPR) guided by sg*KMT2C* to activate *KMT2C* expression in human HLE HCC cell line. (**D**) qPCR analysis for mRNA expression of *KMT2C* in HLE cells with sg*GFP* (control) or two different CRISPRa single guide RNAs (sgRNAs) targeting *KMT2C* (n=4 cell lines each genotype). Each data point represents the average of technical duplicates. Data are shown as mean ± SEM. ***=p<0.001 (one-way ANOVA followed by post-hoc t-tests). (**E**) Genome browser tracks for MLL3 ChIP-Seq at the *CDKN2A* locus in HLE cells with sg*GFP* (control, black) or sg*Kmt2c*.1 (blue). (**F and G**) qPCR analysis for mRNA expression of (**F**) INK4A and (**G**) ARF in HLE cells with sg*GFP* (control) or sg*KMT2C* (n=4). Each data point represents the average of technical duplicates. Data are shown as mean ± SEM. ***=p<0.001 (one-way ANOVA followed by post-hoc t-tests).

**Figure 4—figure supplement 1.**
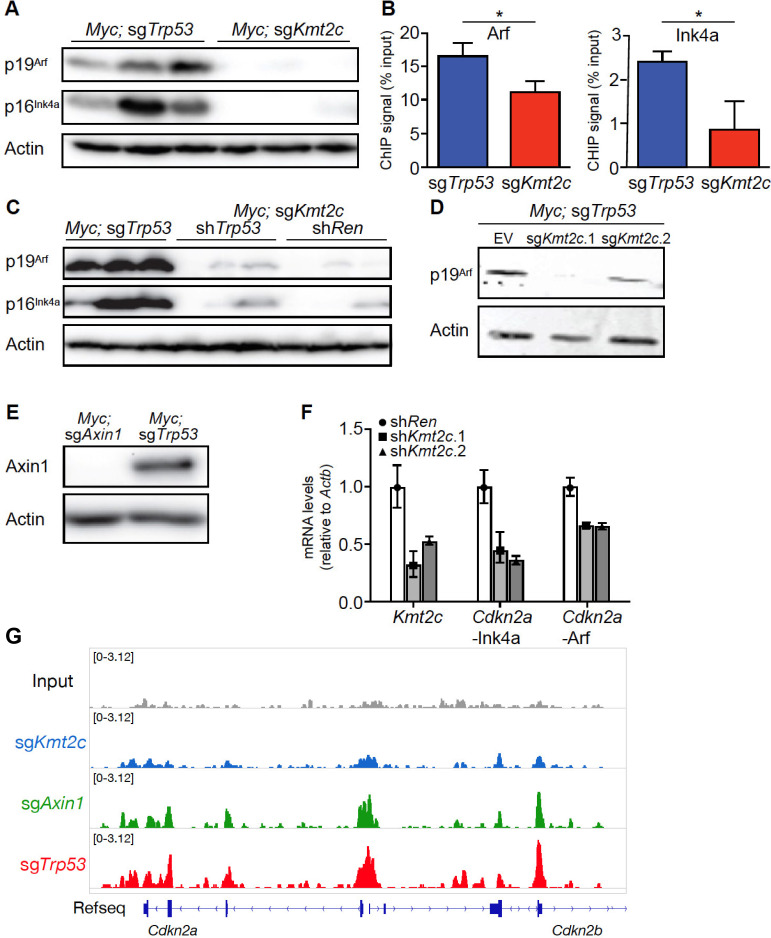
MLL3 directly regulates *Cdkn2a* expression in liver cancer cells. (**A**) Immunoblots for p16^Ink4a^ and p19^Arf^ proteins in three independent *Myc;* sg*Kmt2c* and *Myc;* sg*Trp53* HCC lines. β-actin was used as loading control. (**B**) Chromatin immunoprecipitation (ChIP)-qPCR validation of H3K4me3 signals at Arf and Ink4a promoters. Values are mean ± SD from three independent *Myc*; sg*Kmt2c;* and *Myc*; sg*Trp53* liver tumor-derived cell lines. *=p<0.05 (unpaired two-tailed t-test). (**C**) Western blot analysis of p16^Ink4a^ and p19^Arf^ proteins in three independent *Myc*; sg*Trp53* and *Myc*; sg*Kmt2c* cell lines expressing either a p53 shRNA (sh*Trp53*) or a control shRNA (sh*Ren*). (**D**) Western blot analysis of p19^Arf^ in *Myc*; sg*Trp53* cell lines infected with two independent *Kmt2c* single guide RNAs (sgRNAs; sg*Kmt2c*.1, sg*Kmt2c*.2) or an empty vector (EV) control. (**E**) Western blot analysis of Axin1 in *Myc*; sg*Axin1* and *Myc*; sg*Trp53* cell lines. (**F**) qPCR analysis of *Kmt2c* and *Cdkn2a* transcripts in *Myc*; sg*Axin1* cell lines expressing two independent *Kmt2c* shRNAs or a control shRNA. Values are mean ± SD from experimental triplicates. For all western blots, β-actin was used as loading control. (**G**) Genome browser tracks for MLL3 ChIP-sequencing (ChIP-Seq) in *Myc;* sg*Kmt2c* (blue), *Myc;* sg*Axin1* (green), and *Myc;* sg*Trp53* (red) HCC cell lines at the *Cdkn2a* locus. Figure 4—figure supplement 1—source data 1.Original western blots for Figure 4—figure supplement 1A,C,D,E.

Since the *Myc*; sg*Trp53* and *Myc*; sg*Kmt2c* cells we studied above are not isogenic, we performed a series of additional experiments to demonstrate a direct transcriptional effect of MLL3 on the *Cdkn2a* locus. Because p53 inactivation can lead to compensatory increases in Ink4a and Arf expression (Stott et al., 1998), representing an alternative possibility accounting for the observed difference of *Cdkn2a* expression in sg*Trp53* vs sg*Kmt2c* cells. However, *p53* suppression in sg*Kmt2c* cells produced only a subtle and inconsistent effect on the expression of Ink4a and Arf, whereas *Kmt2c* suppression in sg*Trp53* cells consistently attenuated p16^Ink4a^ and p19^Arf^ protein levels (Figure 4—figure supplement 1C, D). As another means of ruling out the p53 pathway as an explanation for altered *Cdkn2a* expression in *Myc*; sg*Kmt2c* cells, we tested the ability of MLL3 to regulate *Cdkn2a* transcripts in an orthogonal liver cancer model driven by Myc and inactivation of Axin1, which is a well-defined tumor suppressor that negatively regulates β-catenin activity in HCC (Satoh et al., 2000). Liver cancer cells produced by hydrodynamic delivery of the *Myc* transposon vector and *Axin1* sgRNAs displayed reduced Ink4a and Arf expression upon *Kmt2c* knockdown without targeting p53 (Figure 4—figure supplement 1E,F). Importantly, MLL3 binding peaks at the *Cdkn2a* locus were also detected in *Myc*; sg*Axin1* liver cancer cells (Figure 4—figure supplement 1G), suggesting that *Cdkn2a* transcription is directly regulated by MLL3 rather than an indirect outcome of p53 loss. These data imply that MLL3 supports a chromatin environment at the *Cdkn2a* locus that facilitates the transcription of both Ink4a and Arf and raises the possibility that these factors contribute to the tumor suppressor activity of MLL3 in liver cancer.

We next set out to determine whether MLL3 binding is sufficient to induce transcriptional activation of the *CDKN2A* locus and, in doing so, extend our analysis to human liver cancer cells. As the *KMT2C* transcript is too large (14,733 bp) for cDNA transduction, we turned to the CRISPR activation (CRISPRa) system (Chavez et al., 2015) in a human hepatocellular carcinoma cell line (HLE). Following stable integration of the nuclease dead Cas9 fused to the VP64-p65-Rta (VPR) transcriptional activator, cells were transduced with two orthogonal sgRNAs targeting the human *KMT2C* promoter (or, as control, transduced with sgRNA against GFP; Figure 4C). Cells expressing the *KMT2C* sgRNAs showed a marked and specific increase in the expression of endogenous *KMT2C*, but not of *KMT2D* or *TP53* (Figure 4D, Figure 5—figure supplement 1A, B), which was accompanied by an increase in MLL3 binding to the *CDKN2A* locus (Figure 4E) and transcriptional upregulation of both *CDKN2A* transcripts (Figure 4F and G). Therefore, MLL3 directly binds and co-activates transcription of the *CDKN2A* locus in human liver cancer cells.

### MLL3 mediates oncogene-induced apoptosis in a *Cdkn2a*-dependent manner

The above results raise the possibility that the *Cdkn2a* products, INK4A and ARF, may contribute to the tumor suppressive activity of MLL3. In this regard, *Myc* overexpression in primary cells (mouse embryonic fibroblasts; MEFs) often triggers apoptosis (Evan et al., 1992), and this in turn limits tumorigenesis in a manner that is dependent on *Cdkn2a* (Zindy et al., 1998). This pathway also suppresses liver tumorigenesis since concomitant disruption of Ink4a and Arf using CRISPR, or germline deletion of Arf alone, cooperated with *Myc* overexpression to rapidly promote tumor development (Figure 5—figure supplement 1C). Similarly, *Kmt2c* suppression also attenuated MYC-induced apoptosis, as shown by tumor histology and apoptosis by TUNEL assay (Negoescu et al., 1997), 5 days after hydrodynamic delivery of transposon vectors encoding *Myc* together with GFP-linked shRNAs targeting *Kmt2c* (or *Renilla* luciferase as a control; Figure 5A and B). This difference in apoptosis correlated with an increase in retention of GFP-sh*Kmt2c* expressing cells 10 days after injection (Figure 5—figure supplement 1D, E). Altogether, these results show that *Kmt2c* suppression impairs *Myc*-induced apoptosis in vivo in a manner that is reminiscent of the anti-apoptotic effects of *Cdkn2a* loss in the context of aberrant *Myc* activation (Eischen et al., 1999; Jacobs et al., 1999; Schmitt et al., 1999).

**Figure 5.**
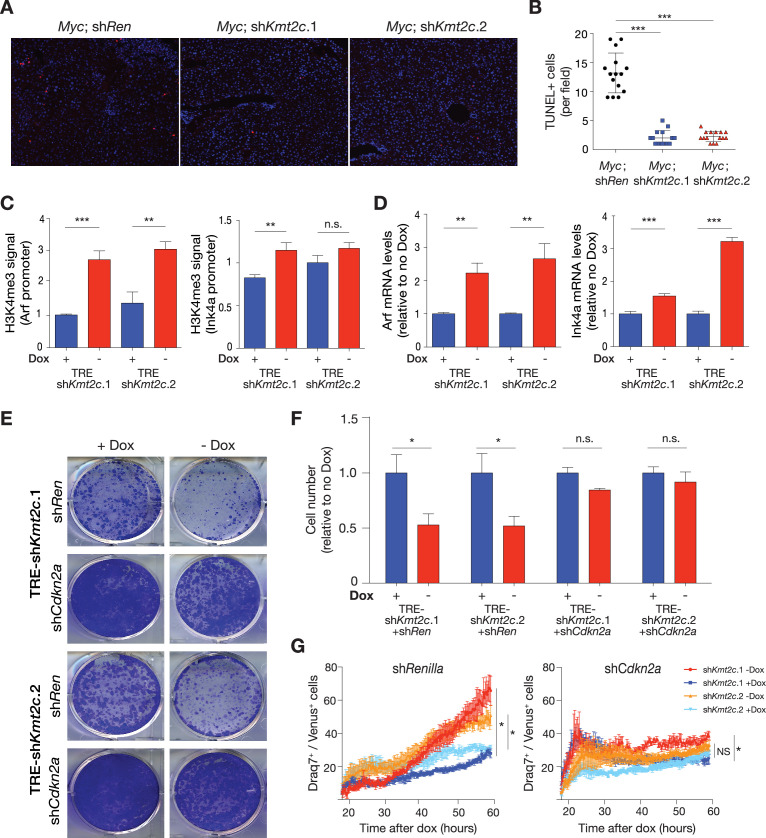
MLL3 mediates oncogene-induced apoptosis in a *Cdkn2a*-dependent manner. (**A**) Representative images of TUNEL-positive nuclei (red staining) in murine livers 5 days after hydrodynamic injection of the indicated vector combinations. DAPI(4′,6-diamidino-2-phenylindole) was used to visualize nuclei. (**B**) Quantification of TUNEL-positive nuclei in mouse livers 5 days after hydrodynamic tail vein injection (HTVI) of the indicated vector combinations. Data points represent the number of TUNEL-positive cells in five different high-power fields in three independent murine livers per group. ***=p<0.001 (one-way ANOVA followed by post hoc t-tests). (**C**) Chromatin immunoprecipitation (ChIP)-qPCR analysis for H3K4me3 signals at Arf and Ink4a promoters 4 days after doxycycline (dox) withdrawal in *Myc*-rtTA3; TRE-sh*Kmt2c* cells. Values are mean ± SD from technical replicates (n=3), and the experiments were conducted in two independent liver progenitor cell (LPC) lines with different sh*Kmt2c*. (**D**) qPCR analysis for mRNA expression of Arf and Ink4a 4 days after dox withdrawal in two independent LPC lines with different sh*Kmt2c*. Values are mean ± SD from technical replicates (n=3). ***=p<0.001 and **=p<0.01 (unpaired two-tailed t-test). (**E**) Representative images of colony formation assay of the indicated cell lines 5 days after dox withdrawal. (**F**) Quantification of colony formation assay. Values are mean ± SD of three independent experiments with two independent LPC lines. *=p<0.05 (unpaired two-tailed t-test). (**G**) Time course analysis of Draq7-positive (dead or permeabilized) cells as a fraction of Venus-positive, *Myc*-rtTA3; TRE-sh*Kmt2c* cells expressing constitutive shRNAs targeting both Ink4a and Arf (sh*Cdkn2a*) or *Renilla* luciferase (sh*Ren*) off and on dox. Values represent mean ± SEM of triplicate wells of each genotype at each timepoint of two independently derived LPC lines, infected with either sh*Ren* or sh*Cdkn2a*. *=p<0.05 (unpaired two-tailed t-test of final average percentage Draq7^+^/GFP^+^). NS, not significant (p>0.05).

**Figure 5—figure supplement 1.**
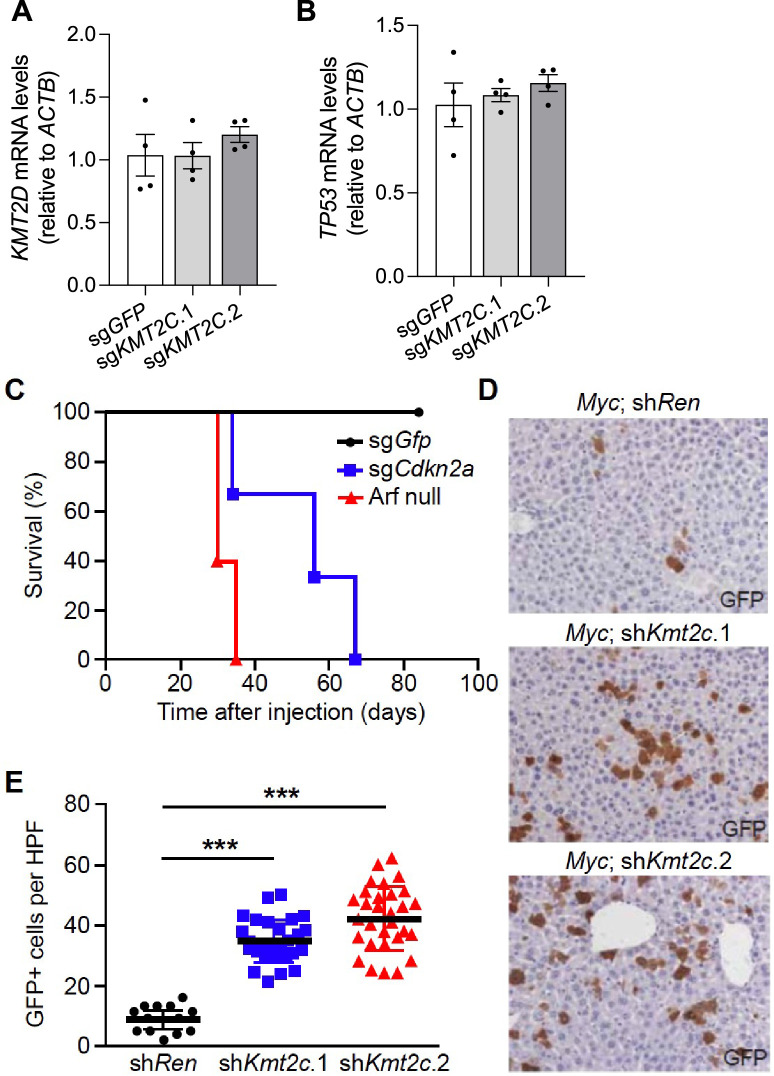
*Kmt2c* suppression reduces cell clearance upon enforced *Myc* expression in vivo. (**A–B**) qPCR analysis for mRNA expression of *KMT2D and TP53* in human HLE cells with sg*GFP* (control) or CRISPRa sg*KMT2C* (n=4). Each data point represents the average of technical duplicates. Data are shown as mean ± SEM. (**C**) Survival curve of wild-type mice injected with *Myc* transposon and pX330 expressing single guide RNAs (sgRNAs) targeting *Cdkn2a* (*Myc;* sg*Cdkn2a*, n=5), or Arf-null mice injected with *Myc* vectors (*Myc*; Arf-null, n=5). Wild-type mice injected with *Myc;* sg*GFP* (n=3) served as a control. (**D**) Representative images of GFP-expressing cells detected by immunohistochemistry in murine livers 10 days after hydrodynamic injection of vectors enforcing stable expression of *Myc* and GFP-linked, constitutive shRNAs targeting *Kmt2c* or *Renilla* luciferase. (**E**) Quantification of GFP-positive cells in murine livers 10 days after hydrodynamic injection of the indicated vector combinations. Each data point represents GFP-positive cells in one of 10 different high-power fields (HPFs) in one of three independent murine livers.

**Figure 5—figure supplement 2.**
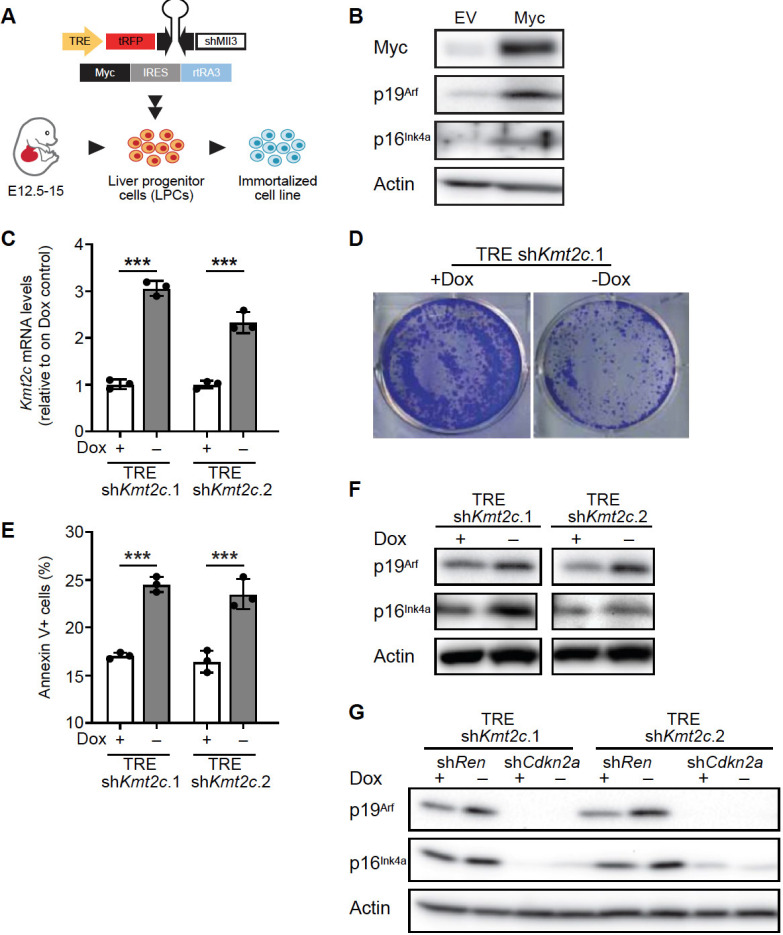
Endogenous *Kmt2c* restoration triggers apoptosis and is accompanied by increased *Cdkn2a* expression. (**A**) Schematic for generating immortalized liver progenitor cell (LPC) lines from ED13 liver progenitor cells. (**B**) Western blot analysis of p16^Ink4a^, p19^Arf^, and MYC in wild-type LPCs 2 days after *Myc* transduction. (**C**) *Kmt2c* mRNA expression before (on) and after (off) *Kmt2c* restoration in LPCs expressing with two independent tet-regulated *Kmt2c* shRNAs. Values are mean ± SD from technical replicates (n=3). ***=p<0.001 (unpaired two-tailed t-test). (**D**) Representative images of colony formation assay of LPCs 4 days after *Kmt2c* restoration. (**E**) Annexin-V labeling in *Myc*-rtTA3; TRE-sh*Kmt2c* cells grown for 3 days with or without doxycycline (dox). Data are shown as mean ± SD of wells analyzed in triplicate. ***=p<0.001 (unpaired two-tailed t-test). (**F**) Western blot analysis of p16^Ink4a^ and p19^Arf^ 4 days after dox withdrawal in *Myc*-rtTA3; TRE-sh*Kmt2c* cells. (**G**) Western blot analysis of p16^Ink4a^ and p19^Arf^ proteins in *Kmt2c* -restored LPCs (two independent shRNAs targeting *Kmt2c*) with constitutively expressed control shRNAs (sh*Ren*) or *Cdkn2a*-targeting shRNAs (sh*Cdkn2a*). For all western blots, β-actin was used as loading control. Figure 5—figure supplement 2—source data 1.Original western blots for Figure 5—figure supplement 2B,F,G.

To model the interaction between *Myc* overexpression, MLL3 function, and *Cdkn2a* regulation, we transduced liver progenitor cells (LPCs) with retroviral vectors encoding *Myc* linked to a reverse tetracycline transactivator (rtTA3), together with doxycycline (dox)-inducible *Kmt2c* shRNAs to enable reversible *Kmt2c* silencing (Figure 5—figure supplement 2A). Infection of LPCs with *Myc* in the presence of MLL3 (i.e. cells infected with *Myc*-rtTA3 and a dox-inducible shRNA targeting *Renilla* luciferase) acutely activated INK4A and ARF expression (Figure 5—figure supplement 2B), and these cells could not be maintained in culture. Phenocopying the ability of *Myc* and *Kmt2c* suppression to transform liver cells in vivo, combined *Myc* and sh*Kmt2c* expression facilitated the persistent growth of cells maintained on Dox (Figure 5—figure supplement 2C,D). By contrast, dox withdrawal induced *Kmt2c* mRNA expression and H3K4me3 deposition at the *Cdkn2a* promoters, ultimately leading to elevations in Arf and Ink4a mRNA and protein (Figure 5C and D), reduced colony formation, and increased apoptosis (Figure 5—figure supplement 2D–F). Furthermore, constitutive shRNA-mediated knockdown of Arf and Ink4a through targeting of the shared exon 2 (sh*Cdkn2a*) significantly rescued colony-forming capacity and prevented cell death following *Kmt2c* restoration as determined by time-lapse microscopy of cells cultured with a fluorescent dye that stains dead cells (Figure 5E–G, Figure 5—figure supplement 2G). These data support a model whereby a prominent tumor suppressive output of MLL3 in liver cancer involves direct upregulation of *Cdkn2a* that, when impaired, attenuates the MYC-induced apoptotic program and permits tumor progression.

## Discussion

Our study combined genetic, epigenomic, and animal modeling approaches to identify *Cdkn2a* as an important regulatory target of MLL3 in both mouse and human liver cancers. Our results support a model whereby oncogenic stress, herein produced by MYC, leads to an increase in the binding of MLL3 to the *CDKN2A* locus, an event that is associated with the accumulation of histone marks linked to the biochemical activity of MLL3-containing complexes and conducive to gene activation (Figure 6). Accordingly, these events are accompanied by transcriptional upregulation of two key *Cdkn2a* gene products, Ink4a and Arf. Moreover, suppression of *Kmt2c* phenocopies the effects of *Cdkn2a* inactivation in abrogating MYC-induced apoptosis. Conversely, suppression of *Cdkn2a* diminishes the anti-proliferative effects of *Kmt2c* restoration. As such, our results establish a conserved epistatic relationship between the chromatin modifier MLL3 and a well-characterized tumor suppressor network.

**Figure 6.**
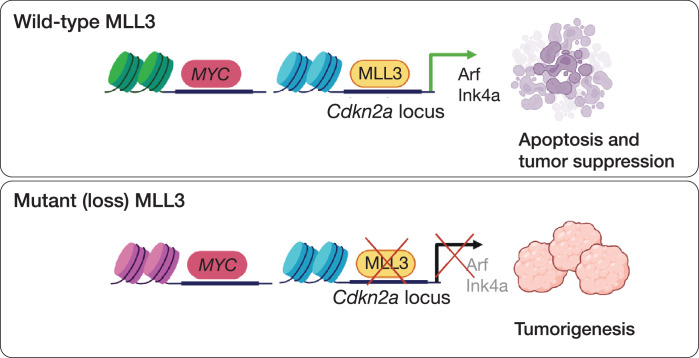
Model of MLL3 as a tumor suppressor in liver cancer. MLL3 restricts MYC-induced liver tumorigenesis by directly activating the *Cdkn2a* locus to mediate tumor cell apoptosis.

The epistatic relationship described above might be expected to lead to mutual exclusivity of *KMT2C* and *CDKN2A* alterations; however, we did not observe significant mutual exclusivity in liver cancer, which is likely due to insufficient samples sizes needed to obtain statistical power. Alternatively, other functionally important components linked to the *CDKN2A* locus could produce *CDKN2A*-independent forces that drive selection for chromosome 9p deletions, including type I interferon genes, *CDKN2B*, and *MTAP* (Barriga et al., 2022). Alternatively, mutual exclusivity between *KMT2C* and *CDKN2A* alterations would be expected only under circumstances where *CDKN2A* action is the most dominant MLL3 effector. Indeed, it seems likely that multiple downstream genes, including factors involved in interactions with stromal and immune populations, contribute to MLL3-driven tumor suppression, and their relative importance may vary between cell and tissue types. Such a variable output in cancer-relevant gene regulation has been noted for other chromatin regulators that, at the extreme, serve as pro-oncogenic factors in some contexts and tumor suppressors in others (Fountain et al., 1992; Schmid et al., 2000; Sun et al., 2017; Xia et al., 2021). Furthermore, our observation that *Kmt2c* deficiency cooperated with MYC but not CTNNB1 to drive HCC highlights such context specificity and is in line with recent findings that chromatin context could favor particular oncogenic alterations over others (Weiss et al., 2022).

UTX (KDM6A), MLL3 (KMT2C), and MLL4 (KMT2D), the core catalytic components of the COMPASS-like complex, are all considered tumor suppressors, with frequent loss-of-function genomic alterations found in a broad spectrum of human cancers (Revia et al., 2022; Sze and Shilatifard, 2016). While each of these components regulates redundant sets of genes (Hu et al., 2013; Lee et al., 2009), they may exert their tumor suppressive functions through different mechanisms. In liver and pancreas cancer models, UTX can control the expression of negative regulators of mTOR such as *DEPTOR*, and its disruption prevents their transcription and facilitates tumorigenesis through increased mTORC1 activity (Revia et al., 2022). Additionally, while the mechanisms of MLL4 activity have not been examined in liver cancer, studies suggest that MLL4 suppresses skin carcinogenesis by promoting lineage stability and ferroptosis independently of MLL3 (Egolf et al., 2021). Our study demonstrates that MLL3 is both necessary and sufficient for efficient transcriptional activation of the *CDKN2A* locus that drives oncogene-induced apoptosis. The molecular basis for this heterogeneity in effector output remains to be determined, but it seems likely that different subsets of target genes are preferentially disabled by haploinsufficiency of individual components and/or subject to compensation by the remaining COMPASS complex activities. Systematic studies comparing the binding, histone modifications, and transcriptional output of cells across a spectrum of allelic configurations of COMPASS complex factors will be needed to achieve a more holistic understanding of their functions and interactions in different contexts.

The most well-established role for MLL3/4-UTX-containing complexes is the control of H3K4 monomethylation at enhancers during development (Herz et al., 2010; Hu et al., 2013). While our ChIP-Seq studies also revealed binding of MLL3/4 to enhancers in liver tumor cells, an even larger fraction of genes—including *Cdkn2a*—showed MLL3/4 chromatin enrichment at gene promoters, and indeed, transcription of this class of genes was most affected by *Kmt2c* disruption. Interestingly, *Kmt2c* suppression preferentially limited the MLL3/4 enrichment at promoters and shifted residual complex binding toward intergenic regions. Such dynamic regulation of distinct cis-acting elements by the MLL3/4 complex has also been observed in other contexts (Cheng et al., 2014; Soto-Feliciano et al., 2023), where the non-canonical binding of MLL3/4 at promoters is a recurrent tumor suppressive mechanism in cancer cells. MLL3/4 has also been observed to bind within the exons and introns, which may enable chromatin looping of enhancers to activate gene expression (Panigrahi and O’Malley, 2021). Further studies into the action and regulation of MLL3/4 complexes at promoters and gene bodies will be informative and may yield new insights into the actions of the COMPASS-like complex in cancer.

While *CDKN2A* showed a surprisingly dominant role in mediating the tumor-suppressive effects of the broadly acting MLL3 enzyme, there are precedents for a predominant contribution of a single gene to the functional output of chromatin-complex disruption. Indeed, polycomb repressive complexes (PRCs) broadly repress gene expression in different cell types through the coordinated action of PRC1 and PRC2 complexes that deposit and maintain repressive H3K27me3 marks on the enhancers of target genes, including *CDKN2A* (Bracken et al., 2007; Kotake et al., 2007). Despite these similarly broad effects, *CDKN2A* is often the most functionally relevant target of PRC-mediated repression, as genetic deletion of either the PRC1 component *Bmi1* or the PRC2 component *Ezh2*, or treatment with small molecule inhibitors of EZH2, can facilitate *Cdkn2a* induction in normal and tumor cells. This, in turn, triggers anti-proliferative responses that can be rescued by *Cdkn2a* deletion (Jacobs et al., 1999; Richly et al., 2011). Notably, the COMPASS-like complexes are biochemically and functionally similar to Trithorax complexes in *Drosophila*, which have an evolutionarily conserved antagonistic relationship with PRC1 and PRC2 that controls epigenetic memory and cell fate during development (Mills, 2010; Piunti and Shilatifard, 2016). Our findings suggest such antagonism extends to tumor suppression in mammalian cells, likely via regulation of *Cdkn2a* and other tumor suppressor genes (Soto-Feliciano et al., 2023).

### Materials availability statement

Source files of all original gels and western blots were provided for the following figures:

Figure 1—figure supplement 2B;
Figure 4—figure supplement 1A, C, D, E;
Figure 5—figure supplement 2B, F, G.

RNA sequencing and ChIP-Seq data files that support the findings of this study have been deposited in the Gene Expression Omnibus under the accession code GSE85055, as well as in the Dryad digital repository (doi:10.5061/dryad.7pvmcvdwm; doi:10.5061/dryad.f1vhhmh0h). Sequences of sgRNAs, shRNAs, and primers used in this manuscript are included in the Supplementary file 1.

## Materials and methods

### Animal experiments

8- to 10-week-old female C57BL/6 animals were purchased from Envigo (formerly Harlan). Each experiment was performed in mice from the same order. Arf-null animals (C57BL/6 background), originally provided by Dr. Charles Sherr, St. Jude Children’s Research Hospital, were maintained in our breeding colony. For HTVI, a sterile 0.9% NaCl solution/plasmid mix was prepared containing oncogene transposons (5 µg DNA of pT3-*Myc* or 10 µg pT3-*Ctnnb1 N90*) with either 20 µg of pX330 expressing the indicated sgRNAs or 20 µg of pT3-EF1a-GFP-miRE plasmid together with CMV-SB13 Transposase (1:5 ratio). Mice were randomly assigned to experimental groups and injected with the 0.9% NaCl solution/plasmid mix into the lateral tail vein with a total volume corresponding to 10% of body weight in 5–7 s as described before (Largaespada, 2009; Moon et al., 2019; Tschaharganeh et al., 2014; Xue et al., 2014). Injected mice were monitored for tumor formation by abdominal palpation. All animal experiments were approved by the Memorial Sloan Kettering Cancer Center (MSK) Institutional Animal Care and Use Committee (protocol 11-06-011). Animals were monitored for signs of ill health by veterinary staff at the Research Animal Resource Center at MSK, and efforts were made to minimize suffering.

### Vector constructs

The pT3-*Myc* vector Addgene (#92046) and pT3-EF1a-GFP-miRE plasmid were described before (Huang et al., 2014). The pT3-*Ctnnb1 N90* vector (Tward et al., 2007) was obtained from Addgene (#31785). For CRISPR/Cas9-mediated genome editing, sgRNAs were subcloned into pX330 (Addgene, #42230; Hsu et al., 2013). All shRNA and sgRNA sequences are listed in Supplementary file 1.

### Derivation of primary liver tumor cell lines

Liver tumors were resected with sterile instruments, and 10–50 mg of tumor tissue was minced and washed in sterile PBS, incubated in a mix of 1 mg/mL collagenase IV and 3 mg/mL dispase (dissolved in sterile, serum-free DMEM(Dulbecco's Modified Eagle Medium)) with gentle shaking, washed with PBS, incubated for 5 min in 0.05% (w/v) trypsin, and washed and plated in complete DMEM (10% FBS(fetal bovine serum), 1× penicillin/streptomycin) on collagen-coated plates (PurCol, Advanced Biomatrix). Primary cultures were passaged until visibly free from fibroblasts. Cell lines were authenticated on a routine basis using short tandem repeat profiling, as well as tested for mycoplasma contamination and immediately discarded upon a positive test.

### Analysis of CRISPR-directed mutations

CRISPR-mediated insertions and deletions were detected by surveyor assay as directed by the manufacturer (Transgenomic/IDT). Briefly, after overnight lysis of primary tumors and cell lines at 37°C in buffer containing 0.4 mg/mL proteinase K, 10 mM Tris, 100 mM NaCl, 10 mM EDTA, and 0.5% SDS, pH 8.0, genomic DNA was extracted by isopropanol precipitation. ~250–500 bp regions flanking predicted CRISPR cleavage sites were PCR amplified with Herculase II taq polymerase, column purified (Qiagen), heated to 95°C, and slowly cooled to promote annealing of heteroduplexes. Following treatment with Surveyor nuclease, products were analyzed by electrophoresis on a 2% polyacrylamide gel. Primers used for surveyor assay are listed in Supplementary file 1. Amplified PCR products were separately gel purified and ligated into blunt-end digested pBlueScript (Stratagene). DNA from 48 transformed colonies was analyzed by Sanger sequencing using a T7 primer.

### CRISPR activation

Human HCC cell line HLE, purchased from JCRB Cell Bank (JCRB0404), was transduced by the lentivirus expressing nuclease-dead Cas9 (dCas9) fused with VPR (Chavez et al., 2015) and sgRNAs against *KMT2C* (sequence in Supplementary file 1) to generate stable MLL3 CRISPRa HLE line by puromycin selection.

### Generation and modification of primary cells

LPCs from E13.5–15.5 C57BL/6 embryos were isolated and grown in hepatocyte growth media (HGM) as previously described (Zender et al., 2005). To simultaneously overexpress *Myc* and conditionally suppress *Kmt2c*, LPCs were co-infected with a retroviral construct constitutively expressing both *Myc* and a reverse tet-transactivator (rtTA) (MSCV-*Myc*-IRES-rtTA) along with retroviral TRMPV vectors (MSCV-TRE-dsRed-miR30/shRNA-PGK-Venus-IRES-NeoR) (Zuber et al., 2011) expressing ds-Red linked, teint-responsive shRNAs targeting *Kmt2c* cloned into an optimized mir-30 context (‘mir-E,’ TRPMVe; Zuber et al., 2011). For selection of infected cells and sustained sh*Kmt2c* expression, cells were maintained in HGM with neomycin (1 mg/mL) and dox (1 µg/mL) starting 2 days after infection. To introduce constitutively expressed shRNAs in the setting of inducible sh*Kmt2c*, retroviral MLPe vectors (MSCV-LTR-mir-E-PGK-Puro-IRES-GFP; Dickins et al., 2005). GFP-linked shRNAs targeting either *Cdkn2a* or *Renilla* luciferase (as control) were co-infected with MSCV-*Myc*-IRES-rtTa and TRMPVe-sh*Kmt2c*. Triple-infected cells were maintained in media with neomycin, puromycin (2 µg/mL), and dox 2 days post infection. Infected continuously proliferating cells were transitioned to growth in complete DMEM and maintained on collagen-coated plates.

### Colony assays

For measurement of cell proliferation, 5000 transduced and selected LPCs or MEFs were plated in triplicate in 6-well plates. Tetracycline-inducible sh*Kmt2c*–expressing LPCs were grown in the presence or absence of dox, and after 5 days, cells were fixed with formalin and methanol and stained with 0.05% crystal violet. MEFs were fixed after 6 days with formalin and methanol and stained with 0.05% crystal violet.

### Apoptosis assays

Apoptosis was measured in LPCs via Annexin V staining according to the manufacturer’s instructions (eBiosciences, Annexin-V APC). 25,000 cells were grown with and without dox for 3 days, trypsinized, washed with Annexin-V binding buffer, and ~100,000 cells were incubated with Annexin-V APC and analyzed on an LSRII flow cytometer (BD).

### Live imaging

Imaging was performed on LPCs immortalized by linked overexpression of *Myc* and two independent, inducible *Kmt2c* shRNAs constitutively expressing shRNAs targeting *Renilla* luciferase or *Cdkn2a* (generated as detailed above). 1000 cells were plated on collagen-coated, 96 well, clear bottom imaging plates in media supplemented with 300 nM Draq7 (Invitrogen) with and without dox, in triplicate by genotype. 18 hr after plating cells, Venus (marking all plated cells) and Draq7 fluorescence was collected in two, 10× fields of each well every 15 min for 41 hr using an automated, high content microscope (InCell 6000, General Electric).

### Chromatin immunoprecipitation

Histone ChIP was performed as previously described (Lee et al., 2006). Briefly, cell samples were cross-linked in 1% formaldehyde for 10 min, and the reaction was stopped by addition of glycine to 125 mM final concentration. Fixed cells were lysed in SDS lysis buffer, and the chromatin was fragmented by sonication (Covaris). Sheared chromatin was incubated with antibodies (final concentration 10 µg/mL) against H3K4me3 (Abcam, ab8580, Lot:GR164706-1), H3K27ac (Abcam, ab4729, Lot:GR200563-1), or H3K4me1 (Abcam; ab8895, Lot:GR114265-2) or with normal rabbit IgG (Abcam, ab46540) at 4°C for overnight. Antibodies were recovered by binding to protein A/G agarose (Millipore), and the eluted DNA fragments were used directly for qPCR or subjected to high-throughput sequencing (ChIP-Seq) using a HiSeq 2000 platform (Illumina). High-throughput reads were aligned to mouse genome assembly NCBI37/mm9 as previously described (Barradas et al., 2009). Reads that aligned to multiple loci in the mouse genome were discarded. The ChIP-Seq signal for each gene was quantified as total number of reads per million in the region 2 kb upstream to 2 kb downstream of the transcription start site (TSS). Primers used for ChIP-qPCR of mouse *Cdkn2a* promoter (Barradas et al., 2009) are listed in Table S1.

The complete dataset is available at NCBI Gene Expression Omnibus (GSE85055), as well as the Dryad digital repository (doi:10.5061/dryad.7pvmcvdwm).

For the MLL3 ChIP-Seq, the following protocol was used. Cross-linking ChIP in mouse and human HCC cells was performed with 10–20×10^7^ cells per immunoprecipitation. Cells were collected, washed once with ice-cold PBS, and flash-frozen. Cells were resuspended in ice-cold PBS and cross-linked using 1% paraformaldehyde (PFA; Electron Microscopy Sciences) for 5 min at room temperature with gentle rotation. Unreacted PFA was quenched with glycine (final concentration 125 mM) for 5 min at room temperature with gentle rotation. Cells were washed once with ice-cold PBS and pelleted by centrifugation (800 *g* for 5 min). To obtain a soluble chromatin extract, cells were resuspended in 1 mL of LB1 (50 mM HEPES pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100, and 1× complete protease inhibitor cocktail) and incubated at 4°C for 10 min while rotating. Samples were centrifuged (1400 *g* for 5 min), resuspended in 1 mL of LB2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, and 1× complete protease inhibitor cocktail), and incubated at 4°C for 10 min while rotating. Finally, samples were centrifuged (1400 *g* for 5 min) and resuspended in 1 mL of LB3 (10 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 0.5% N-lauroylsarcosine, and 1× complete protease inhibitor cocktail). Samples were homogenized by passing seven to eight times through a 28-gauge needle, then Triton X-100 was added to a final concentration of 1%. Chromatin extracts were sonicated for 14 min using a Covaris E220 focused ultrasonicator. Lysates were centrifuged at 20,000 *g* for 10 min at 4°C, and 5% of the supernatant was saved as input DNA. Beads were prepared by incubating them in 0.5% BSA in PBS and antibodies overnight (100 μL of Dynabeads Protein A or Protein G [Invitrogen] plus 20 μL of antibody). The antibody was anti-MLL3/4, which was kindly provided by the Wysocka laboratory (Dorighi et al., 2017). Antibody-beads mixes were washed with 0.5% BSA in PBS and then added to the lysates overnight while rotating at 4°C. Beads were then washed six times with RIPA buffer (50 mM HEPES pH 7.5, 500 mM LiCl, 1 mM EDTA, 0.7% sodium-deoxycholate, and 1% NP-40) and once with TE-NaCl Buffer (10 mM Tris-HCl pH 8.0, 50 mM NaCl, and 1 mM EDTA). Chromatin was eluted from beads in Elution buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, and 1% SDS) by incubating at 65°C for 30 min while shaking, supernatant was removed by centrifugation, and crosslinking was reversed by further incubating chromatin overnight at 65°C. The eluted chromatin was then treated with RNase A (10 mg/mL) for 1 hr at 37°C and with proteinase K (Roche) for 2 hr at 55°C. DNA was purified by using phenol-chloroform extraction followed with ethanol precipitation. The NEBNext Ultra II DNA Library Prep kit was used to prepare samples for sequencing on an Illumina NextSeq500 (75 bp read length, single-end, or 37 bp read length, and paired-end).

The complete dataset for MLL3 ChIP-Seq is available at the Dryad digital repository (doi:10.5061/dryad.f1vhhmh0h).

### Immunoblotting

Cell pellets were lysed in Laemmli buffer (100 mM Tris-HCl pH 6.8, 5% glycerol, 2% SDS, and 5% 2-mercaptoethanol). Equal amounts of protein were separated on 12% SDS–polyacrylamide gels and transferred to PVDF(polyvinylidene difluoride) membranes (90 V, 75 min). β-actin was used as a control to ensure equal loading, and images were analyzed using the AlphaView software (ProteinSimple). Immunoblotting was performed using antibodies for MYC (1:1000, Abcam, ab32072), p53 (1:500, Leica Biosystems, NCL-p53-505), p19 (1:250, Santa Cruz Biotechnology, sc-32748), p16 (1:250, Santa Cruz Biotechnology, sc-1207), Axin1 (1:1000, Cell Signaling, #2074), and β-actin (1:10000, Sigma-Aldrich, clone AC-15). Source files of all western blots were provided for Figure 1—figure supplement 2, Figure 4—figure supplement 1, Figure 5—figure supplement 2.

### Quantitative RT-PCR

Total RNA was isolated using RNeasy Mini Kit, QIAshredder Columns, and RNase-Free DNase Set (Qiagen). cDNA synthesis was performed using TaqMan Reverse Transcription Reagents (Thermo Fisher Scientific). Real-time PCR was carried out using Power SYBR Green Master Mix (Thermo Fisher Scientific) and the Life Technologies ViiA 7 machine. Transcript levels were normalized to the levels of mouse or human *Actb* mRNA expression and calculated using the ΔΔCt method. Each qRT-PCR was performed in triplicate using gene-specific primers (sequences listed in Table S1).

### RNA sequencing and differential expression analysis

For RNA sequencing, total RNA from three independent tumor-derived cell lines (*Myc*; sg*Trp53* and *Myc*; sg*Kmt2c*) was isolated using RNeasy Mini Kit, QIAshredder Columns and RNase-Free DNase Set (Qiagen). RNA-Seq library construction and sequencing were performed according to protocols used by the integrated genomics operation Core at MSK. 5–10 million reads were acquired per replicate sample. After removing adaptor sequences with Trimmomatic, RNA-seq reads were aligned to GRCm38.91(mm10) with STAR (Dobin et al., 2013). Genome-wide transcript counting was performed by HTSeq to generate an FPKM(Fragments Per Kilobase per Million mapped fragments) matrix (Anders et al., 2015). DEGs were identified by DESeq2 (v.1.8.2, package in R) and plotted in the volcano plot. 

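The authors also deposited the table of this comparison. Its mean normalized count per gene equals the mean of the recovered reads divided by a size factor per library, to within 5.04e-06 reads, so the table and the RPKM values rest on the same counts. In the authors' deposited table 213 genes have an adjusted p-value under 0.05. Of these, 186 were among the genes tested here, all 186 changed in the same direction, and 183 had an unadjusted p-value under 0.05 in limma. Of the 15 genes past an adjusted p-value under 0.05 here, 13 are also past it in the authors' deposited table. The remaining *Pdpn* and *Igf2* have a fold change there but no adjusted p-value. The fold changes of both analyses had a Pearson correlation of 0.928 across the 11617 genes tested, which are not independent replicates.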

The complete dataset is available at NCBI Gene Expression Omnibus (GSE85055).

### Integrative analyses of RNA-seq and MLL3 ChIP-seq

Differential peaks from ChIP-Seq data were annotated by assigning all intragenic peaks to that gene while intergenic peaks were assigned using linear genomic distance to the TSS. Genes that were coordinately regulated (fold change >1.5 and adjusted p-value<0.1) in MLL3 ChIP-seq and RNA-seq data were selected for the integrated analysis. Enriched pathways were scored using the enrichGO function with ‘biological process’ in the clusterProfiler R package. Redundant pathways were collapsed using the ‘simplify’ function with a cutoff of 0.7 with the p.adjust metric. Network analysis was performed using differential peaks and genes by running enrichplot::cnetplot in R with default parameters.

### Human cancer analyses

RNA sequencing data of selected samples with somatic mutations or homozygous deletions of *KMT2C*, *CDKN2A*, *TP53*, or *RB1* in the TCGA HCC dataset were downloaded from Broad Institute TCGA Genome Data Analysis Center. To obtain transcriptional signatures of HCC with genomic mutations and deletions of either *KMT2C*, *CDKN2A*, and *RB1*, differential gene expression analyses were performed by DESeq2 (with *TP53*-mutated HCCs as controls). The oncoprints of homozygous deletions and somatic mutations of *KMT2C*, *CDKN2A*, and *TP53*, as well as MYC gains and amplifications from human HCC datasets (Cancer Genome Atlas Research Network, 2017, MSK [Harding et al., 2019; Zheng et al., 2018], INSERM [Schulze et al., 2015], RIKEN [Fujimoto et al., 2012], AMC [Ahn et al., 2014], and MERCi [Ng et al., 2022]) were generated by cBioPortal (https://www.cbioportal.org ; Cerami et al., 2012; Gao et al., 2013).

### Gene set enrichment analysis

GSEA was performed using the GSEAPreranked tool for conducting GSEA of data derived from RNA-seq experiments (version 2.07) against other signatures. The metric scores (normalized enrichment scores and false discovery rate q-values) were calculated using the sign of the fold change multiplied by the inverse of the p-value (Subramanian et al., 2005). Specifically, transcriptional signatures were derived based on significantly changed genes (p-adjusted<0.05, absolute fold change >2) from RNA-seq of mouse HCC cell lines (*Myc*; sg*Kmt2c* vs *Myc*; sg*Trp53*, n=3 each genotype), and in human HCCs with mutations in *KMT2C* vs *TP53* (p-adjusted<0.05, absolute fold change >2). These signatures were compared to the transcriptional comparison of TCGA human HCCs with genomic inactivation of *CDKN2A* vs *TP53*.

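At an adjusted p-value under 0.05 and more than 2-fold, the mouse signature here held 6 higher and 9 lower genes (limma). The smallest absolute log2 fold change among them was 2.45 (*Mical1*), so the 2-fold threshold removed none of the genes past the adjusted p-value. Most alternatives lowered these counts. They were 5 and 0 with no filter on low values, and 3 and 0 with limma voom, which was chosen after seeing the data. With sg*Kmt2c* replicates 2 and 3 as a single sample, and in every fit that left out a line except that without sg*Kmt2c* replicate 1 (5 and 3), the signature held 0 genes in either direction. In the former 1053 and in the latter 563 to 1477 genes had an unadjusted p-value under 0.05. The largest signatures were 9 and 9 genes with quantile normalization and 7 and 13 with eBayes without trend. In the authors' deposited table, 103 genes are higher and 92 lower at the same thresholds. The enrichment in human tumors was not analysed here.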

### Statistical analyses

Data are presented as mean ± D or SEM as specified. The statistical comparison between two groups was accomplished with the two-tailed student’s t-test or one-way ANOVA followed by post hoc t-tests among three or more groups. The analyses for co-occurrence or mutual exclusivity of mutations were performed using Fisher Exact test. Comparisons of survival curves were performed by log-rank tests. All statistical tests were performed using the Prism 8 software. All data presented in the manuscript have been replicated in independent cohorts of mice or in at least three biological replicates for in vitro experiments. On the basis of predicted effects of oncogene-tumor suppressor interaction introduced by HTVI in mice, with a power of 0.8 and p<0.05, we calculated a minimum sample size of 5 mice per group. Animals within the same cage were randomly allocated into control and experimental groups, with the group assignment recorded in a master spreadsheet and unmasked only when all samples of the respective experiments were analyzed. Data collection of each experiment was detailed in the respective figures, figure legends, and methods. No data were excluded from studies in this manuscript.

## Data Availability

Source files of all original gels and Western Blots were provided for the following figures: Figure 1—figure supplement 2B; Figure 4—figure supplement 1A, C, D, E; Figure 5—figure supplement 2B, F, G. RNA sequencing and ChIP sequencing data files that support the findings of this study have been deposited in the Gene Expression Omnibus under the accession code GSE85055, as well as in the Dryad digital repository (doi:10.5061/dryad.7pvmcvdwm; doi:10.5061/dryad.f1vhhmh0h). Sequences of sgRNAs, shRNAs, and primers used in this manuscript are included in the Supplementary File 1. The following datasets were generated: Soto-FelicianoMY ZhuC MorrisJP HuangC-H KocheRP Y-JHo BanitoA ChenC-W ShroffA TianS LivshitsG ChenC-C FennellM ArmstrongSA AllisCD TschaharganehDF LoweSW 2022Mll3 suppresses tumorigenesis by activating the Ink4a/Arf locusDryad Digital Repository10.5061/dryad.7pvmcvdwm Soto-FelicianoMY ZhuC MorrisJP HuangC-H RocheRP Y-JHo BanitoA ChenC-W ShroffA TianS LivshitsG ChenC-C FennellM ArmstrongSA AllisCD TschaharganehDF LoweSW 2022MLL3 ChIP sequencing in murine and human HCC cellsDryad Digital Repository10.5061/dryad.f1vhhmh0h LoweSW 2017Mll3 suppresses tumorigenesis by activating the Ink4a/Arf locusNCBI Gene Expression OmnibusGSE85055

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain and strain background (*M. musculus*)	Wild-type C57BL/6 J	The Jackson Laboratory	Stock #000664	
Cell line (*Homo-sapiens*)	HLE HCC cell line	JCRB Cell Bank	JCRB0404	
Cell line (*M. musculus*)	*Myc*; sg*Trp53* HCC cell lines	This paper	NA	Three independent cell lines derived from different mice were used as biological replicates
Cell line (*M. musculus*)	*Myc*; sg*Kmt2c* HCC cell lines	This paper	NA	Three independent cell lines derived from different mice were used as biological replicates
Cell line (*M. musculus*)	*Myc*; sg*Axin1* HCC cell lines	This paper	NA	Three independent cell lines derived from different mice were used as biological replicates
Cell line (*M. musculus*)	TRE-sh*Kmt2c*.1 liver progenitor line	This paper	NA	
Cell line (*M. musculus*)	TRE-sh*Kmt2c*.2 liver progenitor line	This paper	NA	
Antibody	Anti-MLL3/4 (Rabbit polyclonal)	Dorighi et al., 2017; PMID:28483418	NA	ChIP-seq (1:500)
Recombinant DNA reagent	pT3-*Myc*	Addgene	#92046	
Recombinant DNA reagent	pT3-*Ctnnb1 N90*	Addgene	#31785	
Recombinant DNA reagent	PX330-Cas9-U6-sgRNA	Addgene	#42230	
Recombinant DNA reagent	CMV-SB13	Huang et al., 2014; PMID:25128497	NA	
Recombinant DNA reagent	pT3-EF1a-GFP-miRE	Huang et al., 2014; PMID:25128497	NA

# Supplementary material for: MLL3 regulates the CDKN2A tumor suppressor locus in liver cancer
**Source:** eLife. 2023 Jun 1;12:e80854. doi: 10.7554/eLife.80854

Figure 4—figure supplement 1A Source files

p19<sup>Arf</sup>

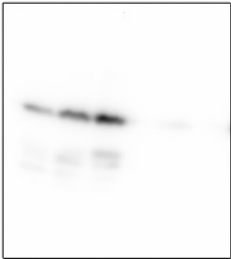

p16<sup>Ink4a</sup>

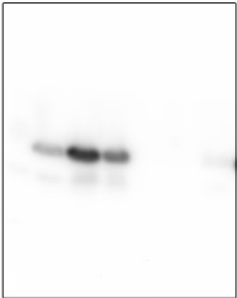

Actin

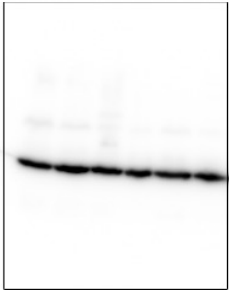

Figure 4—figure supplement 1C Source files

p19<sup>Arf</sup>

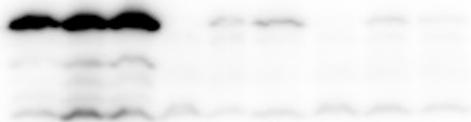

p16<sup>Ink4a</sup>

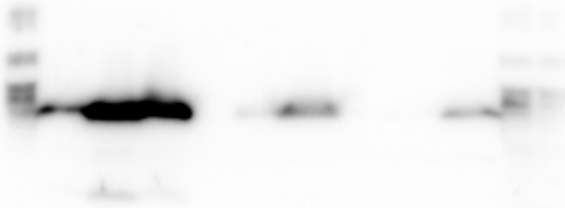

Actin

Figure 4—figure supplement 1D Source files

p19<sup>Arf</sup>

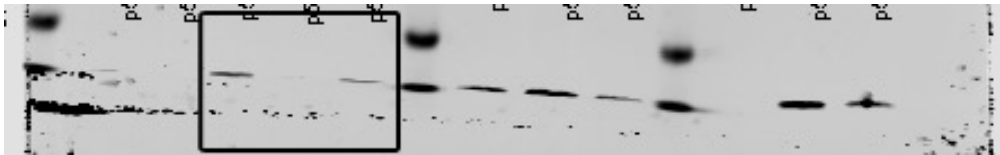

Actin

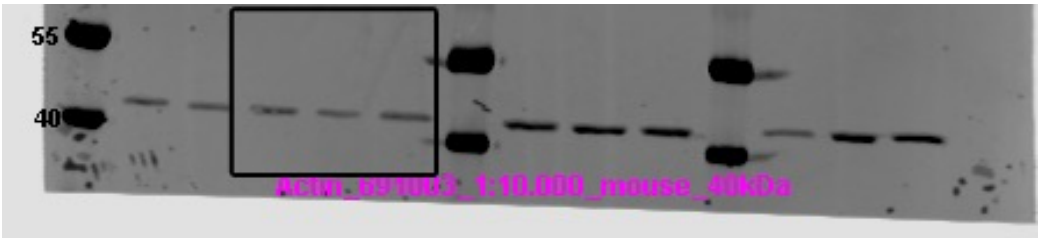

Figure 4—figure supplement 1E Source files

Axin1

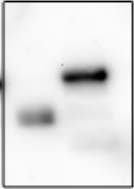

Actin

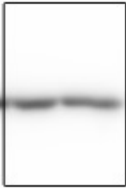

**Supplement:** Figure 4—figure supplement 1—source data 1.

# Supplementary material for: MLL3 regulates the CDKN2A tumor suppressor locus in liver cancer
**Source:** eLife. 2023 Jun 1;12:e80854. doi: 10.7554/eLife.80854

Figure 5—figure supplement 2B Source files

Myc

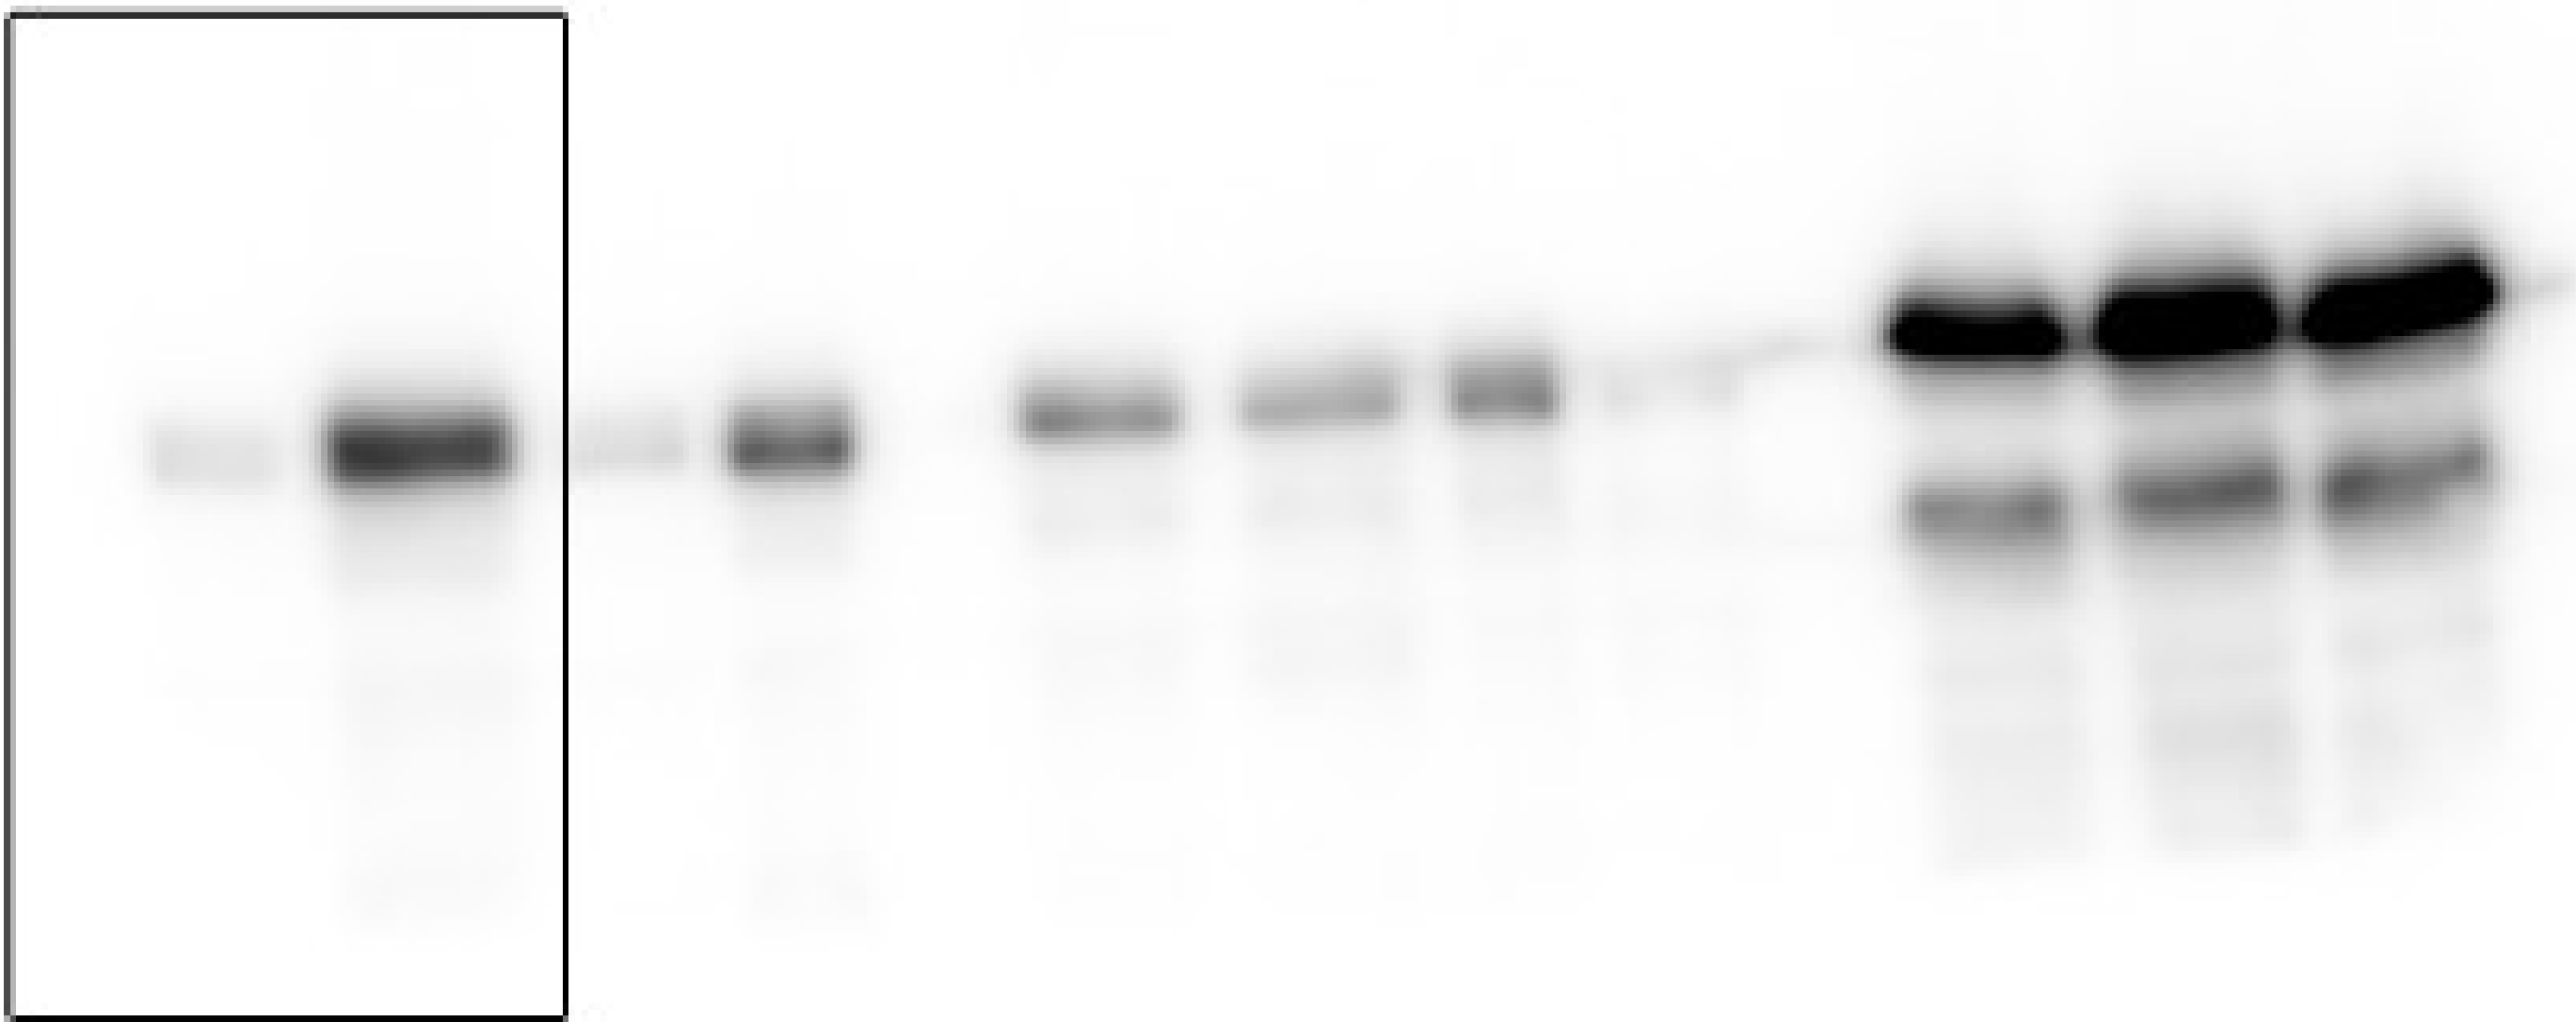

p19<sup>Arf</sup>

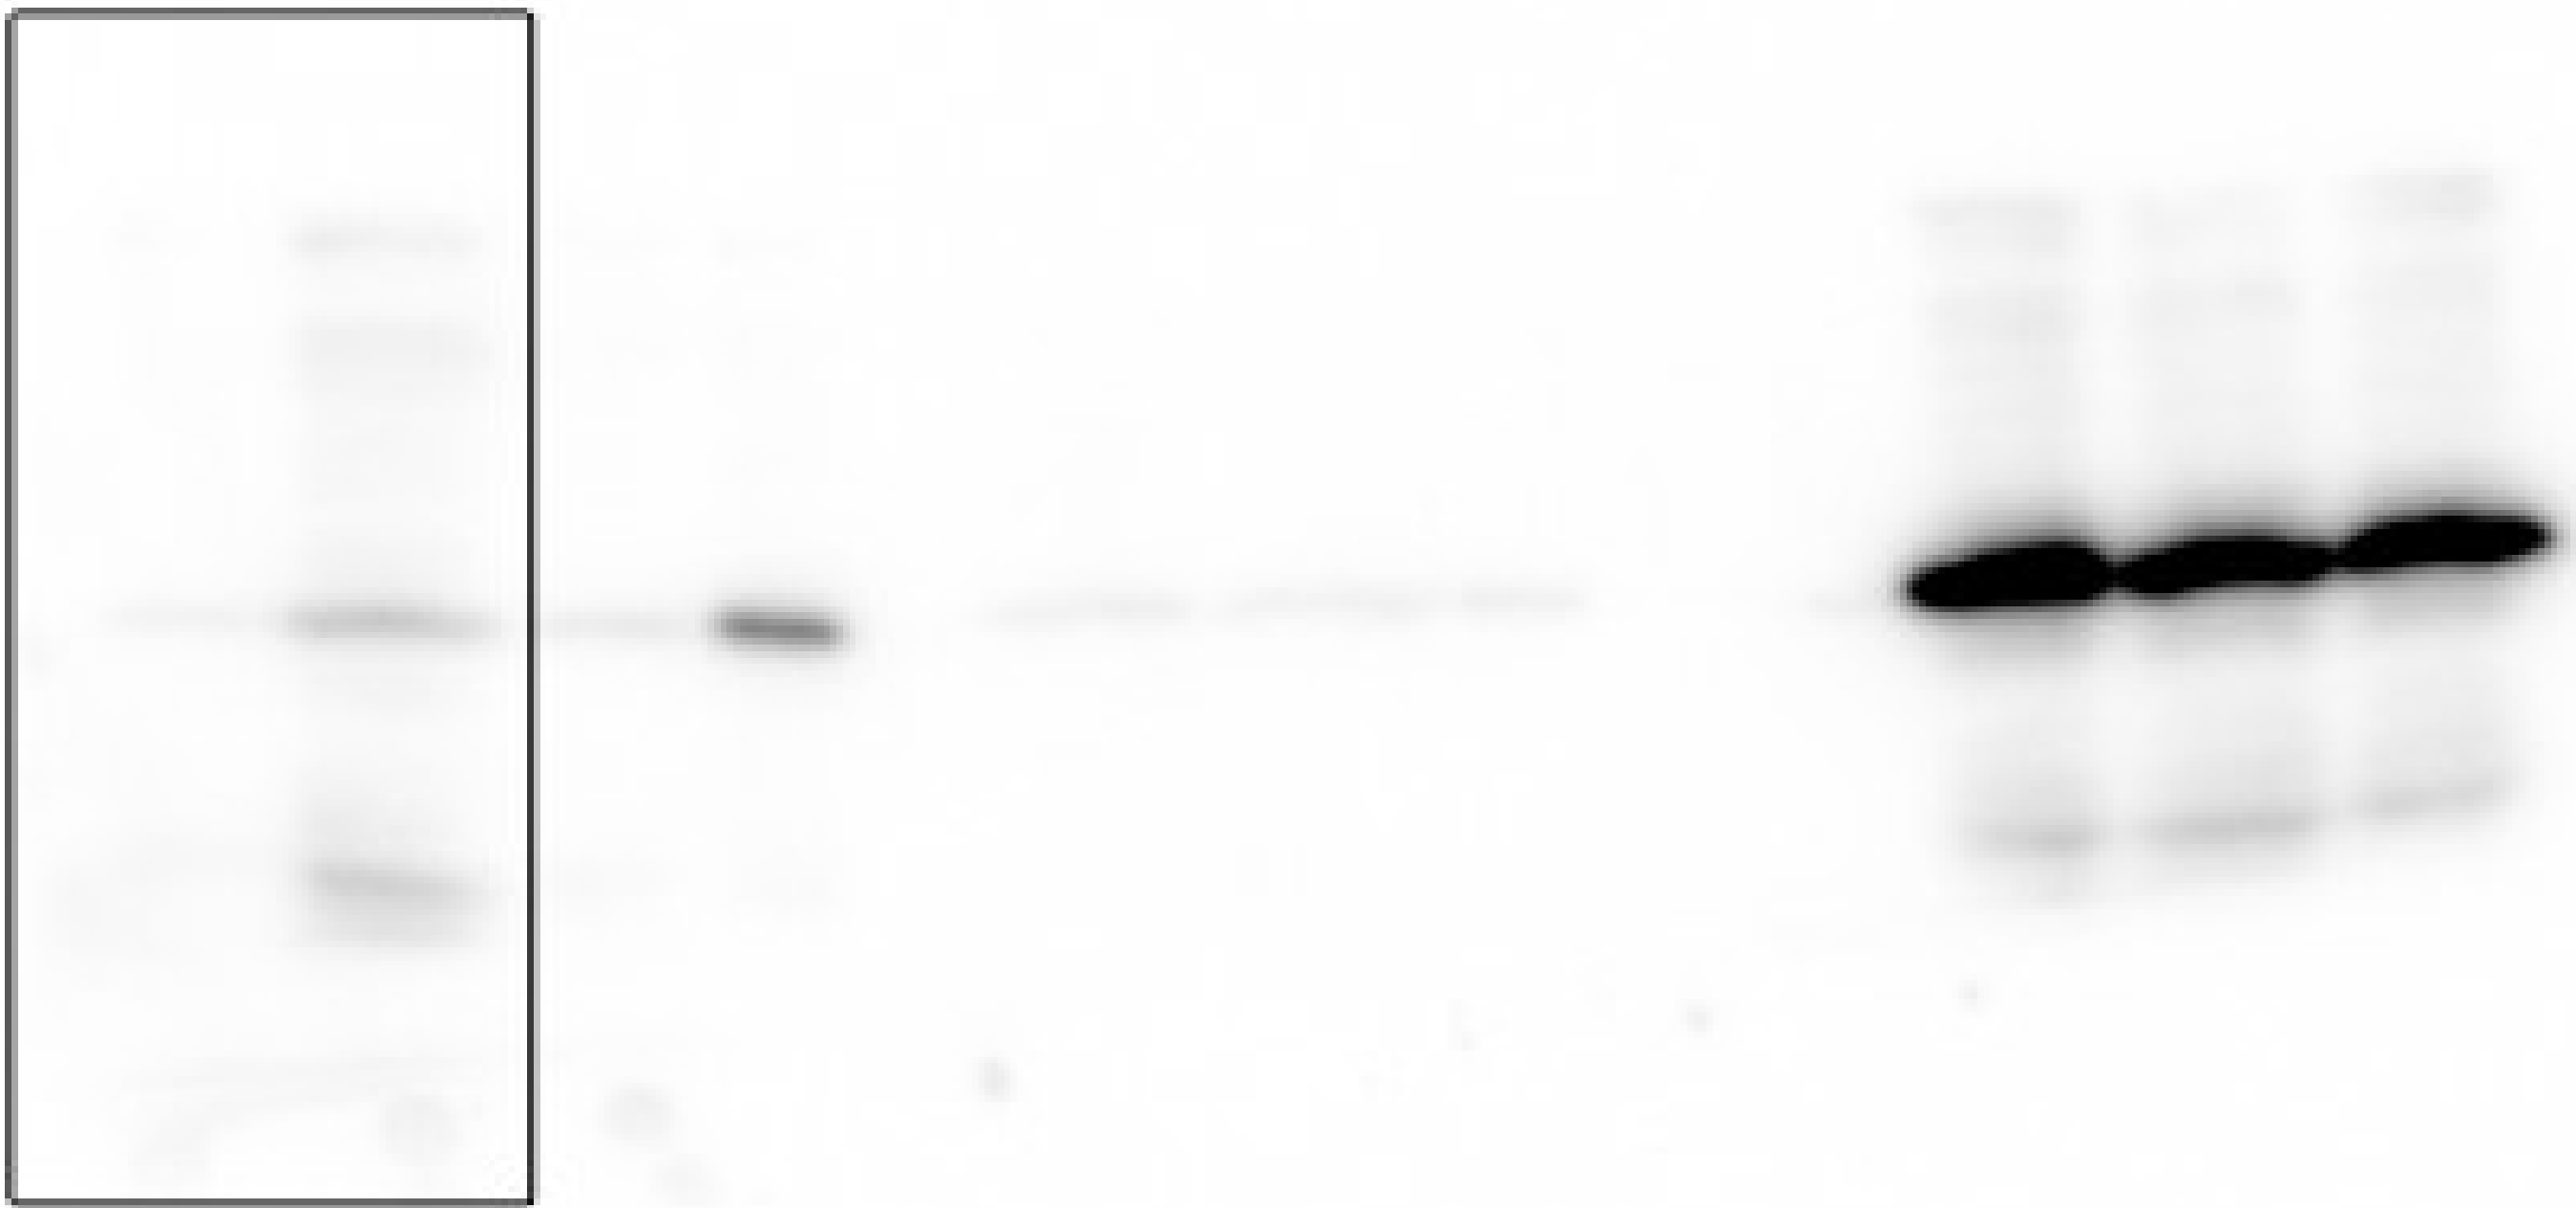

Figure 5—figure supplement 2B Source files

p16<sup>Ink4a</sup>

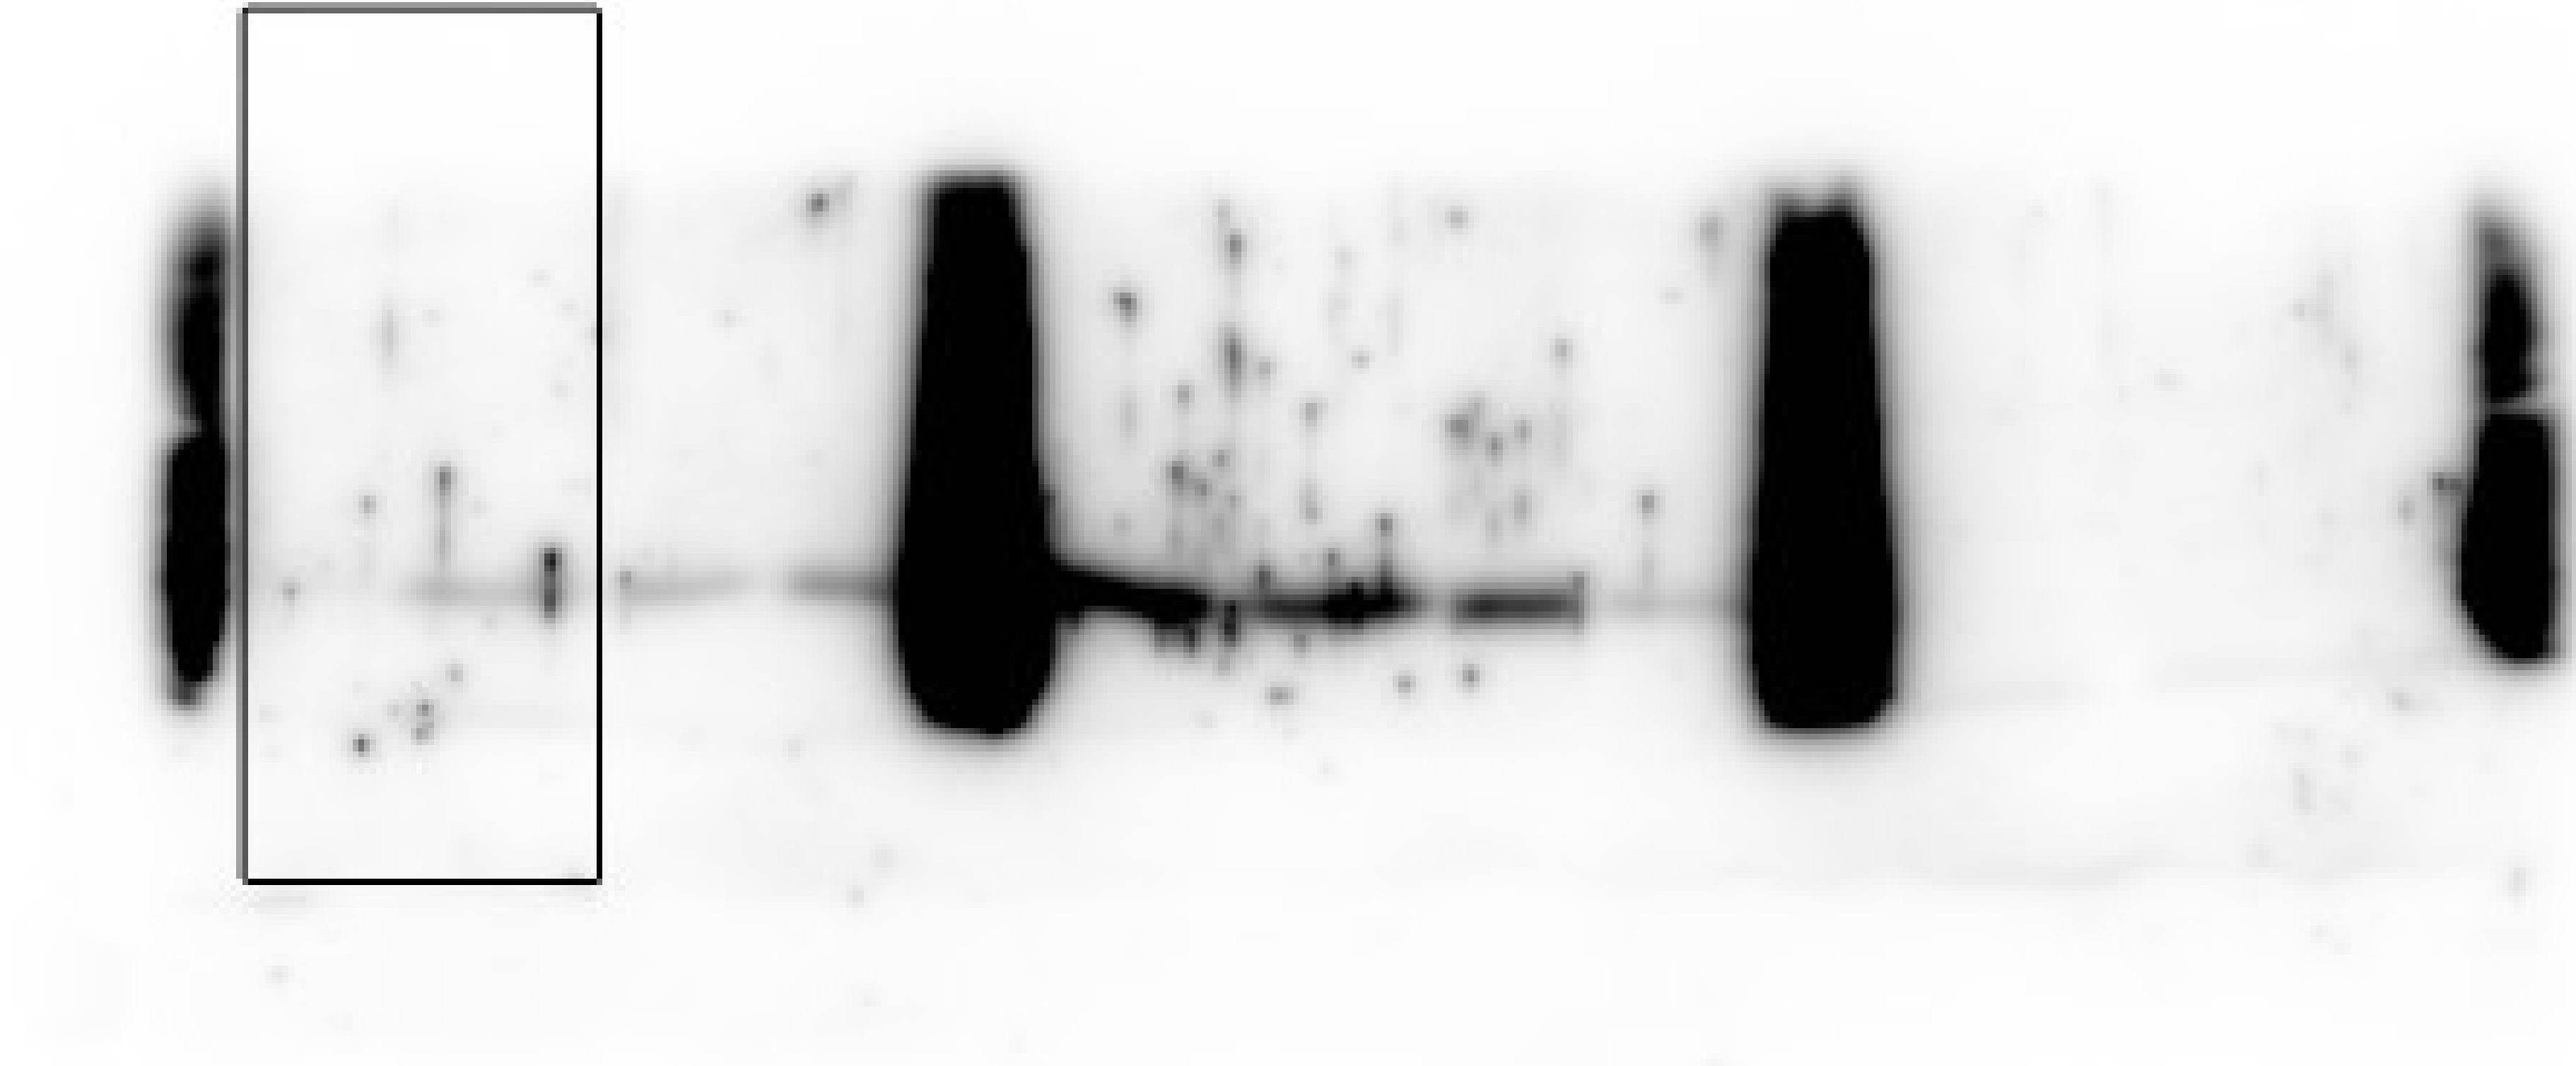

Actin

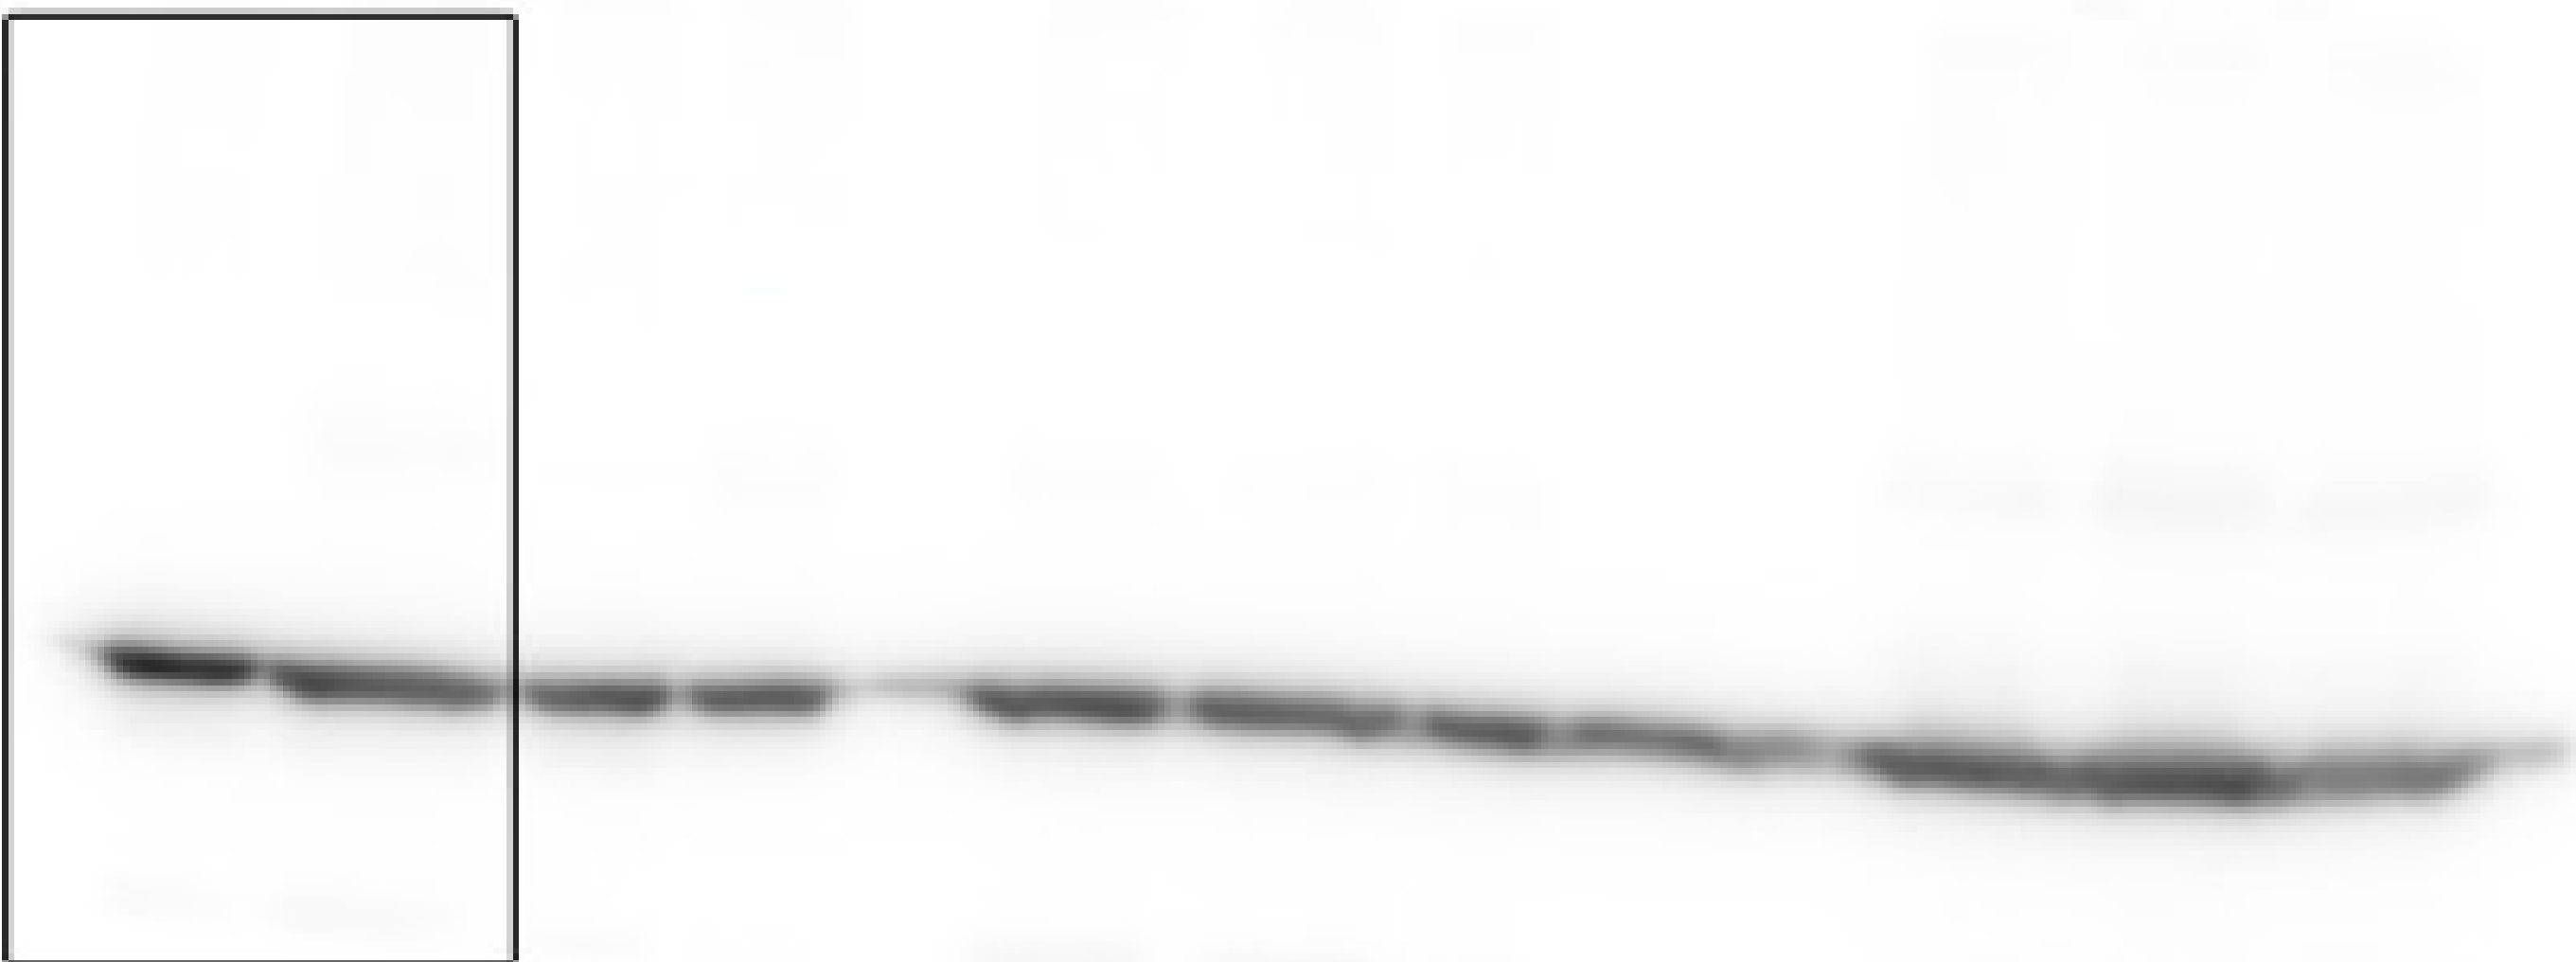

Figure 5—figure supplement 2F Source files – left panel

p19<sup>Arf</sup>

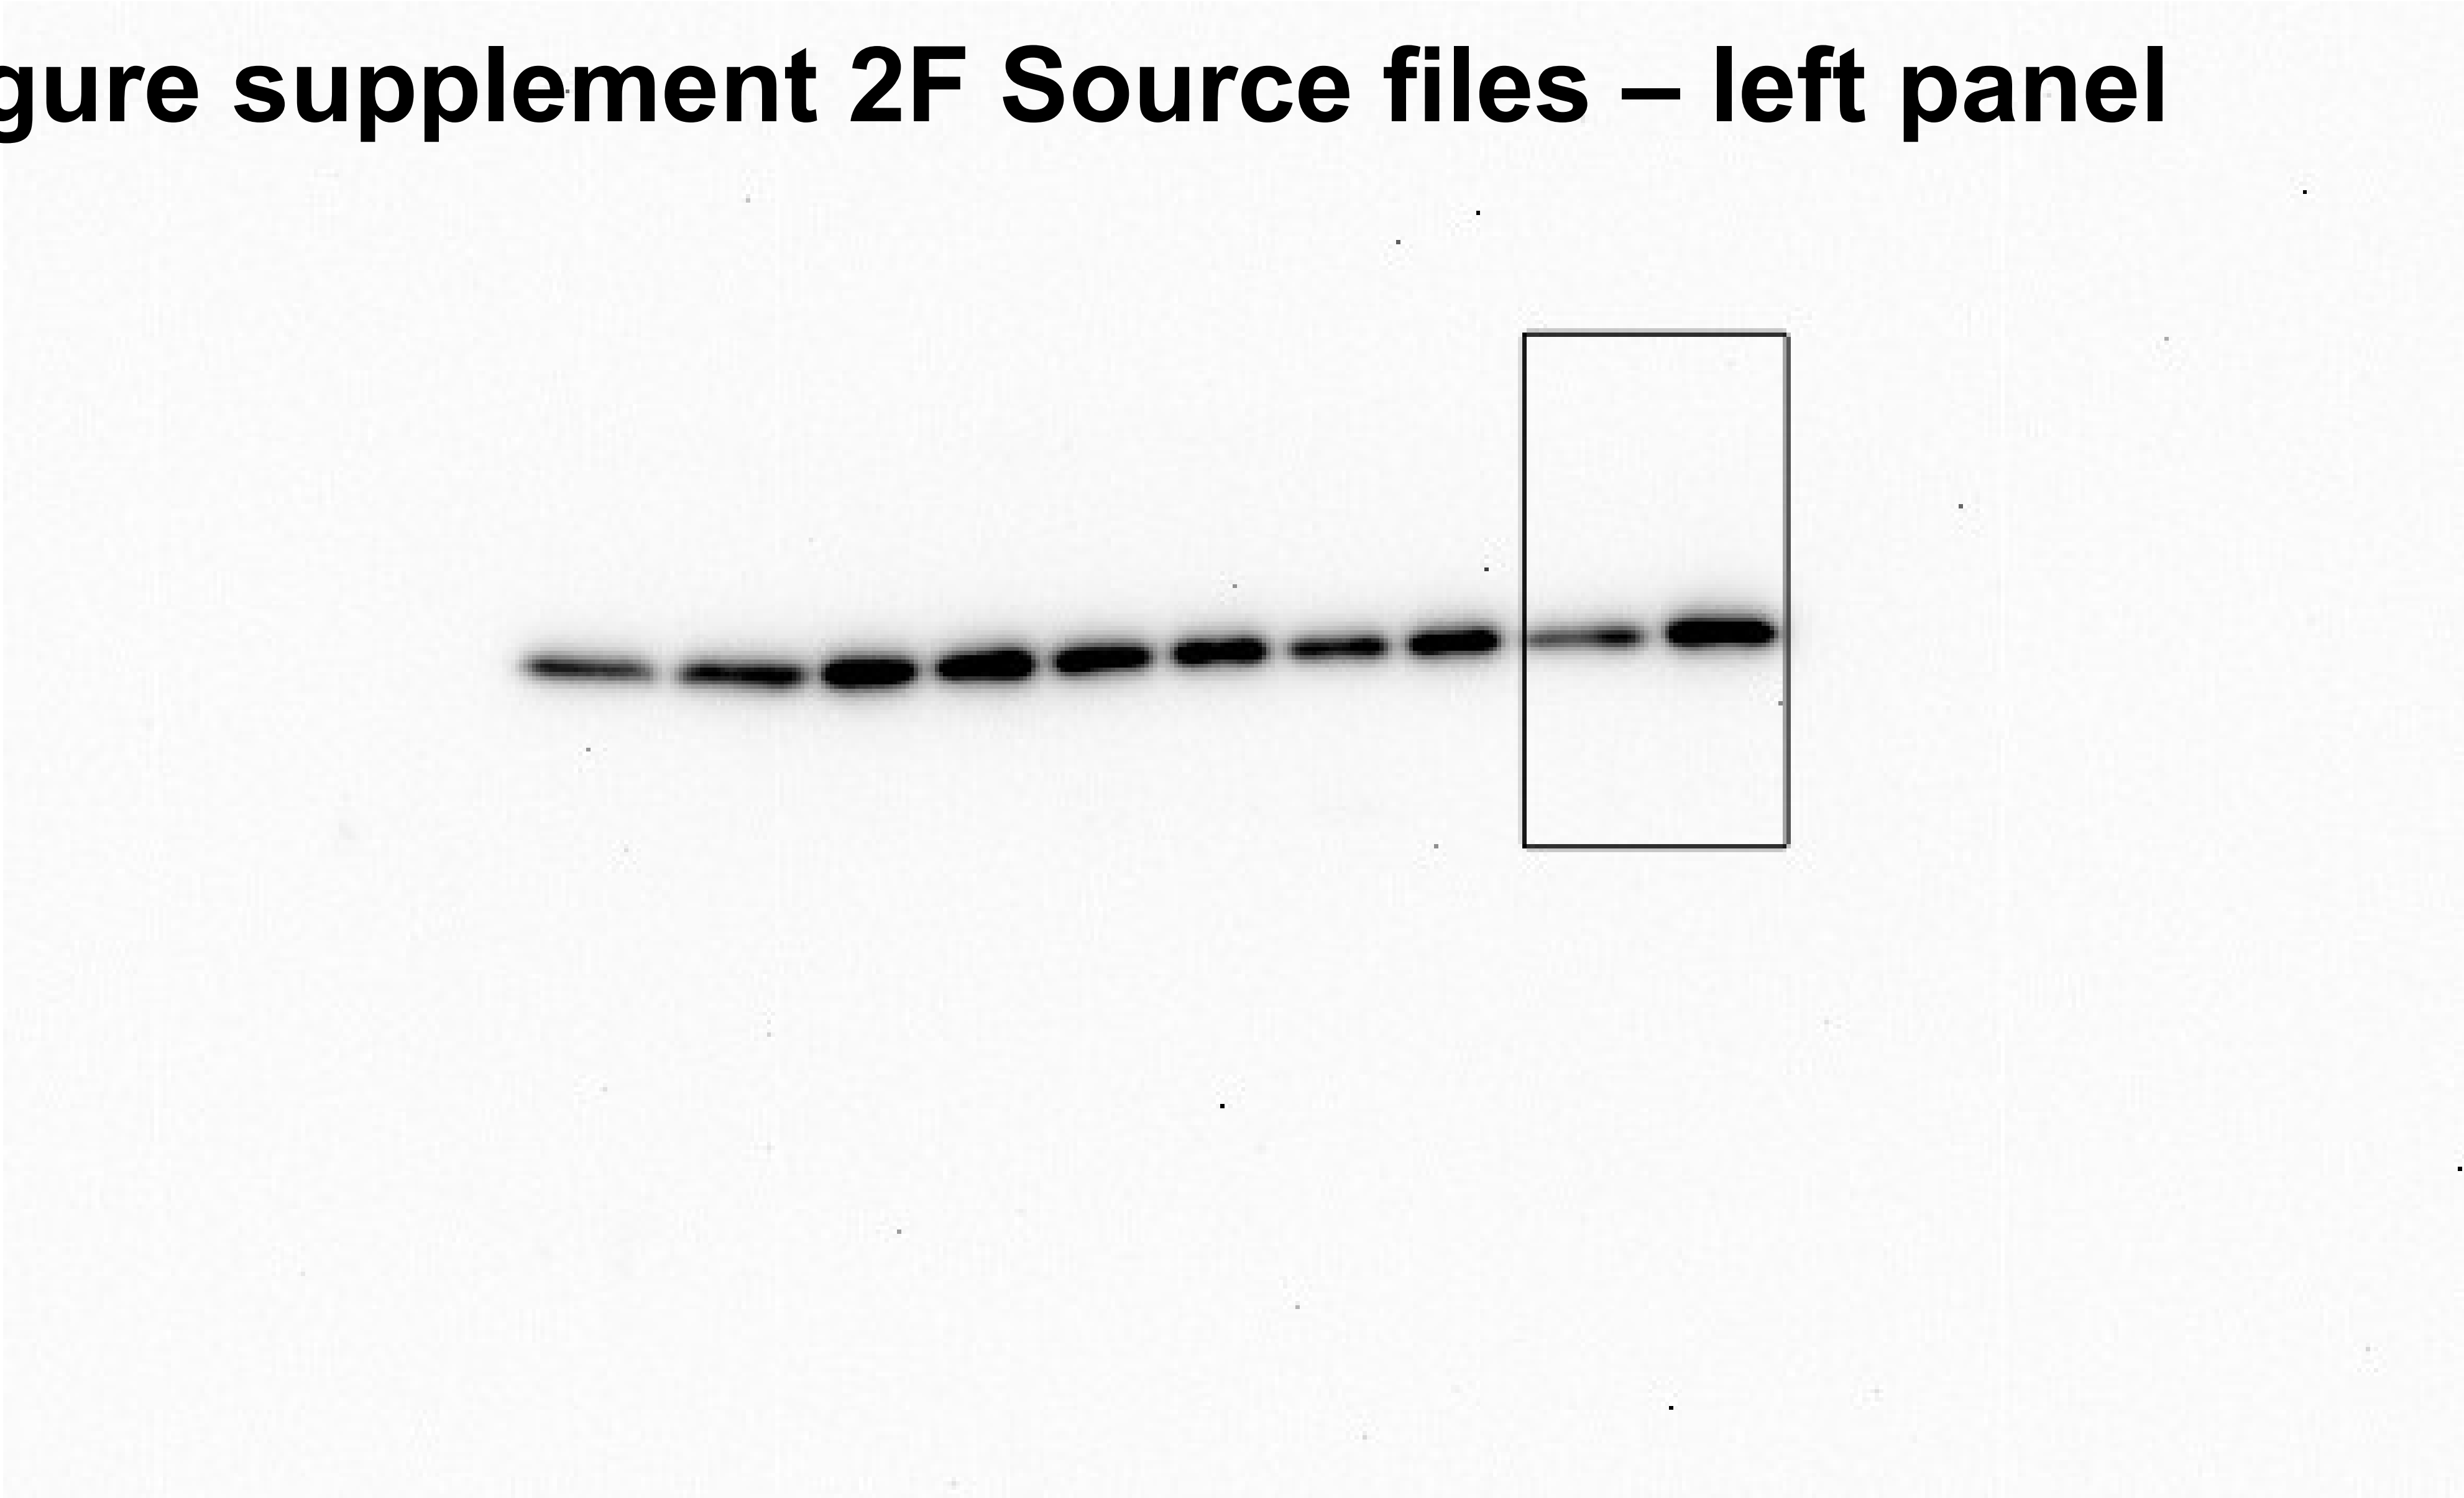

p16<sup>Ink4a</sup>

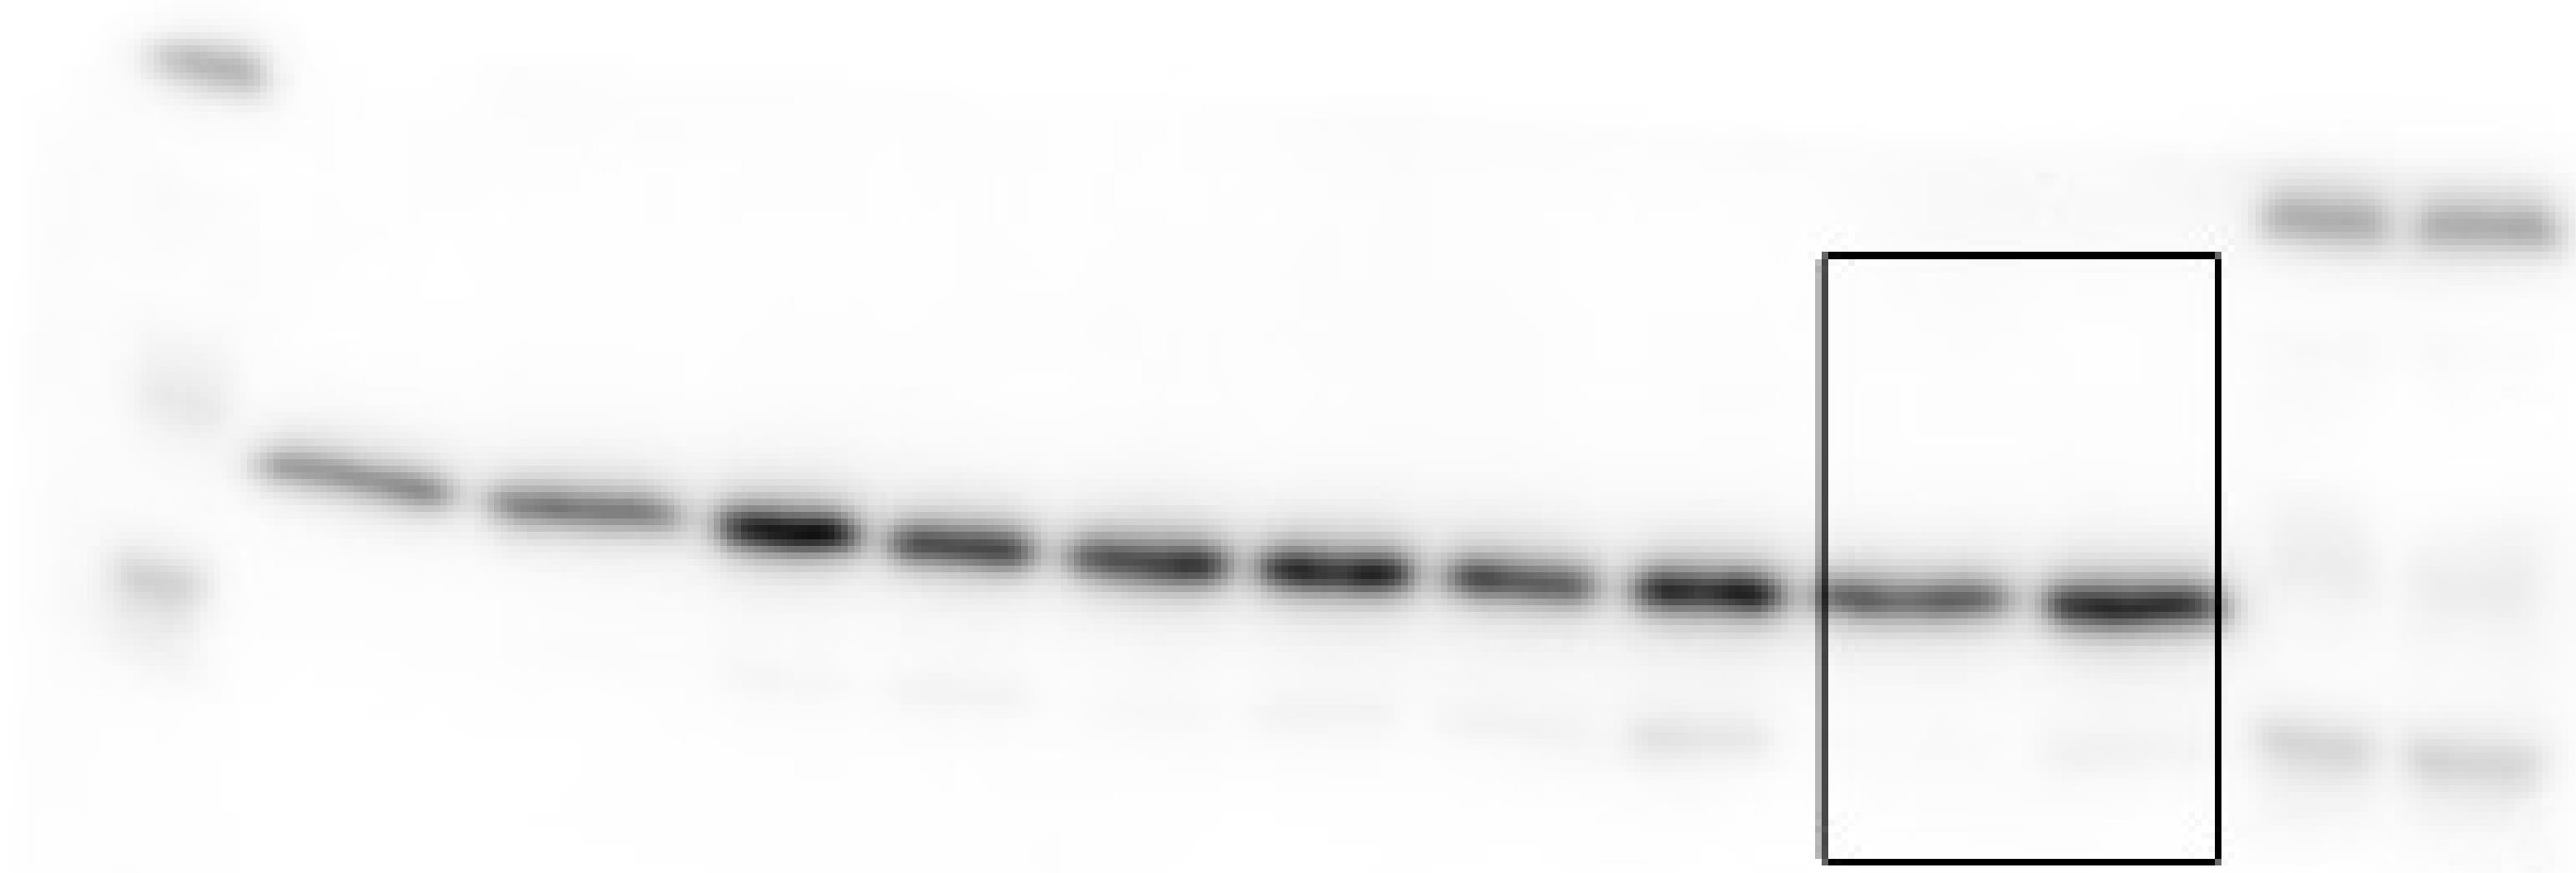

Actin

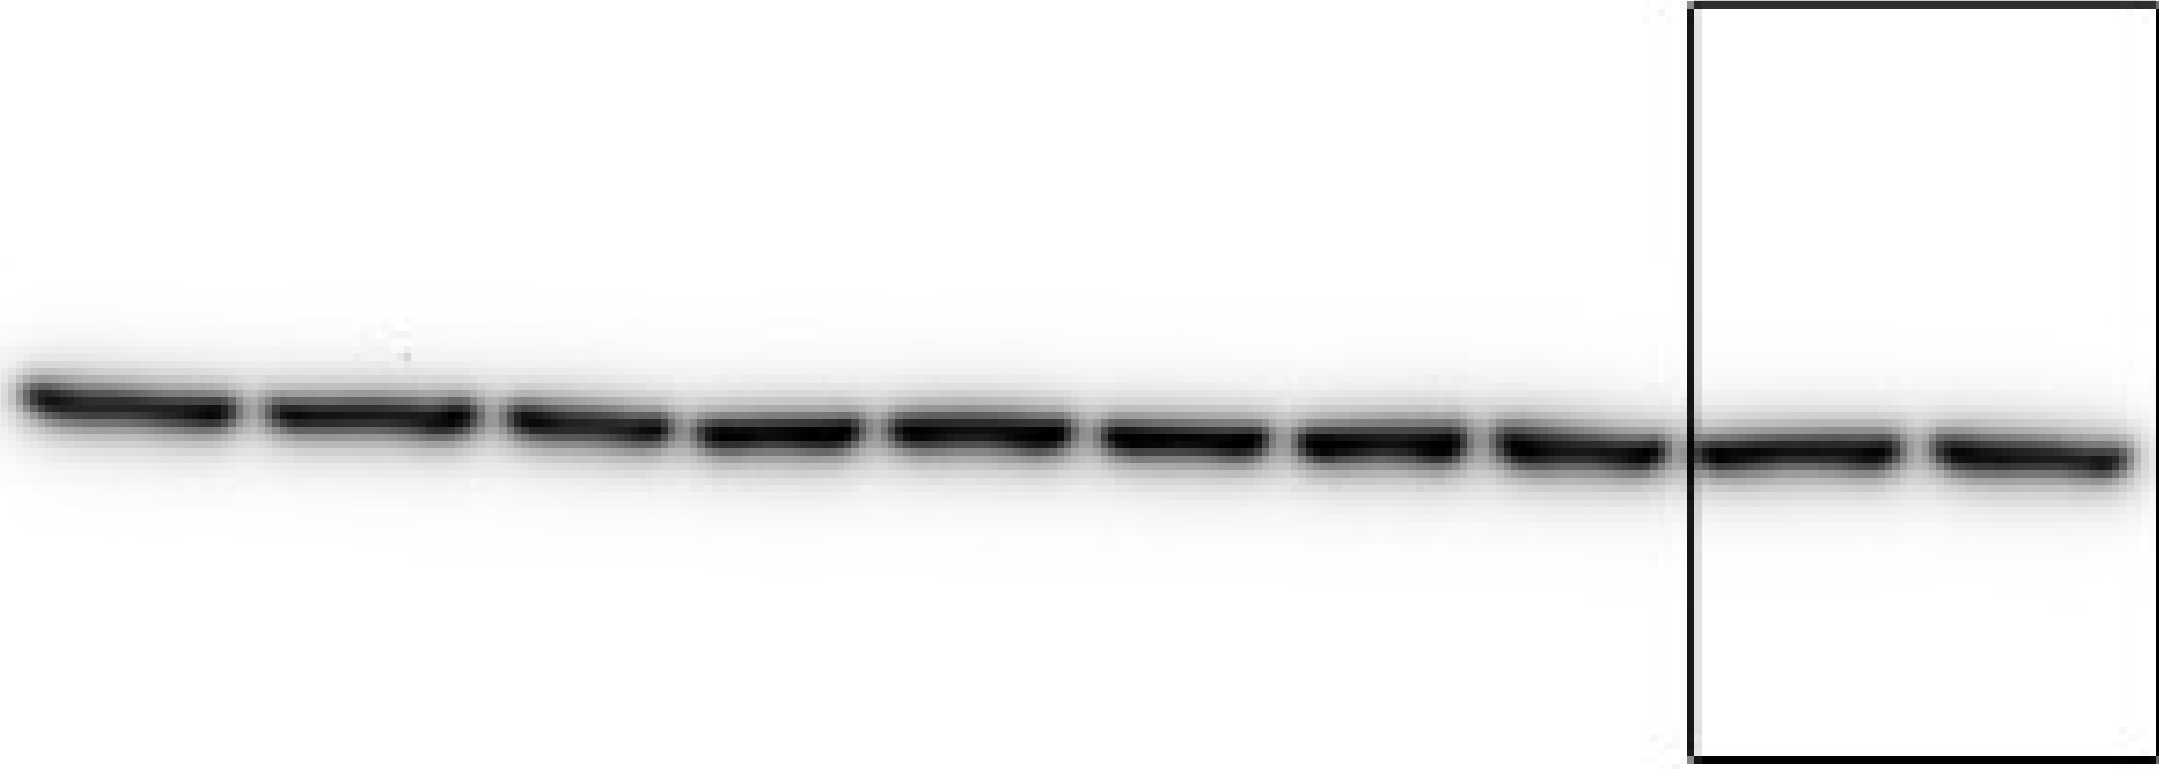

Figure 5—figure supplement 2F Source files – right panel

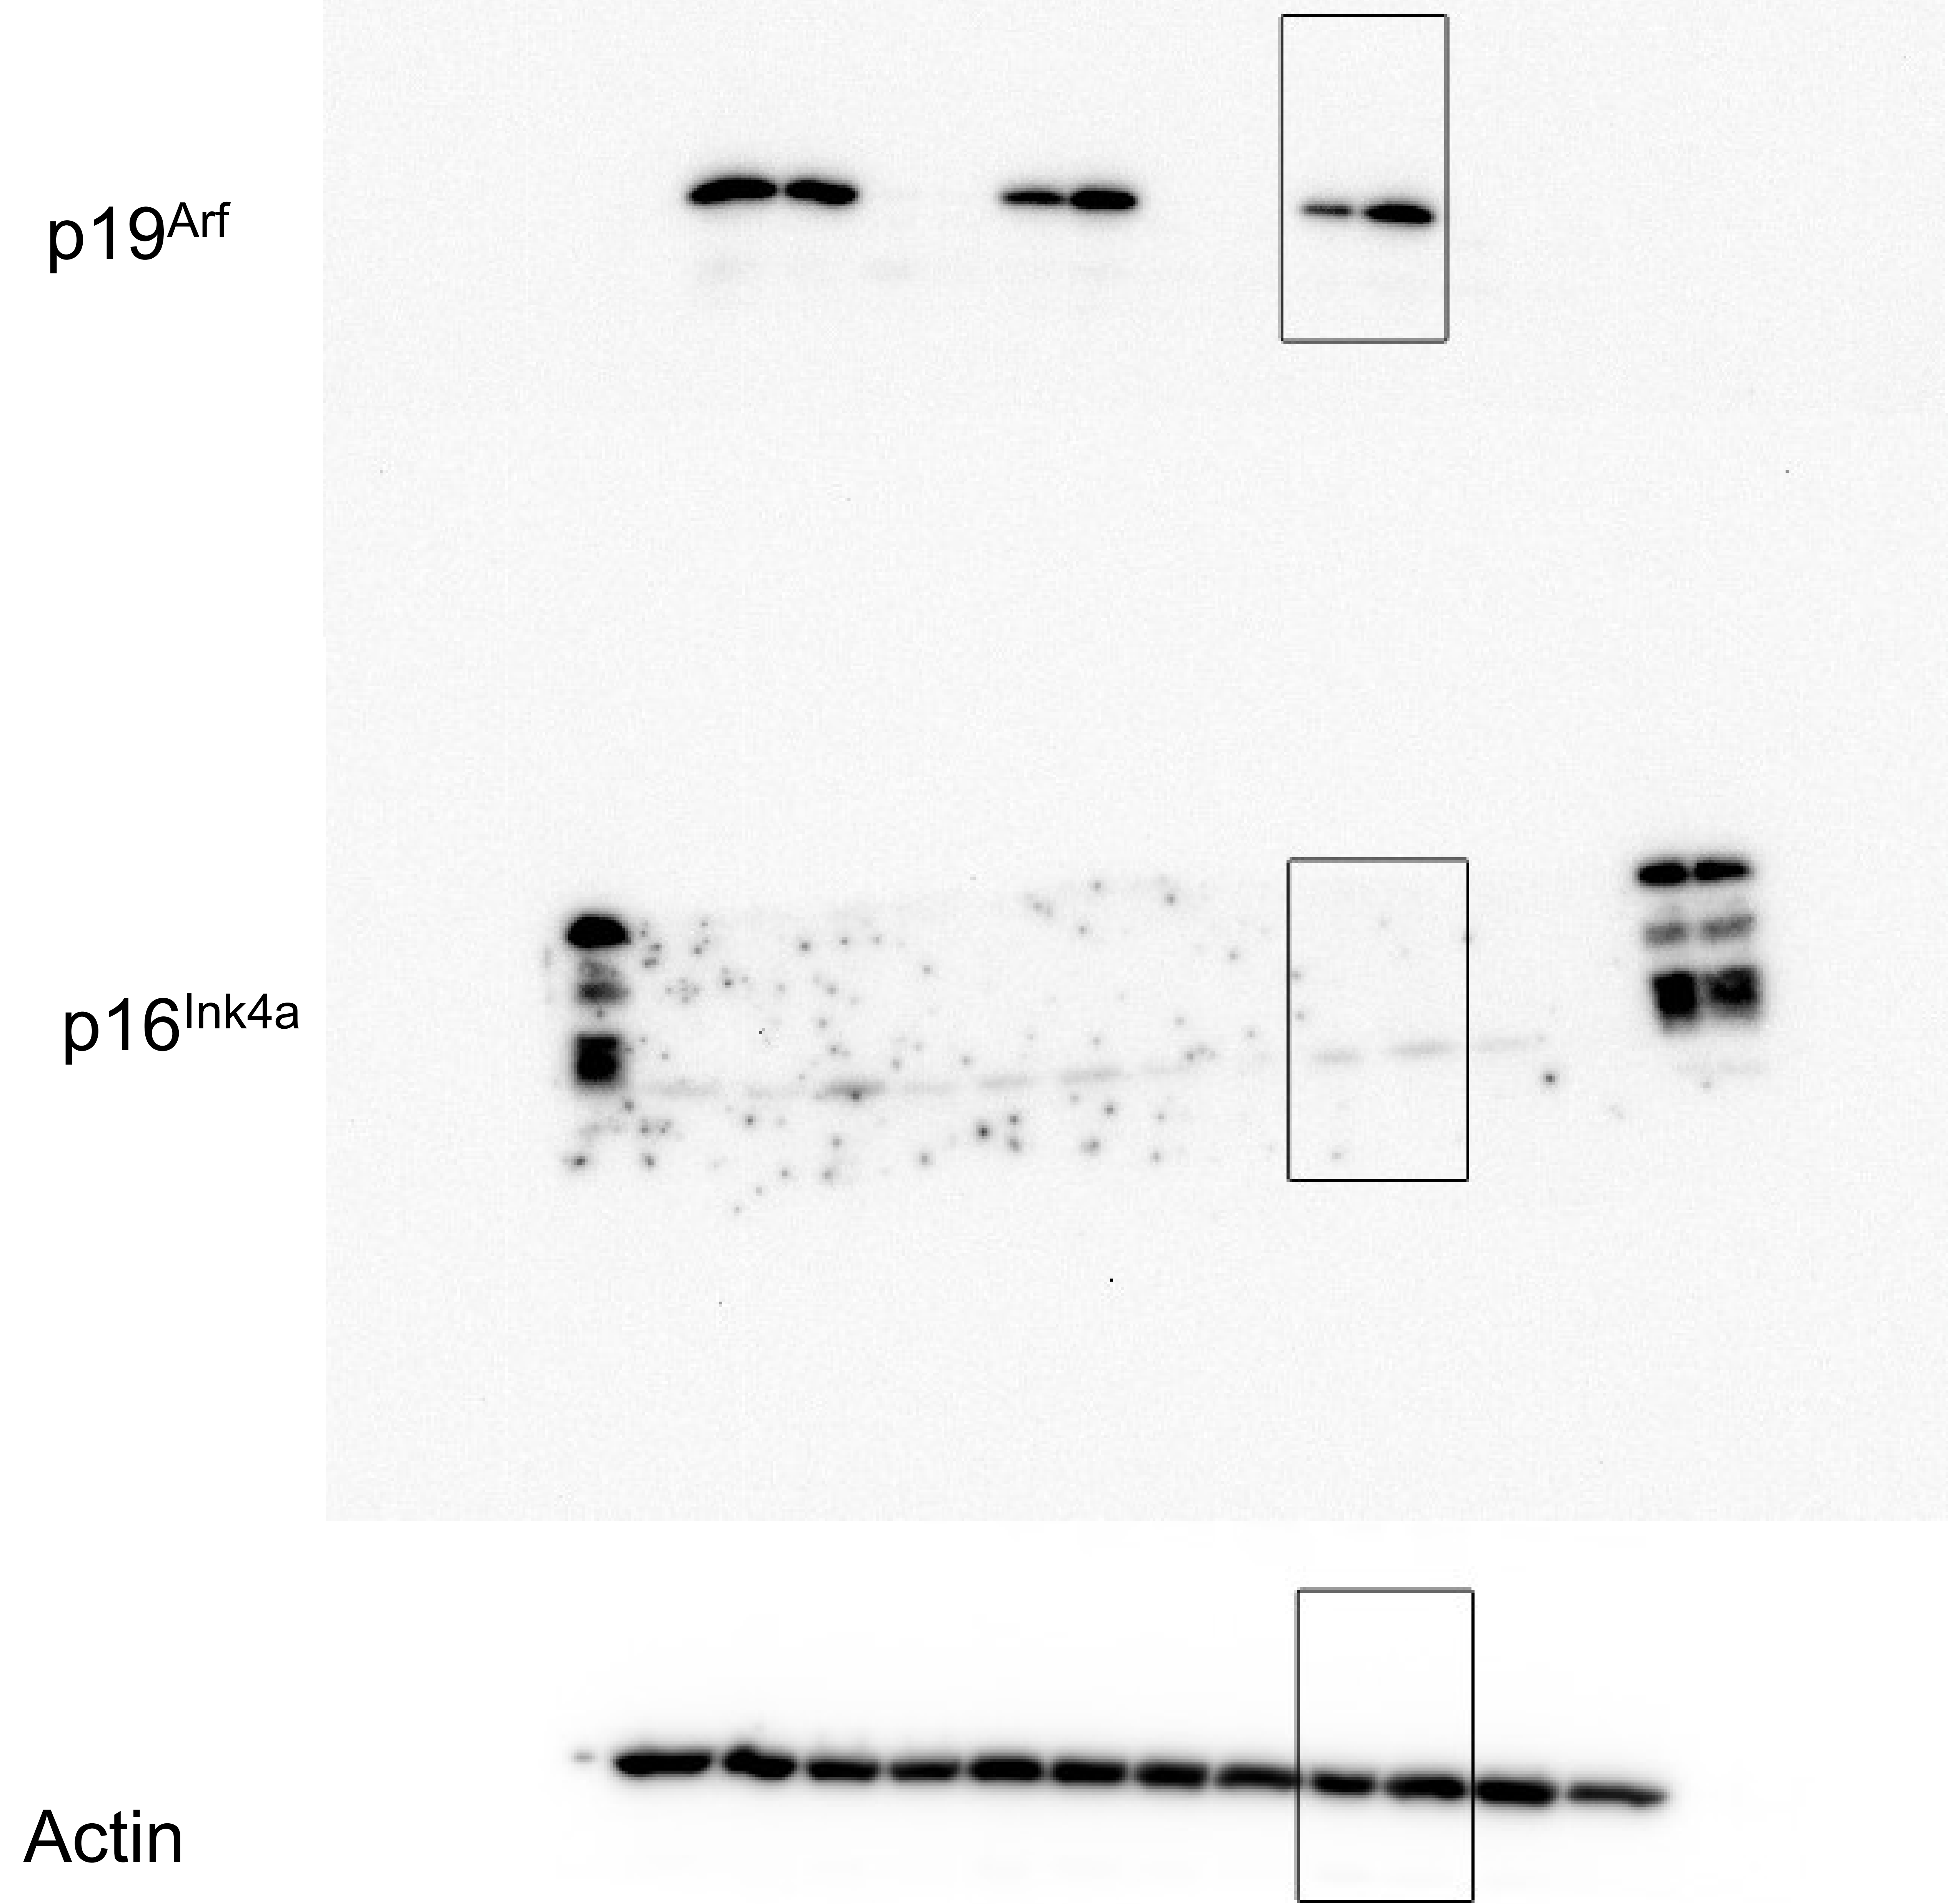

Figure 5—figure supplement 2G Source files

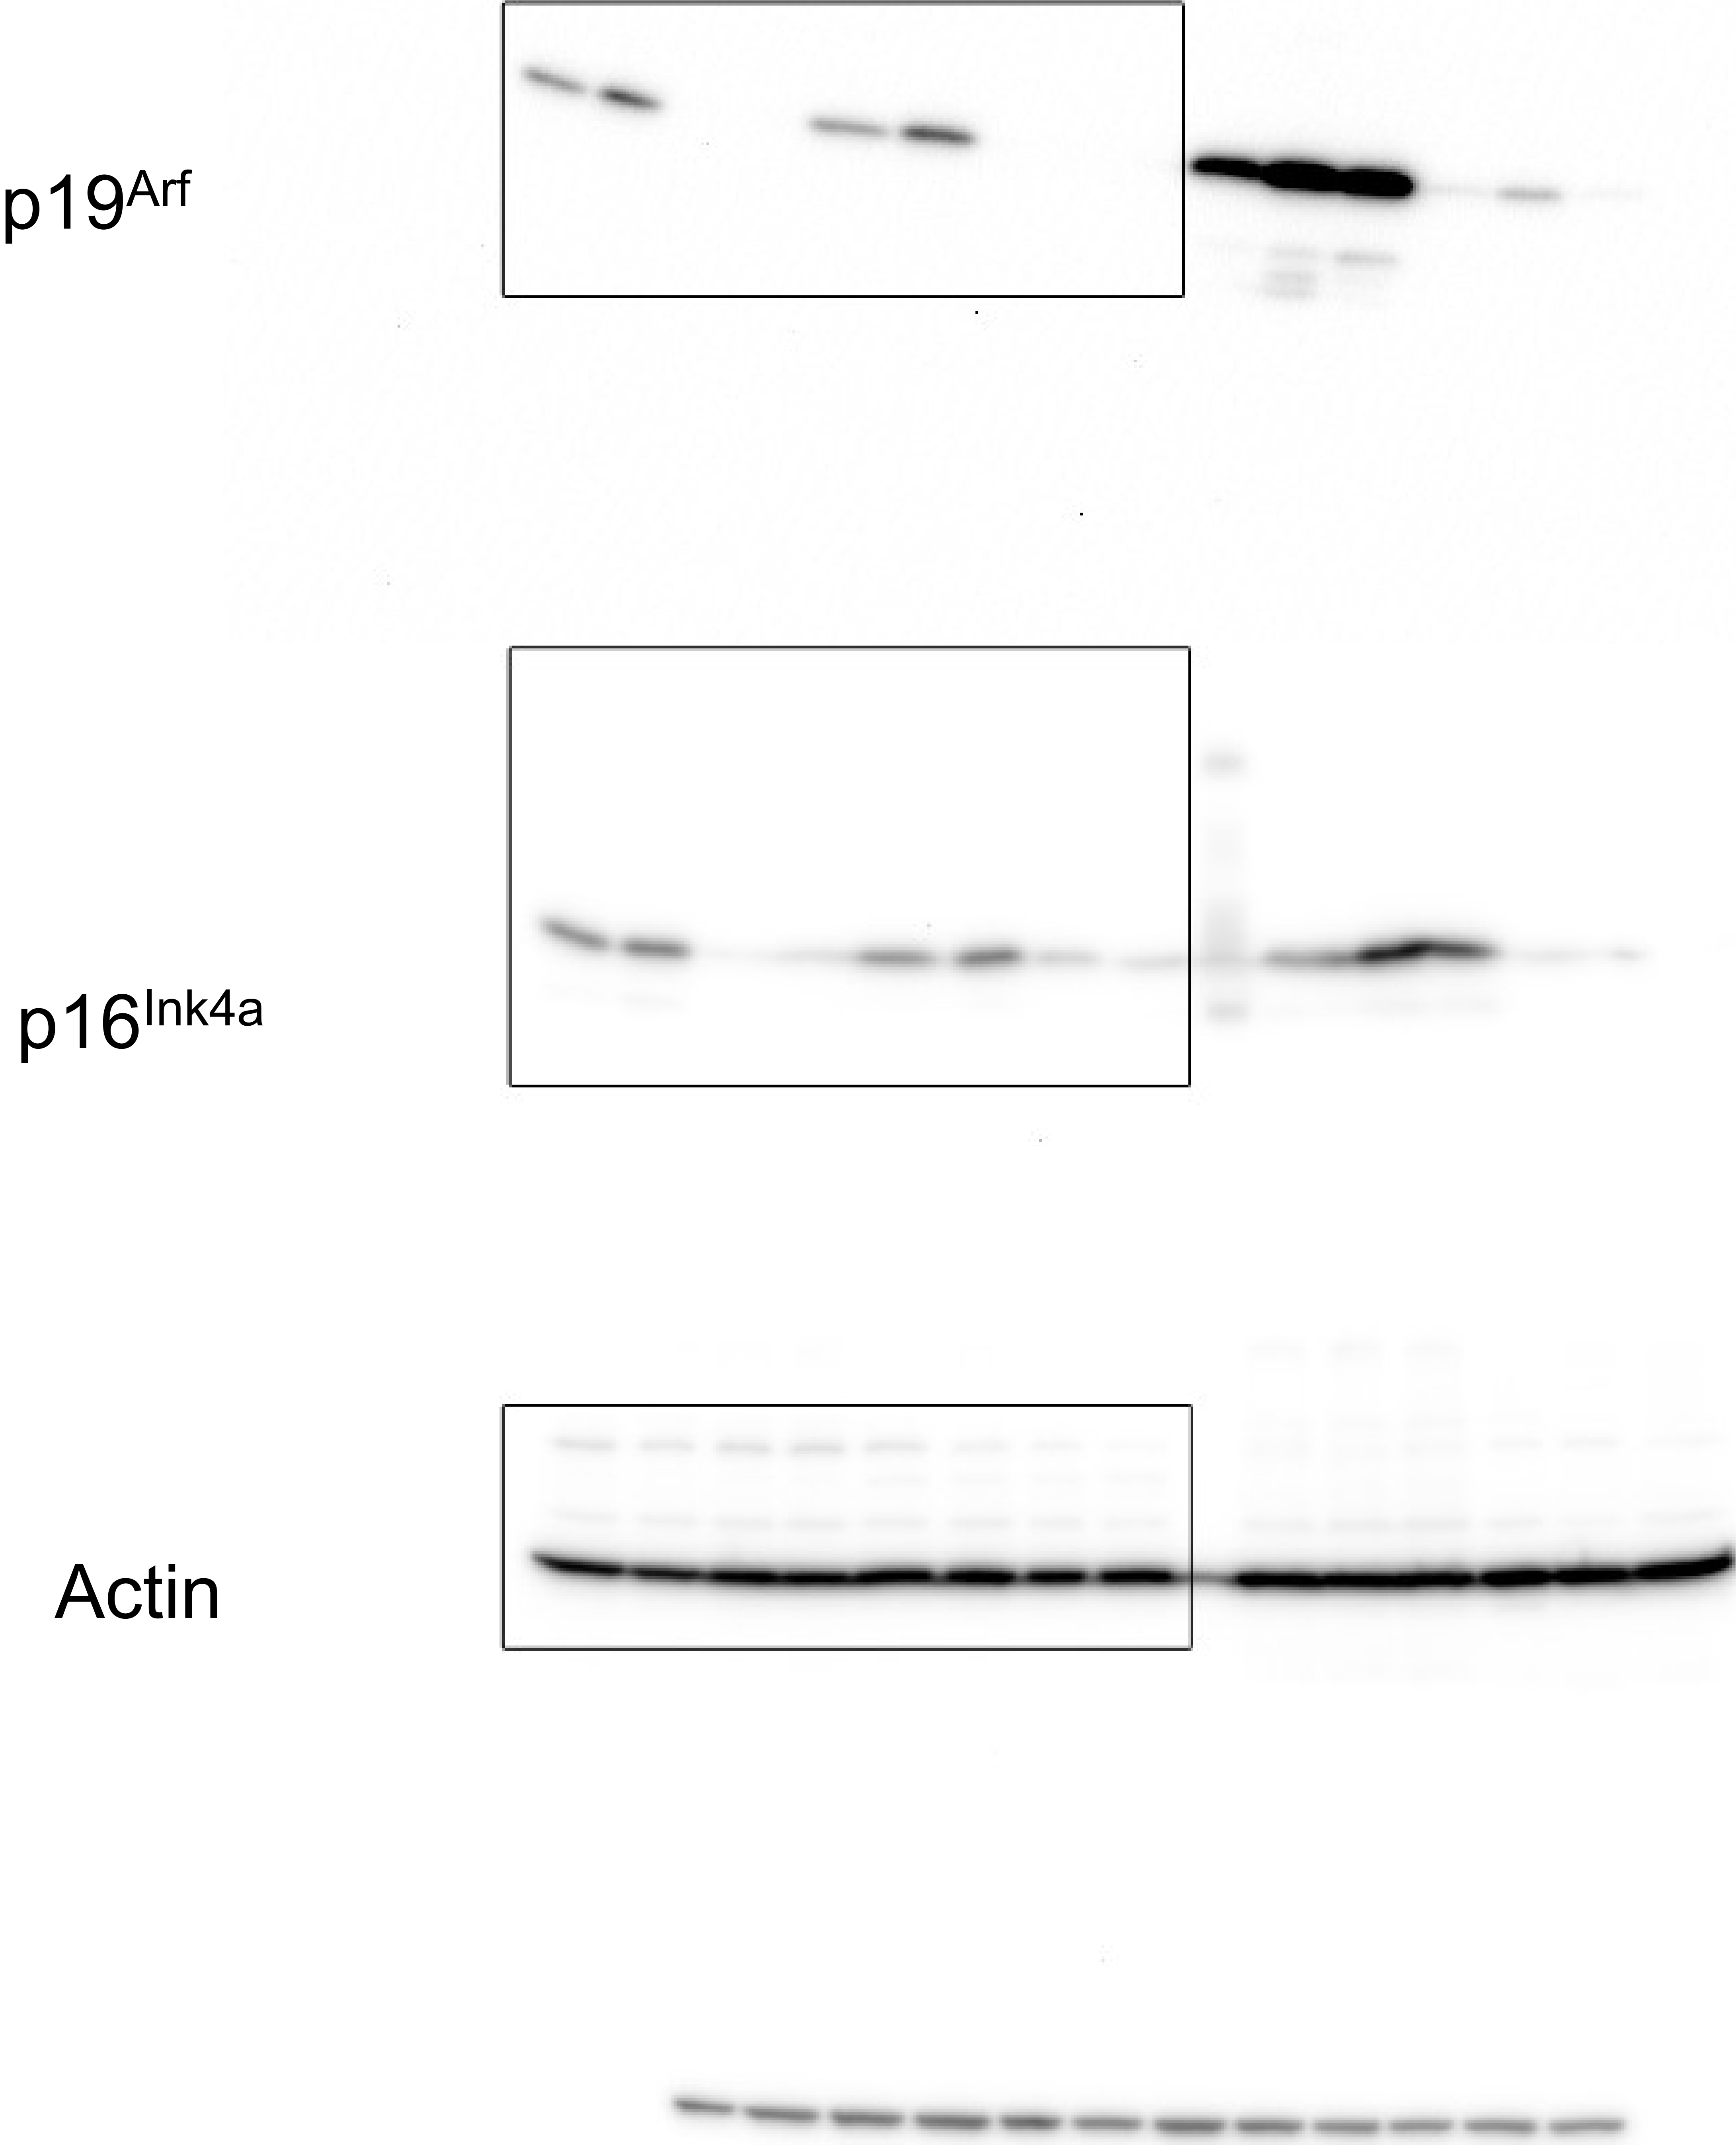

**Supplement:** Figure 5—figure supplement 2—source data 1.

# Supplementary material for: MLL3 regulates the CDKN2A tumor suppressor locus in liver cancer
**Source:** eLife. 2023 Jun 1;12:e80854. doi: 10.7554/eLife.80854
**Supplement:** Supplementary file 1.

## Supplementary File 1

### sgRNA sequences

|                               |                      |
|-------------------------------|----------------------|
| sg <i>Trp53</i> (mouse)       | ACCCTGTCACCGAGACCCC  |
| sg <i>Kmt2c.1</i> (mouse)     | AATCAGTGCCAACCAATGGC |
| sg <i>Kmt2c.2</i> (mouse)     | CAGGTTGAAGACAAAAAGTA |
| sg <i>Chrom8</i> (mouse)      | ACATTTCTTTCCCCACTGG  |
| sgGFP                         | GAATAGCTCAGAGGCCGAGG |
| sgKMT2C.1 (Human, for CRISPR) | CCCGCGCGTCAGGCCCGTC  |
| sgKMT2C.2 (Human, for CRISPR) | CAGGCCCGTCAGGCCCGGG  |

### shRNA sequences

|                           |                       |
|---------------------------|-----------------------|
| sh <i>Renilla</i>         | AGGAATTATAATGCTTATCT  |
| sh <i>Kmt2c.1</i> (mouse) | GGAGACAAATATGTAGAGTT  |
| sh <i>Kmt2c.2</i> (mouse) | ACCAGTGATCACTTTACTAA  |
| sh <i>Cdkn2a</i> (mouse)  | AACACAAAGAGCACCCAGCGG |

### qPCR primers sequences

|                                      |                        |
|--------------------------------------|------------------------|
| <i>Actb</i> (mouse)-Forward          | GGCTGTATTCCCCTCCATCG   |
| <i>Actb</i> (mouse)-Reverse          | CCAGTTGGTAACAATGCCATGT |
| <i>Cdkn2a</i> -Ink4a (mouse)-Forward | CCATCTGGAGCAGCATGGAGT  |
| <i>Cdkn2a</i> -Ink4a (mouse)-Reverse | ACGTGAACGTTGCCCATCATC  |
| <i>Cdkn2a</i> -Arf (mouse)-Forward   | CGCTTCTCACCTCGCTTGTC   |
| <i>Cdkn2a</i> -Arf (mouse)-Reverse   | CAGTGACCAAGAACCTGCGA   |
| <i>Kmt2c</i> (mouse)-Forward         | CAGGAGGGCCTGCAAGATAC   |
| <i>Kmt2c</i> (mouse)-Reverse         | TATCCTCCGGTTGGAGCTGA   |
| <i>ACTB</i> (Human)-Forward          | AAGAGCTACGAGCTGCCTGA   |
| <i>ACTB</i> (Human)-Reverse          | TCCATGCCCAGGAAGGAAGG   |
| <i>CDKN2A</i> -INK4A (Human)-Forward | GAGCAGCATGGAGCCTTCGG   |
| <i>CDKN2A</i> -INK4A (Human)-Reverse | TGGATCGGCCTCCGACCGTAA  |
| <i>CDKN2A</i> -ARF (Human)-Forward   | GCAGGTTCTTGGTGACCCTC   |
| <i>CDKN2A</i> -ARF (Human)-Reverse   | TAGACGCTGGCTCCTCAGT    |
| <i>KMT2C</i> (Human)-Forward         | GAAACGCTGTAGCCTGTCCT   |
| <i>KMT2C</i> (Human)-Reverse         | CCCTGAGTCTCCTTTGGCAG   |
| <i>KMT2D</i> (Human)-Forward         | GCCCTTTCTTCAAGGTGGACT  |
| <i>KMT2D</i> (Human)-Reverse         | CGGGTTCCGGGCTAAAGAAG   |
| <i>TP53</i> (Human)-Forward          | TGACACGCTTCCCTGGATTG   |
| <i>TP53</i> (Human)-Reverse          | TCATCCATTGCTTGGGACGG   |

### ChIP-qPCR primers sequences

|                                               |                          |
|-----------------------------------------------|--------------------------|
| <i>Cdkn2a</i> -Ink4a promoter (mouse)-Forward | GATGGAGCCCGGACTACAGAAG   |
| <i>Cdkn2a</i> -Ink4a promoter (mouse)-Reverse | CTGTTTCAACGCCCAGCTCTC    |
| <i>Cdkn2a</i> -Arf promoter (mouse)-Forward   | GACCGTGAAGCCGACCCCTTCAGC |
| <i>Cdkn2a</i> -Arf promoter (mouse)-Reverse   | GGGGTCGCTTTCCCCTTCGG     |

# Supplementary material for: MLL3 regulates the CDKN2A tumor suppressor locus in liver cancer
**Source:** eLife. 2023 Jun 1;12:e80854. doi: 10.7554/eLife.80854
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR) Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### Materials:

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials Availability Statement                  |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend                           | N/A |
|-----------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | Materials and Methods –<br>Chromatin immunoprecipitation;<br>Immunoblotting |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary Table 1                             |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend                           | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods --<br>Derivation of primary liver tumor<br>cell lines |     |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           | Materials and Methods --<br>Generation and modification of                  |     |

|  |               |  |
|--|---------------|--|
|  | primary cells |  |
|--|---------------|--|

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods – Animal experiments                |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                           | N/A        |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | N/A        |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           | N/A        |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      | N/A        |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           | N/A        |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                           | N/A        |

| <b>Experimental study design (statistics details) *</b>                        |                                                                                                                  |            |
|--------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------|------------|
| <b>For in vivo studies: State whether and how the following have been done</b> | <b>Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done"</b> | <b>N/A</b> |
| Sample size determination                                                      | Materials and Methods – Statistical analyses                                                                     |            |
| Randomisation                                                                  | Materials and Methods – Statistical analyses                                                                     |            |
| Blinding                                                                       | Materials and Methods – Statistical analyses                                                                     |            |
| Inclusion/exclusion criteria                                                   | Materials and Methods – Statistical analyses                                                                     |            |

| <b>Sample definition and in-laboratory replication</b>                 | <b>Indicate where provided: section/figure legend</b>                               | <b>N/A</b> |
|------------------------------------------------------------------------|-------------------------------------------------------------------------------------|------------|
| State number of times the experiment was replicated in the laboratory. | Materials Availability Statement (Statistical analyses) and relevant figure legends |            |
| Define whether data describe technical or biological replicates.       | Relevant figure legends                                                             |            |

| <b>Ethics</b>                                                                                                                                                       | <b>Indicate where provided: section/submission form</b> | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|------------|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                         | N/A        |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods – Animal experiments              |            |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                         | N/A        |

| <b>Dual Use Research of Concern (DURC)</b> | <b>Indicate where provided: section/submission form</b> | <b>N/A</b> |
|--------------------------------------------|---------------------------------------------------------|------------|
|--------------------------------------------|---------------------------------------------------------|------------|

|                                                                                                                                                          |  |     |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                   | N/A |

| Statistics                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------|---------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | Materials and Methods – Statistical analyses      |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form                                | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials Availability Statement;<br>Materials and Methods – Human cancer analyses |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | Materials Availability Statement                                                   |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | Materials and Methods – Human cancer analyses                                      |     |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend                                  | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials Availability Statement;<br>Materials and Methods – Human cancer analyses |     |

|                                                                                                                                                                                                              |  |     |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                      |  | N/A |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided: section/figure legend           | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | ARRIVE for animal experiments; ARRIVE checklist provided |     |

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence

intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

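RNA-seq of 6 cell lines derived from mouse liver tumors was analysed, 3 of the genotype *Myc*; sg*Trp53* and 3 of the genotype *Myc*; sg*Kmt2c*. Genotype and replicate number were taken from the sample labels and the paper's methods. All libraries were run in the same lanes of one flow cell, so no sequencing batch separates the genotypes. The ChIP-Seq, qPCR, mouse cohort and human tumor data of the paper were not analysed here.

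The authors removed adaptors with Trimmomatic, aligned the reads to GRCm38 with STAR, counted reads per gene with HTSeq and deposited RPKM values, which the paper's methods call FPKM. The deposited RPKM table divides by a single transcript length per gene and by the total of reads counted on genes. It has 21065 rows, of which 209 carry no values, and 6 further sample columns that belong to other samples and were not used. Among the 20856 genes with values, 7 symbols occur more than once, and no gene named in the text is among them. The authors' deposited table of their DESeq2 comparison gives, per gene, the mean normalized count as a coverage signal, the log2 fold change with its error, the Wald statistic as a score, and the unadjusted and adjusted p-value. It was used only to describe the authors' own result, and each value printed from it is named as such.

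RPKM multiplied by transcript length came in whole steps for 100% of the values above 0 (largest deviation 1.34e-05 of a read), which gave the reads per gene. Totals of 5312182 to 6878625 reads (median 6088680) were recovered for the sg*Trp53* libraries and 3680068 to 4704539 (median 4268080) for the sg*Kmt2c* libraries. A single read at a transcript length of 2 kb was worth 0.0726 to 0.136 RPKM. Replicates of a genotype differed far beyond sampling noise (chi-square per gene of 28.5 or more, where sampling noise alone gives about 1), so none was treated as a copy of another. Where all libraries of a genotype had at most 3 reads, the fold was computed against 3 reads as a lower bound. Because the counting protocol's use of strand is not stated, genes that overlap others are uncertain.

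The main test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(RPKM + 1), over the 11617 genes with an RPKM of at least 1 in at least 3 of the 6 libraries, with the genotype as the only term and Benjamini-Hochberg adjustment. The plan written before the data were examined had a count test for the case of raw counts and this test for any other unit, and the deposited unit called for the latter. Gene lists were tested with camera (preset correlation 0.01), with camera at an estimated correlation, and with fry. These were p53 target genes, the genes of Fig. 3A, and marker genes of fibroblast, mesenchymal, epithelial, hepatocyte, immune and endothelial cells. The genes named in the text are those the paper names or labels, the members of these lists, the neighbours of *Cdkn2a*, *Xist* and *Nnt* as single genes that mark sex and strain, and the 5 genes with the largest changes in each direction among those past the threshold. Of the genes past the threshold only *Mxra7* falls outside this rule, and it was chosen after its values were seen. Exact permutation tests of single genes are two-sided.

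Reads were simulated 5 times from the means and library sizes of these samples, with 200 genes changed by a log2 fold change of 3. The test recovered a median of 88.9% of the changed genes, all with the right sign, with a median of 8 false calls. The changed genes were drawn only from those above a minimum mean read count. Noise between lines was drawn independently per gene at limma's moderated variance. No simulated line stood apart across many genes, as sg*Kmt2c* replicate 1 did, so the recovery in the real libraries can be lower. Alternatives set before the data were examined changed the pseudocount (0.1 and 0.5), the filter on low values, the scaling between libraries (TPM, quantile, median-of-ratios), the moderation, the thresholds, a replicate block, each line left out in turn, and sg*Kmt2c* replicates 2 and 3 counted as a single sample. A test of the recovered reads with limma voom was added after the data were seen. Plots were drawn with matplotlib.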

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

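The tests of depth and of fibroblasts were chosen before their results were seen, and the look at the fibroblast genes line by line after. A pair of genes that the paper does not discuss, *Nox4* and *Mxra7*, passed the threshold of the comparison. *Nox4*, on chromosome 7, had 52, 22 and 53 reads in the sg*Trp53* lines and 0, 0 and 1 in the sg*Kmt2c* lines, so it was at least 9.46-fold lower, with a fitted log2 fold change of -3.42 (adjusted p = 0.0359 from limma). *Mxra7*, on chromosome 11, had 124, 102 and 94 reads against 0, 2 and 4, a log2 fold change of -2.95 (adjusted p = 0.0359 from limma). Both were lower in all 3 sg*Kmt2c* lines than in any sg*Trp53* line. The authors' deposited table also lists *Nox4* and *Mxra7* as lower, with log2 fold changes of -3.31 and -3.85. No group has 4 or more lines, so single lines far from the rest of their genotype were not tested for.

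The shallower sg*Kmt2c* libraries were weighed as an explanation. With every library thinned to the total of the shallowest, the median log2 fold change over 10 thinnings was -3.39 for *Nox4* and -2.96 for *Mxra7*, within 2 standard errors of the values from all reads, so lower depth does not account for either. Fibroblasts among the cultured sg*Trp53* cells were weighed next. With the mean of 11 fibroblast genes as a covariate the log2 fold changes were -3.59 for *Nox4* and -2.90 for *Mxra7*. These stayed close to the values without the covariate, which argues against fibroblasts as the whole cause. The mean was also lower in sg*Trp53* replicate 1 (1.84) than in sg*Kmt2c* replicates 2 and 3 (3.12 and 2.63), while both genes were higher there. Loss of MLL3, loss of p53 in the comparison lines and differences between the tumors of origin stay open, and were not tested. The calls depend on the lines, because neither gene passed an adjusted p-value under 0.05 in any fit that left out a line. Over all 17 alternatives the adjusted p-value of *Nox4* ranged from 0.0229 to 0.218, and that of *Mxra7* from 0.0213 to 0.211 over the 16 alternatives in which it was tested.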

How the results depend on the processing

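The voom test and the tests of other splits for the counts of genes were chosen after the result was seen. Directions held up under the alternatives better than calls, but not every alternative could change them. The filters on low values, eBayes without trend and the replicate block leave each fold change as it was. Of 675 comparisons of 40 single genes with an alternative, 520 kept direction and side of the threshold, 149 were no longer past it, 5 moved past it and 1 reversed. Only 14 of these genes were past it in the main fit and could lose it. All 14 lost it with the replicate block and with sg*Kmt2c* replicates 2 and 3 as one sample. They also lost it in every fit that left out a line, except that without sg*Kmt2c* replicate 1. The reversal was *Kmt2c*, whose log2 fold change went from -0.27 to 0.11 without sg*Kmt2c* replicate 3, and to -0.54 without sg*Kmt2c* replicate 2. The median log2 fold change of all tested genes was -0.09, and lay between -0.12 and -0.02 with TPM, quantile and median-of-ratios scaling.

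The counts of genes past an adjusted p-value under 0.05 and a log2 fold change over 2 or under -2 were 6 higher and 9 lower. Unadjusted p-values gave 44 and 100. The thresholds of the Fig. 2D legend, more than 2-fold and an adjusted p-value under 1e-05, gave 0 and 0. The number of lower genes was 2 with a pseudocount of 0.1, 0 with no filter on low values and 3 with a mean RPKM of at least 5, and was the same for the signature at more than 2-fold. With no filter, 19183 genes were tested, and 1405 had an unadjusted p-value under 0.05. Quantile normalization gave 8 and 9 genes, and at more than 2-fold 9 and 9; 14 of the 15 genes were shared with it. With sg*Kmt2c* replicates 2 and 3 as one sample, all of these counts were 0 higher and 0 lower, with 1053 genes at an unadjusted p-value under 0.05. Limma voom on the recovered reads gave 3 higher and 0 lower, for the signature too, and 922 genes at an unadjusted p-value under 0.05. Across the 6 fits that each left out a line, the counts ran from 0 to 5 higher and from 0 to 3 lower at both fold thresholds. They were above 0 only without sg*Kmt2c* replicate 1. These fits had fewer samples, and no other cause was tested. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many higher genes, only 1 as many lower genes and only 1 as many signature genes. With 10 splits the share cannot fall below 0.1. In the other 9 splits no gene passed an adjusted p-value under 0.05, with 198 to 660 genes at an unadjusted p-value under 0.05 against 997 in the real split. A split that put sg*Trp53* replicate 2 with sg*Kmt2c* replicates 2 and 3 gave 189 genes at an unadjusted p-value under 0.05 and a log2 fold change beyond 2 in either direction, against 144 in the real split.

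*Cdkn2a* kept a negative log2 fold change under every alternative run, from -3.68 to -3.06, and both ends came from fits that left out a line. Its adjusted p-value ranged from 0.00730 to 0.202 over the alternatives. It was above 0.05 with a pseudocount of 0.1 (log2 fold change -3.49), with no filter on low values (-3.46), with sg*Kmt2c* replicates 2 and 3 as one sample (-3.66), with voom (-3.42), and in every fit that left out a line except that without sg*Kmt2c* replicate 1. The cause was not tested, beyond the larger number of genes tested without the filter and the smaller number of samples.

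The p53 target set stayed past its threshold under all 20 alternatives, with medians from 1.01 to 1.54, and only 1 of the 10 splits, the real one, gave a median as far from 0. The 7 network genes of Fig. 3A past their thresholds became 3 at an adjusted p-value under 0.05 and 2-fold, 1 with a pseudocount of 0.1, 1 with no filter, 4 with a mean RPKM of at least 5, 1 with voom and 0 with sg*Kmt2c* replicates 2 and 3 as one sample. Across the fits that each left out a line, 0 to 6 passed: 0 without sg*Trp53* replicate 1 or 3, and 6 without sg*Kmt2c* replicate 3. Only 1 of the 10 splits, the real one, gave as many, but the study selected these genes on that very split, so this count says nothing about their stability. Their median log2 fold change stayed negative throughout, from -4.76 with voom to -2.08 with no filter. The 4 COMPASS-like subunits stayed short of the threshold under every alternative run.

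None of the cell-identity lists passed a camera adjusted p-value under 0.05, but 3 lists did with no filter on low values and 3 with sg*Kmt2c* replicates 2 and 3 as one sample, and 0 to 5 in the fits that left out a line. The unadjusted camera p-value was under 0.05 for 2 lists. Without sg*Kmt2c* replicate 1 the epithelial list's median log2 fold change reversed from 1.42 to -0.27, and the hepatocyte list's from 0.84 to -0.000786. Without sg*Kmt2c* replicate 2 they were 2.48 and 2.15, and 5 lists passed.

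The replicate numbers did not pair the lines: the correlation of deviations between same-numbered lines was 0.19, 0.40 and 0.03, and nothing in the paper ties the numbers together. With the replicate block, 0 genes higher and 0 lower passed at either fold threshold (1085 at an unadjusted p-value under 0.05), 2 network genes passed, 5 cell-identity lists passed, and *Cdkn2a* (-3.46) had an adjusted p-value of 0.0771.

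The depth of the sg*Kmt2c* libraries limits what can be said of genes near 0 there, where only a lower bound on the fold can be given. The alternatives meant for a table of raw counts (DESeq2 in place of edgeR, its size factors inside edgeR, and filters on counts) were not run. Nor was edgeR on recovered reads, because the plan set count tests for deposited raw counts only. The recovered reads would have allowed these tests. The authors' DESeq2 comparison, which rests on the same counts, has 213 genes at an adjusted p-value under 0.05, against 15 here from limma. That gap therefore does not come from the counts.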

Differences from the paper's values

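The thresholds tried on the authors' deposited table, and the combinations of unadjusted p-values with another alternative, were chosen after the result was seen. The paper reports 132 upregulated genes, and 6 were found here. It reports 116 downregulated genes, and 9 were found here. In both directions together its 248 genes stand against 15. The paper's text gives its threshold as a p-value under 0.05 and names no adjustment there, while 6, 9 and 15 rest on adjusted p-values. Of the alternatives set before the data were examined, unadjusted p-values brought the downregulated genes to 100, within the range counted as no difference from the paper's 116. They left the upregulated genes at 44 and the total at 144, and no other alternative taken alone closed the gap in any of these counts. Unadjusted p-values combined with each of 17 other alternatives, chosen after seeing the values, came within 1.5 times the paper's downregulated genes in 15 combinations, its total in 9 and its upregulated genes in 1. The downregulated genes stayed outside only with a pseudocount of 0.1 (181) and a mean RPKM of at least 5 (64). The combination that came within 1.5 times all of the paper's counts was that without sg*Kmt2c* replicate 2 (103 upregulated, 135 downregulated, 238 in total). The total was also reached with voom (84 and 172, 256 in total), a pseudocount of 0.1 (80 and 181, 261 in total), a pseudocount of 0.5 or TPM scaling (201 in total each), sg*Kmt2c* replicates 2 and 3 as one sample (193 in total), and without sg*Kmt2c* replicate 3 (214 in total) or sg*Trp53* replicate 1 (171 in total). It was reached with the replicate block too (177 in total). In the authors' deposited table, a log2 fold change beyond 2 and an adjusted p-value under 0.05 hold for 46 higher and 81 lower genes. Of the 24 combinations of thresholds applied to the authors' deposited table, none gave 132 and 116. The nearest total was 262 (142 higher and 120 lower), at more than 2-fold and an adjusted p-value under 0.1.

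For *Cdkn2a* the paper's log2 fold change is about -3.1 in Fig. 2D, read by eye, and -3.46 was found here, with a standard error of 0.349. The difference from -3.1 was within 1 standard error with median-of-ratios scaling (-3.38), without sg*Trp53* replicate 2 (-3.42) and without sg*Kmt2c* replicate 1 (-3.06). It was not with the remaining alternatives set before the data were examined.

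The paper names *Cdkn1a*, *Zmat3*, *Bmp6* and *Lrp2* among the changed genes. Here all of them changed in the paper's direction, with adjusted p-values of 0.0680, 0.0662, 0.0611 and 0.0563 (limma), and none passed an adjusted p-value under 0.05 under any alternative. At an unadjusted p-value under 0.05 all of them passed, although *Zmat3*, with a log2 fold change of 1.90, stayed short of a log2 fold change over 2. In the authors' deposited table *Cdkn1a* and *Zmat3* pass it, with adjusted p-values of 1.98e-08 and 5.77e-10 (DESeq2). *Bmp6* and *Lrp2* have fold changes there but no adjusted p-value. *Ano3*, *Igfbp5* and *Trp53inp1* pass it there too, with adjusted p-values of 3e-12, 2.12e-20 and 1.03e-10 (DESeq2). Of the genes labelled in Fig. 2D, *Ano3*, *Bmp6*, *Cdkn1a*, *Igfbp5*, *Trp53inp1* and *Zmat3* were not past an adjusted p-value under 0.05 here. *Igfbp5* passed it with eBayes without trend (adjusted p = 0.0280 from limma) and with quantile normalization (0.0474), within a range over its alternatives from 0.0280 to 0.251. *Trp53inp1* passed it only with quantile normalization (adjusted p = 0.0474 from limma), the lowest of its alternatives, which reached 0.251. At an unadjusted p-value under 0.05 all of the genes labelled in Fig. 2D passed. Of the 32 genes drawn in the Fig. 3A network, 20 could be tested and 7 of these passed the thresholds that the paper's methods give, with 8 passing with eBayes without trend. In the authors' deposited table every tested gene that fell short here passes those thresholds (DESeq2). Here all of the 20 except *Col1a1* had an unadjusted p-value under 0.05. *Kdm6a*, which the paper lists as showing no compensatory change, was higher in all 3 sg*Kmt2c* lines than in every sg*Trp53* line without passing an adjusted p-value under 0.05.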

Other observations

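Tests of locus loss, exchanged libraries, normal liver cells and lines from one animal were chosen after the values they use had been seen, as was that of *Trp53* loss, and the others before.

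At an unadjusted p-value under 0.05 and a log2 fold change beyond 2, more genes were lower than higher in the sg*Kmt2c* lines, with a ratio of 2.27. The size of the excess rests on single lines: 135 genes were lower and 103 higher without sg*Kmt2c* replicate 2, against 133 and 38 without sg*Trp53* replicate 1. It also depends on the thresholds. In the authors' deposited table 81 genes are lower and 46 higher at an adjusted p-value under 0.05 and a log2 fold change beyond 2, but 92 are lower and 103 higher at more than 2-fold, and the paper reports more upregulated than downregulated genes. The shallower sg*Kmt2c* libraries do not account for the excess among the 6 lines, because with every library thinned to 3680068 reads the median ratio over 10 thinnings was 2.16. The scaling between libraries does not account for it either, since median-of-ratios scaling gave 1.88. Loss of MLL3, loss of p53 and differences between the tumors of origin stay open, and were not tested.

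For *Cdkn2a*, lower depth was tested in the same way, and the thinned log2 fold change was -3.47. Deletion of the region in the sg*Kmt2c* lines was weighed through its neighbours. The median log2 fold change of *Cdkn2b*, *Mtap* and *Klhl9* was -0.37, and *Cdkn2a* itself kept 85 or more reads in every sg*Kmt2c* line, which argues against loss of the region with its neighbours as the whole cause. *Cdkn2b* was low in sg*Kmt2c* replicates 2 and 3, and its log2 fold change without sg*Kmt2c* replicate 1 was -1.20, so a part played by loss in some lines stays open. A deletion confined to part of *Cdkn2a* would not show in these neighbours and was not tested. A further candidate explanation is that loss of p53 raised *Cdkn2a* in the sg*Trp53* lines, which the paper itself names as a reason for its later experiments. Of the libraries analysed here, 0 come from lines with neither gene targeted. From these libraries alone, higher *Cdkn2a* from p53 loss and lower *Cdkn2a* from MLL3 loss cannot be told apart. The paper reports that suppressing p53 in sg*Kmt2c* cells changed Ink4a and Arf little and unevenly. Suppressing *Kmt2c* in sg*Trp53* cells lowered both proteins, and its knockdown in sg*Axin1* cells lowered Ink4a and Arf expression. From these experiments, which were not analysed here, the paper proposes direct regulation by MLL3.

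The *Kmt2c* transcript was not lower in the sg*Kmt2c* lines as a group. Exchanged libraries are not the reason, because *Trp53* lay on the side of its label in 6 of 6 libraries. A guide RNA that shifts the reading frame need not lower the transcript, and no biological explanation was tested. The value in sg*Kmt2c* replicate 3 (9.51 RPKM) was the lowest of the 6 libraries, from 262 reads.

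The sg*Kmt2c* lines were unlike each other. Replicate 1 had the lowest correlations of log2 values across genes with every other library (Pearson r of 0.759 to 0.836), while every pair without it reached 0.881 or more. It held *Apob* at 4385 RPKM, *Hnf4a* at 1186 RPKM, *Cdh1* at 191 RPKM and *Krt19* at 1866 RPKM, where sg*Kmt2c* replicate 2 held 0.243, 0.629, 0.306 and 7.06 RPKM. These levels depend on the transcript length listed for each gene, and *Apob* rested on 23099 reads in replicate 1. Normal liver cells among the cultured cells would bring albumin above all, and *Alb* stood at 4.36 RPKM in replicate 1, from 42 reads, which argues against them. A difference between the tumors in how far they kept epithelial and hepatocyte features remains open as a hypothesis, and was not tested beyond these lists. The paper's resource table states that the lines of a genotype came from different mice, while the names 2A and 2T1 of replicates 2 and 3 share a number. The correlation of 0.916 between these replicates ranked 5 among the 15 pairs of libraries, behind pairs that cross the genotypes. Lines of one animal can differ as well, so the rank neither adds to the paper's statement nor goes against it.

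No tested marker list passed a camera adjusted p-value under 0.05. The lines of the genotypes did not overlap in 2 of the 3 tested immune genes and 1 of the 10 mesenchymal genes. They overlapped in all tested fibroblast, epithelial and hepatocyte genes. Camera adjusted p-values were 0.0995 for the fibroblast list (7 tested genes, median log2 fold change -1.28), 0.0860 for the mesenchymal list (10 genes, -0.80), 0.0726 for the epithelial list (7 genes, 1.42), 0.0860 for the hepatocyte list (5 genes, 0.84) and 0.0726 for the immune list (3 genes, -2.06). The unadjusted camera p-value was under 0.05 for the epithelial and immune lists, and by fry or with an estimated correlation for none. All of these medians except that of the immune list depend on single lines. Without sg*Kmt2c* replicate 1 they were -0.17 for the fibroblast, -0.18 for the mesenchymal, -0.27 for the epithelial and -0.000786 for the hepatocyte list. Without sg*Trp53* replicate 2 they were -0.49, -0.21, 0.33 and 0.58 in the same order. Without sg*Trp53* replicate 1 they were -2.35, -1.54, 1.59 and 1.03. In that last fit the fibroblast, mesenchymal and epithelial lists passed (camera adjusted p = 0.000338, 0.00271 and 0.0265). The immune list's median stayed between -2.70 and -1.68 with each line left out in turn. The same median was -0.59 with no filter on low values and -3.92 with limma voom. Its camera adjusted p-value ranged from 0.000887 with no filter on low values to 0.0989 with a pseudocount of 0.1, and was under 0.05 in 5 of 16 alternatives, those without sg*Trp53* replicate 2 and without sg*Kmt2c* replicate 2 among them. Epithelial and hepatocyte genes can also be expressed by the tumor cells themselves. None of the endothelial genes was high enough to be tested. Of the 12 fibroblast genes, *Col1a1* is also drawn in the Fig. 3A network, and *Fn1* is in the mesenchymal list as well, as *Twist1* of the mesenchymal list is in the network. Among the immune genes, picked out after their values were seen, *Lyz2* had 29.0, 17.1 and 45.3 RPKM in the sg*Trp53* lines against 0, 0.214 and 12.4 RPKM in the sg*Kmt2c* lines, and *Csf1r* 10.00, 1.70 and 8.33 against 0.932, 0 and 0.967 RPKM. *Adgre1*, *Fcer1g* and *Tyrobp*, too low to be tested, were also lower in every sg*Kmt2c* line than in any sg*Trp53* line. These genes had at most 11 reads in any library, and the lines overlapped for *Cd68* and *Cd74*. *Ptprc* had at most 2 reads in every library.

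Fibroblasts among the sg*Trp53* cells were tested as an explanation for the Fig. 3A network, whose genes include extracellular matrix genes. With the mean of the 11 fibroblast genes outside the network as a covariate, the median log2 fold change of the network genes was -2.24, and all 20 tested genes stayed negative. That mean was 1.84, 4.65 and 3.76 in the sg*Trp53* lines and 0.726, 3.12 and 2.63 in the sg*Kmt2c* lines (exact permutation test, two-sided p = 0.4). The lines overlapped in all 7 tested fibroblast genes. *Dcn*, too low to be tested, went the other way, with 85, 9 and 106 reads in the sg*Trp53* lines and 0, 0 and 2 in the sg*Kmt2c* lines. The covariate left the difference in place and the mean did not separate the genotypes, which argues against fibroblasts as the whole cause. The network genes were themselves selected by the study on these samples, which limits what the test shows.

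*Xist* was transcribed in all 6 libraries, from 1349 to 5929 RPKM, as in cells of female origin. *Nnt*, whose loss marks the C57BL/6J strain, had reads in all 6, from 28.9 to 52.1 RPKM. A single value per gene does not show whether its transcript is intact, so the strain cannot be read from it. The paper names Envigo as the source of mice in its methods and The Jackson Laboratory in its resource table. *Myc* lay at 68.4 ± 26.5 RPKM (SD, n = 3) in the sg*Trp53* lines and 79.5 ± 19.4 RPKM (SD, n = 3) in the sg*Kmt2c* lines (exact permutation test, two-sided p = 0.7). No explanation of these levels was tested.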
